# Quantitative-enhancer-FACS-seq (QeFS) reveals epistatic interactions among motifs within transcriptional enhancers in developing *Drosophila* tissue

**DOI:** 10.1186/s13059-021-02574-x

**Published:** 2021-12-20

**Authors:** Colin T. Waters, Stephen S. Gisselbrecht, Yuliya A. Sytnikova, Tiziana M. Cafarelli, David E. Hill, Martha L. Bulyk

**Keywords:** Enhancers, Transcription factor binding sites, Epistasis, *Drosophila* embryonic mesoderm, Reporter assay

## Abstract

Understanding the contributions of transcription factor DNA binding sites to transcriptional enhancers is a significant challenge. We developed Quantitative enhancer-FACS-Seq for highly parallel quantification of enhancer activities from a genomically integrated reporter in *Drosophila melanogaster* embryos. We investigate the contributions of the DNA binding motifs of four poorly characterized TFs to the activities of twelve embryonic mesodermal enhancers. We measure quantitative changes in enhancer activity and discover a range of epistatic interactions among the motifs, both synergistic and alleviating. We find that understanding the regulatory consequences of TF binding motifs requires that they be investigated in combination across enhancer contexts.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02574-x.

## Background

Identifying sequence features of *cis*-regulatory elements that are important for their activities is a key challenge in understanding how regulatory information is encoded in genomes. Computational analysis of transcriptional enhancers with overlapping tissue and temporal expression patterns for enrichment of sequence matches to transcription factor (TF) DNA binding site motifs can aid in the identification of TFs that contribute to the enhancers’ activities [1, 2]. Numerous studies have investigated the contributions of individual motifs to enhancer activity [3–6]. In many cases, combinatorial regulation by multiple TFs is required to specify an appropriate expression pattern, and the contribution of a given motif instance to transcriptional regulation is sensitive to context. This complicates the interpretation of motif enrichment. Experimental analysis of enhancers in which motif occurrences have been mutated in various combinations is needed to determine the contributions of the motifs to the activities of the enhancers and whether a motif exerts different effects depending on the enhancer context [7, 8].

Various genomic sequence features surrounding a TF binding site can present a (dis)favorable context for binding by the corresponding TF. Local sequence context can affect the probability of TF binding by various mechanisms, such as by providing a flanking sequence that adopts a DNA shape preferred by a particular TF [9], contains a motif that is preferential for co-binding with a protein partner(s) [10–12], contains a motif bound by a TF that affects local chromatin accessibility [13–15], contains a motif for competitive binding by a different TF [16, 17], or corresponds to sequence disfavorable for nucleosomes [18]. The potential for motifs present within enhancers to influence the activity of nearby motifs is referred to as epistasis or genetic interaction. Such epistatic interactions, where the regulatory output of a particular combination of motifs is different from that expected if the motifs are treated as acting independently, are important to identify: rules learned for individual motifs in one enhancer context might not be informative of those motifs’ regulatory consequences in a different enhancer context. In a study of human TF binding sites, linear regression models that incorporated pairwise interactions between motifs in 145-bp sequences explained a higher fraction of the variance in activation of reporter expression, with five motif pairs showing significant interactions with regard to activity of both genomic and synthetic enhancer sequences [19]. A challenge for investigations to identify context-specific effects of motifs on enhancer activity is the need for quantitative data on wildtype enhancers and enhancers mutated for particular motifs across a panel of different enhancer sequence contexts.

Enabled by advances in high-throughput DNA sequencing and oligonucleotide synthesis, various technologies have been developed for highly parallel analysis of genomic or synthetic sequences for promoter or enhancer activity in a reporter assay [18, 20]. Massively parallel reporter assays (MPRAs) [21] and STARR-Seq [22] are powerful in their ability to assay tens to hundreds of thousands of short elements (typically less than 200 bp in length) for their ability to drive expression of a reporter in cultured cells. While these assays have allowed the identification of nucleotides within enhancers that are important for their *cis*-regulatory activity, they have a number of limitations. First, they employ episomal reporter constructs, but the activities of chromosomally integrated sequences can differ substantially from their activities when tested in episomes [23]. Furthermore, not all cell types are well modeled by cell lines, and the activities of some tissue-specific enhancers may not be cell autonomous. While MPRAs have been performed in retinal explants [24–26] and in mouse liver [27], there is a need to assay enhancers in additional tissues in the context of whole organisms, such as for tissue-specific developmental enhancers active in embryos [28, 29].

The enhancer-FACS-seq (eFS) technology addresses these needs by using (1) a genomically integrated enhancer-reporter system in live, developing animals; (2) cell-type-specific-expression of an ectopic cell-surface marker to isolate a cell population of interest; and (3) analysis of reporter gene expression driven from a site-specific integration site with low background activity. This technology is limited in throughput by the efficiency of *Drosophila* transgenesis, which permits the use of lower-throughput library construction methods that test the activity of longer sequences, making it a complement to higher-throughput episomal methods. eFS analysis of a pool of candidate enhancers identified by various criteria, including enrichment for occupancy by mesodermal TFs or clustering of conserved TF binding motifs, validated 12 known and identified 45 novel enhancers active in *Drosophila* embryonic mesoderm [1].

Motif enrichment and pairwise motif analysis of these mesodermal enhancers revealed enrichment of the DNA binding specificity motifs of TFs with a known role in mesoderm development and also of factors not previously known to have a role in transcriptional regulation in mesoderm [1]. These putative novel mesodermal regulatory motifs included those corresponding to the factors Deaf1, Schlank, ZIPIC, and CG12236­PB. Best characterized of these four factors is Deaf1, which was previously identified as a cofactor for the homeotic TF Deformed (Dfd) [30] and mutants of which led to embryonic segmentation defects [31]. Both repressive and activating activities of Deaf1 have been reported in different cell types [32], suggesting Deaf1 may exhibit cell type-specific activity, but its overall regulatory activity remains poorly understood. ZIPIC has been characterized as a putative insulator protein that physically interacts with CP190 [33] and was subsequently found to bind topologically associated domain (TAD) boundaries [34], supporting its putative role as an insulator. Schlank was initially characterized as a transmembrane protein with a role in fatty acid synthesis [35]; intriguingly, its homeodomain has been shown to play a role in fatty acid homeostasis independent of its enzymatic activity [36]. CG12236-PB has not been investigated beyond the identification of its DNA binding motif through a bacterial one-hybrid screen [37]. All of these factors have maternally deposited mRNA and ubiquitous expression early in embryogenesis [38], which may have contributed to their failure to be characterized by classical *Drosophila* genetics.

We sought to develop a method that would allow us to uncover the context-dependent, combinatorial impact of the DNA binding motifs of these four TFs on tissue-specific activities of the mesodermal enhancers that we had identified by eFS. To address this need, here we have developed Quantitative enhancer-FACS-Seq (QeFS) technology, which provides an RNA-Seq-based readout of enhancer activity. QeFS thus provides a quantitative readout of enhancer activity, allowing sensitive measurement of the effects of loss of individual or combinations of motifs within an enhancer on its activity. Comparisons of QeFS data among a series of enhancer variants enabled us not only to quantify the contributions of individual motifs but also to identify epistatic interactions between motifs through the analysis of combinatorially mutated enhancers. Such sensitive, quantitative readout is crucial for understanding the activity of factors that have subtle effects on relative gene expression levels. We attempted QeFS in whole mesoderm and separately in fusion competent myoblasts (FCMs), a small subset of the mesoderm, in developing *Drosophila* embryos to study the roles of the DNA binding motifs recognized by the TFs Deaf1, Schlank, ZIPIC, and CG12236­PB on mesodermal enhancer activity and to identify epistatic interactions among these motifs.

## Results

### Quantitative measurement of the contributions of TF DNA binding motifs to enhancer activity in embryos

To assay *cis*-regulatory elements for enhancer activity in a quantitative, highly parallel fashion in a chromosomal context in the context of particular tissues in whole *Drosophila* embryos, we developed quantitative enhancer-FACS-Seq (QeFS). In QeFS, each *cis*-regulatory element was cloned upstream of a reporter gene, in whose 3′ UTR a degenerate sequence was inserted and used as an identifying tag in RNA-Seq readout of enhancer activity (Additional file 1: Fig. S1, S2, S3). To simplify the process by which highly similar *cis*-regulatory elements were distinguished, we barcoded the elements. Briefly, we synthesized a library of wildtype and mutant enhancers with flanking 8-mer barcodes and cloned them into a reporter backbone, with each reporter containing a unique, degenerate 20-mer tag in the 3′ UTR of the reporter transcript (Fig. 1A). Sequence-validated reporter constructs were pooled to create a library of 303 unique enhancer-reporter constructs. We used a custom high-throughput sequencing library preparation protocol involving digestion, re-circularization, and sequencing [27] to generate a lookup table that associates reporter tags to the corresponding enhancer barcodes (Additional file 1: Fig. S4, S5, S6, S7). Typically at least 3 different tags were associated with each enhancer (Additional file 2: Table S1; Additional file 1: Fig. S8).

**Fig. 1:**
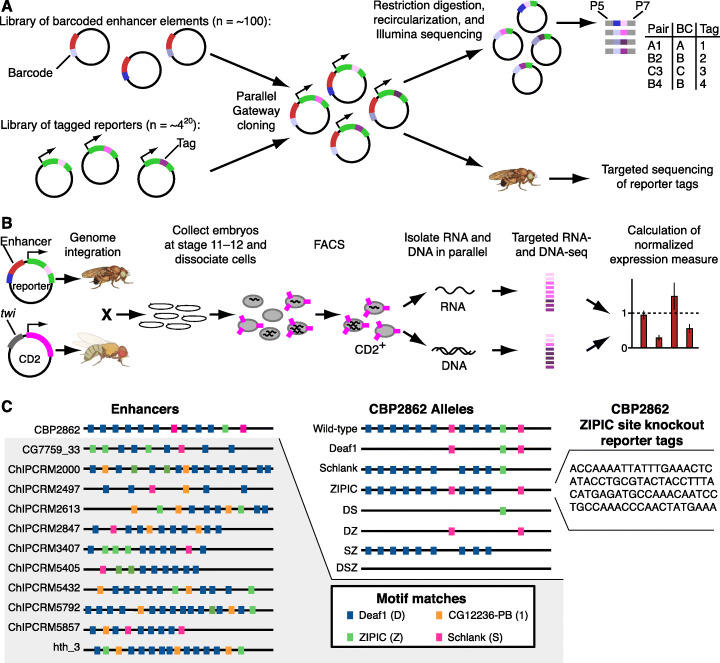
Strategy of the QeFS experiment. **A** Barcoded enhancers were cloned into reporter constructs containing degenerate 3′ tags. A sequencing-based approach (see the “Methods” section) associates tags with barcodes (“BC”). P5, P7: Illumina adapters. **B** A pool of reporter flies was generated and crossed to a marker line enabling FACS isolation of the desired cell types. Targeted RNA- and DNA-sequencing of degenerate tags measured reporter and transcript abundance; DNA-normalized enhancer expression levels were calculated and used for subsequent analysis. **C** Schematic of enhancer library design. *(Left)* The 12 endogenous enhancers and relative locations of motifs selected for perturbation are displayed in the left panel. *(Middle)* An example mutational series is shown for the enhancer CBP2862, including the wildtype, single motif mutants, double mutants and the triple mutant, comprising mutations in the DNA binding motifs of Deaf1, Schlank, and ZIPIC. These enhancers otherwise retain their endogenous sequence context, and other TF binding motifs are maintained in the sequence. *(Right)* Each enhancer construct is represented by multiple tags in the reporter library, providing internal biological replicates

Next, as in eFS [1], we injected the enhancer-reporter library into *Drosophila* embryos, resulting in genomic integration of individual enhancer-reporter elements at a fixed landing site in each haploid genome of an embryo’s germ cell progenitors. Assaying all the wildtype and mutant enhancer constructs from the same chromosomal integration site allowed us to determine the effects of a particular mutation or combination of mutations on the activity of an enhancer. Following a series of fly crosses, a population of flies was obtained, each with a single enhancer-reporter construct present in the genome of every cell in the adult fly. We marked our cell types of interest by crossing this population to a fly line expressing the rat cell surface marker CD2 under the control of a cell type-specific enhancer (either *twi* for whole mesoderm or *Mef2-I-E*_*D5*_ for FCMs) (Fig. 1B). Embryos from this cross were aged to the desired stage (i.e., stages 11–12), harvested, and used to prepare single-cell suspensions. These suspensions were then subjected to FACS for the CD2 marker, to purify our cell types of interest (Additional file 1: Fig. S9; Additional file 2: Table S2). The small numbers (generally less than 10^5^; see Additional file 2: Table S2) of cells recovered from the more specific *mef2*:CD2+ population gave information on very few tested elements after filtering to remove unreliable measurements (see the “Methods” section), establishing the limitations of the method for rare cell types at this scale. The complementary *mef2*:CD2- population was more reliably measured and provided a proxy for whole embryo measurements, as very few cells are excluded.

We processed the collected cell populations (CD2+ and CD2-) to prepare RNA-seq and DNA-seq libraries in parallel from the same collection of informative cells, representing the reporter tag in the 3′ UTR of the reporter transcript, or the reporter tag in the 3′ UTR of the reporter DNA template, respectively (Additional file 1: Fig. S10, S11). We used a unique molecular identifier (UMI) strategy to count individual molecules containing each tag, assigned tag counts to enhancers using the lookup table, and normalized the tag counts in the RNA-seq library to those in the DNA-seq library, thus scaling reporter transcript levels to the underlying abundance of individual reporters in the fly population (Additional file 1: Fig. S12, S13).

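QeFS libraries were available for 9 collections of sorted embryonic cells: 3 of twi:CD2+ cells, which represent the whole mesoderm, and 3 in each of 2 weeks of mef2:CD2- cells, which are the cells other than fusion-competent myoblasts. Each collection gave 1 RNA library and 1 DNA library, 18 in all. For every library, the authors deposited the number of UMIs and the number of reads that they counted on each tag, with the construct that their lookup table gives for the tag and without normalization. The files hold 312 tags of 93 constructs, and single libraries hold 253 to 287 of these tags. RNA libraries of twi:CD2+ cells had 813922 to 1366066 UMIs (median 1233911), and their DNA libraries had 317396 to 621449 (median 471233). In week 1 of mef2:CD2- cells, the RNA libraries had 560294 to 712945 UMIs (median 608837) and the DNA libraries 54038 to 116821 (median 87730). In week 2, they had 765266 to 1201998 (median 993671) and 143411 to 248151 (median 152441), respectively. The paper gives a depth of about 5 to 25 M reads per library, while 4965159 to 39836136 reads per library were counted on tags in the files. The values reported here use the UMI counts. The highest count, 53453 UMIs on 1 tag of ChIPCRM5432-1 in an RNA library of mef2:CD2- cells, took up 81.6% of the sequences that a UMI of 8 bases can have and would correspond to 110808 molecules, a 2.07-fold undercount, if all UMIs were equally frequent.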

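As in the paper's methods, the activity of a tag in a collection was its share of the RNA UMIs divided by its share of the DNA UMIs of the same collection. Tags with fewer than 65 DNA UMIs, or absent from the RNA library, were left out of that collection. Each remaining tag in each collection was 1 observation, and the observations of both weeks of mef2:CD2- cells were combined. Each construct with at least 4 observations was kept. The activity of a construct is given as the mean of its observations, and its fold change as the ratio of that mean to the mean of the wildtype enhancer. Within the series of constructs of 1 enhancer, a Kruskal-Wallis test with 100000 permutations came first. Where its p was under 0.1, each pair of constructs was compared by a permutation test of the difference in mean rank, two-sided and exact by enumeration of the rank sums, in place of the t distribution of the Conover-Iman test that the paper used. The p-values were adjusted by the Benjamini-Hochberg method over all pairs of the series, and a pair was called different where the adjusted p was under 0.1, the paper's threshold. Following the paper, observations of 1 construct were treated as independent, although the same tag returns in several collections.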

In order to test this experimental strategy, we designed a library of wildtype and mutant enhancers intended to take advantage of the strengths of this approach, including the resulting quantitative reporter data. We previously found that the DNA binding site motifs of the ubiquitously expressed [39] TFs Deaf1, CG7928 (ZIPIC), CG12236-PB, and Schlank were enriched among mesodermally active enhancers [1]. Although these TFs were not known to regulate embryonic mesoderm development, the enrichment of their recognition motifs both individually and together with each other and with master regulators in either whole mesoderm or fusion-competent myoblasts (FCMs), an abundant mesodermal subpopulation, suggested that they may contribute to mesodermal enhancer activity. To investigate the roles of these motifs in mesodermal enhancer activity, we selected a panel of 12 endogenous enhancers of approximately 1 kb in length that are active in embryonic mesoderm during developmental stages 11–12 [1] and that each contain matches to three of these four motifs. To allow us to determine the contributions of each of the Deaf1, CG7928 (ZIPIC), CG12236-PB, and Schlank motifs to enhancer activity, we designed a series of systematic single-motif mutations, whereby in each enhancer we mutated all the sites matching each of these motifs, considering each motif one at a time (“single-motif mutants”). Additionally, to identify potential regulatory interactions between these motifs, we designed combinatorial enhancer mutants comprising mutations in all possible pairs and three-way combinations of these motif mutants; thus, for each of the twelve enhancers, we synthesized eight different versions: wildtype, three single-motif mutants, three pairwise mutants, and one triple mutant (Fig. 1C, Additional file 3: Table S3). Mutant enhancers differed from wildtype by as little as 1 nucleotide out of ~ 1000, with a mean of 7.2 nucleotides mutated per enhancer. 

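After the filters, 687 observations of 244 tags remained in twi:CD2+ cells and 1340 observations of 254 tags in mef2:CD2- cells. They covered 86 and 91 constructs, respectively, including all 5 spiked-in controls in both populations. Of the constructs measured in twi:CD2+ cells, 29 were represented by 2 tags. Of those measured in mef2:CD2- cells, 28 constructs had 2 tags and 6 had only 1. An observation rested on a median of 1650 DNA UMIs in twi:CD2+ cells and 383.5 in mef2:CD2- cells. Counting error alone corresponds to a median SD of 0.06 and 0.09, respectively, on the log2 scale, and covers neither differences between tags nor differences between collections.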

In total, we collected QeFS data for 88 wildtype or mutant enhancers and 5 spiked-in control elements (2 wildtype and 3 mutants) described below. Normalized reporter expression data generally correlated well across pairs of tags measuring the activity of the same enhancer construct in a given collection (Spearman’s *ρ* = 0.786); enhancer construct activities were calculated as the mean normalized value across tags across replicate QeFS experiments.

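Over all 9 collections, 1828 pairs of tags of the same construct in the same collection had a Spearman's ρ of 0.813, where 10000 shuffles of the tags among constructs gave at most 0.0893 (permutation test, p = 1e-04, the smallest that the shuffles can give). The correlation is across constructs, and the pairs are not independent, since 1 tag can enter several pairs. It was 0.786 over the 645 pairs from twi:CD2+ cells and 0.827 over the 1183 pairs from mef2:CD2- cells. In single collections, it ranged from 0.715 to 0.821 in twi:CD2+ cells and from 0.697 to 0.888 in mef2:CD2- cells. The restriction to twi:CD2+ cells was the alternative that moved the correlation most. The median ratio of the higher to the lower tag of a pair was 1.64, and 36.3% of the pairs differed by more than 2-fold.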

As positive controls to assess the sensitivity and cell-type specificity of QeFS, we analyzed two enhancers known to exhibit mesoderm-specific activity during embryonic stages 11–12 and previously found to be sensitive to either a single or a set of motif mutations. One element, for *Actin 57B*, showed early visceral mesoderm activity, spreading to whole mesoderm by stage 12 of development [40]. This element was reported to be very sensitive to loss of a single binding site for the TF Mef2, with 87% reduction in *lacZ* reporter activity [40]. The second enhancer, for *β3Tub60D*, had been reported to be active in developing visceral mesoderm [41]. Imaging experiments using *lacZ* reporters revealed that this element was moderately sensitive to a single site mutation for the TF bagpipe (bap), while combinatorial mutations in two biniou (bin) sites and this single bap site led to complete loss of enhancer activity [41]*.* As previously described, both enhancers' activities are restricted to the mesoderm, and none of the selected site mutations caused any detectable non-mesodermal expression.

We cloned each of these wildtype and mutant enhancers—wildtype and Mef2 site mutant *Actin 57B* enhancer, and wildtype, bap site mutant, and triple mutant *β3Tub60D* enhancers—barcoded them, and spiked them into our enhancer library (see the “Methods” section; Additional file 1: Fig. S14; Additional file 3: Table S3). In parallel, we also created homozygous fly strains carrying reporter constructs for each of these five elements; embryos from each of these individual homozygous strains were harvested at developmental stages 11–12 for analysis of enhancer activity by imaging (Additional file 1: Fig. S15) to confirm the published effects of each mutation or by RT-qPCR.

Analysis of these control enhancers revealed high concordance of enhancer activity measured by QeFS from the spike-in constructs in *mef2*:CD2- cells (Fig. 2A,B) as a proxy for measurements from whole embryos, with that determined by RT-qPCR (Fig. 2C,D) from whole embryos from the homozygous strains. These reporter assay data of enhancer activity were consistent with imaging results of the activities of these enhancers [40, 41]. For example, the single Mef2 site mutation in the *Actin 57B* enhancer led to a significant decrease in enhancer activity by QeFS and of similar magnitude as that measured by RT-qPCR (*P* = 0.0007, Welch’s two-sample, one-tailed *t*-test). Similarly, the single Bap site mutation in the *β3Tub60D* enhancer led to a detectable decrease in enhancer activity by both QeFS (*P* = 0.0258) and RT-qPCR (*P* > 0.05), while the Bin+bap triple site mutant led to a significant decrease in enhancer activity by both QeFS and RT-qPCR versus both the wildtype enhancer (*P* < 0.0001, Conover-Iman post-hoc test with Benjamini-Hochberg correction) and the single mutant (*P* = 0.0001).

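The wildtype Act57B enhancer had an activity in mef2:CD2- cells of 5.11 ± 2.45 (SD, n = 20 observations of 4 tags), and the enhancer with the mutated Mef2 site had 1.60 ± 1.80 (SD, n = 20 observations of 4 tags). The fold change was 0.314 (adjusted p = 7.57e-07, permutation test), and the mutant was lower in 5 of the 6 collections. The means of the 4 mutant tags ranged from 0.140 to 2.69, a 19.2-fold spread, and all lay below the lowest mean of a wildtype tag, 3.18. With tag means as the units and their spread pooled over all constructs, an alternative chosen after the data were seen, the fold change moved most, to 0.144. That value is a ratio of means on the log scale, so that the other kind of mean may account for a part of the shift. Among the 23 alternatives, the adjusted p ranged from 6.65e-09 to 0.0286.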

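The wildtype β3Tub60D enhancer had an activity of 0.697 ± 0.398 (SD, n = 21 observations) in mef2:CD2- cells. In the 262 bases listed for it in Table S3, the Bap site mutant carries the substitutions A154G, G155A, T157A, C158T and A159C, counted from 1 at the first base listed. Its activity was 0.501 ± 0.340 (SD, n = 18), a fold change of 0.719 (adjusted p = 0.0883, permutation test). The Bap site mutant was lower in 5 of the 6 collections, by less than the spread between observations. With each of the 6 collections left out in turn, the fold change ranged from 0.580 to 0.791. The difference was still called without week 1 replicate 1 and was not called in the other 5 fits, and over all 23 alternatives the adjusted p ranged from 0.0143 to 0.886. The Bin and Bap triple site mutant, with 16 substitutions, had an activity of 0.0630 ± 0.0328 (SD, n = 15). This was 0.0905 of the wildtype activity (adjusted p = 5.39e-10, permutation test) and 0.126 of the activity of the single mutant (adjusted p = 8.67e-06, permutation test), and it was lower than both in 6 of 6 collections.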

**Fig. 2:**
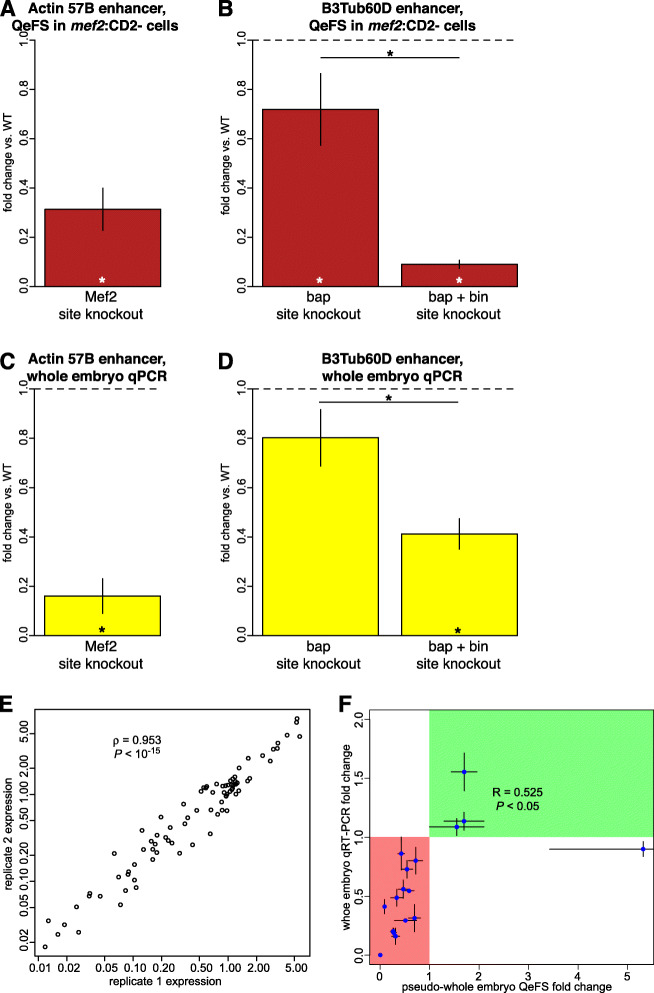
QeFS provides quantitative enhancer activity data consistent with RT-qPCR data. **A**, **B** QeFS measurements recapitulate the quantitative effects of previously published binding site knockouts in two different mesodermal enhancers. Asterisks within bars represent statistically significant differences (adjusted *P*-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) from wildtype enhancer activity; asterisks with horizontal lines indicate significant pairwise differences between mutant constructs. **C**, **D** Reporter gene expression measured by RT-qPCR from whole embryo RNA in biological triplicates is generally concordant with QeFS measurements. Significance assessed by paired-sample t-test of Cq values. **E** Reproducibility of QeFS data. QeFS expression levels from week 1 were highly correlated with those from week 2 for enhancers in the *mef2:*CD2- context (Spearman’s *ρ* = 0.95). **F** Validation of QeFS data. Effects of mutations on QeFS-measured expression levels of enhancers in *mef2:*CD2- cells were correlated with effects of the same mutations measured by whole embryo qRT-PCR in biological triplicates (Pearson’s *R* = 0.525). Green quadrant represents mutants for which both methods found increased expression; red quadrant highlights mutants for which both methods found decreased expression relative to wild type. Error bars in all panels show s.e.m. of measured fold change

To assess the reproducibility of QeFS, we compared the mean measured expression level (normalized by input abundance) across all tested elements between two independent collections of *mef2*:CD2- material. The reporter transcript levels between the two experiments were highly reproducible (Spearman’s ρ = 0.953, *P* < 10^−15^) (Fig. 2E). 

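Of the constructs, 82 passed the filters in both weeks of mef2:CD2- collections. Across these constructs, Spearman's ρ between the weekly mean activities was 0.953, and Pearson's r was 0.965 (permutation test, p = 1e-05 for both, the smallest that 100000 permutations can give). The constructs are not independent replicates, since they share flies and libraries. Without the 2 constructs farthest from the median of week 1, r was 0.973 and ρ was 0.950. The weekly means of 53 constructs lay within 1.5-fold of each other, and those of 10 constructs differed by more than 2-fold. The mean of week 2 exceeded that of week 1 by a median of 0.35 on the log2 scale (SD 0.53 over constructs). Leaving out week 2 replicate 2 moved the correlation most, to 0.933. From the correlation, the paper states that reporter transcript levels were highly reproducible between the experiments.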

We also compared the results of QeFS from *mef2*:CD2- cells to RT-qPCR measurement on whole embryos for 14 additional mutant constructs recovered at random or selected for replication (Fig. 2F). Fold change measurements vs. wild type were significantly correlated by both methods (Pearson's R = 0.525, *P* < 0.05) and concordant in 16/17 cases. Imaging of antibody-stained embryos for the one discordant case (Additional file 1: Fig. S16) confirmed that it is a false positive of QeFS; all other validations by imaging broadly supported the QeFS measurements (Additional file 1: Fig. S17, S18, S19, S20).

Altogether, these results demonstrate that QeFS enables highly accurate determination of the activities of *cis*-regulatory elements from a fixed, chromosomal context in *Drosophila*, allowing comparisons of the effects of TF binding site mutations on enhancer activity.

### Loss of Deaf1 or CG12236-PB sites causes context-dependent reduction in mesodermal enhancer activity

To determine the contribution of the Deaf1, ZIPIC, CG12236-PB, and Schlank DNA binding site motifs to each enhancer’s activity in each of two different tissue types (whole mesoderm, FCMs), we compared the normalized RNA-Seq level of each mutant enhancer to that of the corresponding wildtype enhancer in each tissue. We then inspected the resulting QeFS fold change values for trends in motif activity across the analyzed panel of enhancers (Fig. 3; Additional file 4: Table S4). We observed that loss of Deaf1 sites led to decreased enhancer activity in whole mesoderm when it had any reliably detectable effect, with significant reduction in 3/9 enhancers (Fig. 4A; Additional file 1: Fig. S21, S22, S23, S24, S25, S26, S27, S28, S29), suggesting that Deaf1 generally acts as an activator in mesodermal cells at stages 11–12. 

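Of the 67 mutants that could be compared with their wildtype enhancer in twi:CD2+ cells, 18 were called different, 15 with lower and 3 with higher activity. With read counts in place of UMI counts, 22 were called, 20 lower and 2 higher. Over 17 alternatives, the count ranged from 2 with tag means to 24 with the t distribution of the Conover-Iman test. Of the 9 Deaf1 site mutants among the 67, 7 had a mean below the wildtype mean, the fold changes ranged from 0.185 to 1.51, and 2 were called lower. These were the mutant of ChIPCRM2847 and CBP2862-D, with an activity of 0.186 ± 0.238 (SD, n = 9 observations) against 1.01 ± 0.564 (SD, n = 4). CBP2862-D was lower in 3 of 3 collections (adjusted p = 0.0131, exact permutation test). ChIPCRM5432-D had an activity of 3.23 ± 1.66 (SD, n = 9) against 7.90 ± 8.11 (SD, n = 7) and was also lower in 3 of 3 collections, a fold change of 0.409 that rose to 0.682 without replicate 1 and to 0.660 without 1 tag, but its adjusted p of 0.105 (exact permutation test, 0.0377 before adjustment) was above the threshold. A single wildtype observation of 26.0, from a tag with 72 DNA UMIs, lay above the others, which ranged from 1.95 to 6.72. ChIPCRM5432-D was called lower under 8 of the 15 alternatives, among them the fit with the replicate as a block, and its adjusted p ranged from 0.0147 to 0.571 over all of them. The remaining Deaf1 site mutants had adjusted p-values from 0.388 to 0.951. Without twi:CD2+ replicate 1, 1 of 8 Deaf1 site mutants was called lower, and likewise without replicate 2. CBP2862-D could not be tested in these fits, since its wildtype enhancer fell below 4 observations. From the reductions in activity, the paper proposes that Deaf1 generally acts as an activator in mesodermal cells.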

Notably, different enhancers were differentially sensitive to Deaf1 binding site mutations. Five of the 12 enhancers were sensitive to mutation of Deaf1 sites in at least one cell type. For example, Deaf1 site mutation within the ChIPCRM2847 enhancer led to a significant decrease in activity in whole mesoderm (*P* < 0.0001) (Fig. 4A) and in non-FCM cells (*P* < 0.0001) (Fig. 3), which approximate whole embryo as described above. 

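Deaf1 site mutants of 10 enhancers were measured in at least 1 population, and those of 6 enhancers were called lower in at least 1 of them. All 6 were called lower in mef2:CD2- cells. Besides the mutants of ChIPCRM2847 and ChIPCRM2497, these were CBP2862-D, with 0.126 of the wildtype activity (adjusted p = 6.40e-05), ChIPCRM5432-D with 0.586 (adjusted p = 0.0265), ChIPCRM2613-D with 0.731 (adjusted p = 0.0400) and ChIPCRM2000-D with 0.335 (adjusted p = 0.0586; permutation tests). CBP2862-D was lower in each of the 5 collections that allowed the comparison. ChIPCRM5432-D and ChIPCRM2613-D were lower in 6 of 6 collections. ChIPCRM2000-D, which was measured with 1 tag, was lower in 4 of 6 collections. With a minimum of 20 DNA UMIs, the fold change of ChIPCRM5432-D was 0.977 and the mutant was no longer called. It was also not called in either week alone or without week 2 replicate 1. Over the 20 alternatives, its fold change ranged from 0.166 to 0.977 and its adjusted p from 0.00394 to 0.624. With tag means and pooled spread, an alternative chosen after the data were seen, ChIPCRM2847-D and CBP2862-D stayed called in mef2:CD2- cells. Their adjusted p-values were 0.0199 and 0.00432 (permutation tests). ChIPCRM2497-D, ChIPCRM5432-D, ChIPCRM2613-D and ChIPCRM2000-D were not called, with 0.936, 0.624, 0.794 and 0.281, respectively.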

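ChIPCRM2847-D had an activity in twi:CD2+ cells of 0.0412 ± 0.0241 (SD, n = 9 observations) against 0.221 ± 0.165 (SD, n = 9) for the wildtype enhancer, a fold change of 0.187 (adjusted p = 4.32e-04, exact permutation test). It was lower in 3 of 3 collections, and the difference exceeded the spread between observations. The activities in mef2:CD2- cells were 0.0538 ± 0.0394 (SD, n = 18) and 0.206 ± 0.0915 (SD, n = 11), a fold change of 0.261 (adjusted p = 9.10e-06, permutation test), with the mutant lower in 6 of 6 collections.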

In other cases, the effect was tissue-specific; for example, Deaf1 site mutation in ChIPCRM2497 resulted in loss of enhancer activity only in non-FCM cells (*P* = 0.0079). 

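ChIPCRM2497-D had an activity of 0.958 ± 0.236 (SD, n = 24 observations) in mef2:CD2- cells against 1.30 ± 0.323 (SD, n = 12) for the wildtype enhancer, a fold change of 0.736 (adjusted p = 0.00396, permutation test), and it was lower in 6 of 6 collections. With tag means as the units and pooled spread, an alternative chosen after the data were seen, the difference was not called, nor in week 2 alone. The call was kept in 5 of the 6 fits that left out 1 tag of either construct, with a fold change of up to 0.819. Over the 20 alternatives, the adjusted p ranged from 0.00141 to 0.936. The activities in twi:CD2+ cells were 1.35 ± 0.647 (SD, n = 12) and 1.38 ± 0.301 (SD, n = 6). The mutant was lower in 1 of 3 collections, a fold change of 0.979 (adjusted p = 0.546, exact permutation test) that turned to 1.08 without replicate 1. The difference between the populations was tested on the log2 fold change of each collection. It was 0.43 higher in the 3 collections of twi:CD2+ cells than in the 6 of mef2:CD2- cells (exact permutation test, two-sided, p = 0.0476, where the smallest possible p is 0.0238). Adjusted over the 66 mutants measured in both populations, the p was 0.786. No single mutant could pass this adjustment on its own with so few collections, so that the adjusted p does not decide the question.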

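ChIPCRM5857-D had an activity in twi:CD2+ cells of 0.0523 ± 0.0477 (SD, n = 7 observations) against 0.0366 ± 0.0282 (SD, n = 9) for its wildtype enhancer, a fold change of 1.43 (adjusted p = 0.951, exact permutation test). It was higher in 2 of 3 collections, and the fold change fell below 1, to 0.869, without replicate 2 and was 2.19 without replicate 1. CG7759_33-D had an activity of 0.572 ± 0.544 (SD, n = 9) against 0.379 ± 0.420 (SD, n = 12), a fold change of 1.51 (adjusted p = 0.388, exact permutation test), and was higher in 2 of 3 collections. Both differences were smaller than the spread between observations.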

In two enhancers (ChIPCRM5857 and CG7759_33), Deaf1 site mutations led to a measurable, but not statistically significant, increase in enhancer activity in whole mesoderm (Fig. 4A). This variability in response level and direction is consistent with a prior analysis of Deaf1 activity at a single promoter region, in which single site knockouts led to variable effects on reporter expression, with the strongest effect being loss of activity following site mutation [42], as we observed here. Interestingly, in whole mesoderm, there was a correlation (Spearman’s *ρ* = − 0.692, *P* < 0.05) between the number of sites mutated in a given enhancer and the overall reduction in enhancer activity, suggesting that homotypic clustering of Deaf1 binding sites within an enhancer contributes to larger increases in mesodermal enhancer activity (Fig. 4B).

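The number of mutated Deaf1 sites, read from Fig. 4, ranged from 4 in ChIPCRM2497 to 10 in hth_3, the latter with a fold change of 0.478 in twi:CD2+ cells. Across the 9 enhancers, Spearman's ρ between the number of sites and the fold change was −0.692 (exact permutation test, p = 0.0451), and Pearson's r was −0.654 (exact permutation test, p = 0.0611). Adjusted over 4 correlations, of both kinds in both populations, each of these p-values was 0.122. Without hth_3 and CBP2862, the enhancers farthest from the median number of sites, ρ was −0.716 (p = 0.0794) and r was −0.617 (p = 0.141, exact permutation tests with n = 7), so that the p was above 0.05 without them. In mef2:CD2- cells, ρ was −0.447 (exact permutation test, p = 0.229), the alternative that moved it most. Without the same 2 enhancers, ρ there was −0.716 (p = 0.0794) and r was −0.591 (p = 0.160, exact permutation tests with n = 7). With each collection of twi:CD2+ cells left out in turn, which left 8 enhancers without CBP2862, ρ ranged from −0.740 to −0.558. Its p was above 0.05 in 2 of the 3 fits, among them the fit without replicate 1, where ρ was −0.715 (p = 0.0548, exact permutation test). From the correlation, the paper proposes that homotypic clustering of Deaf1 sites contributes to larger increases in mesodermal enhancer activity.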

**Fig. 3:**
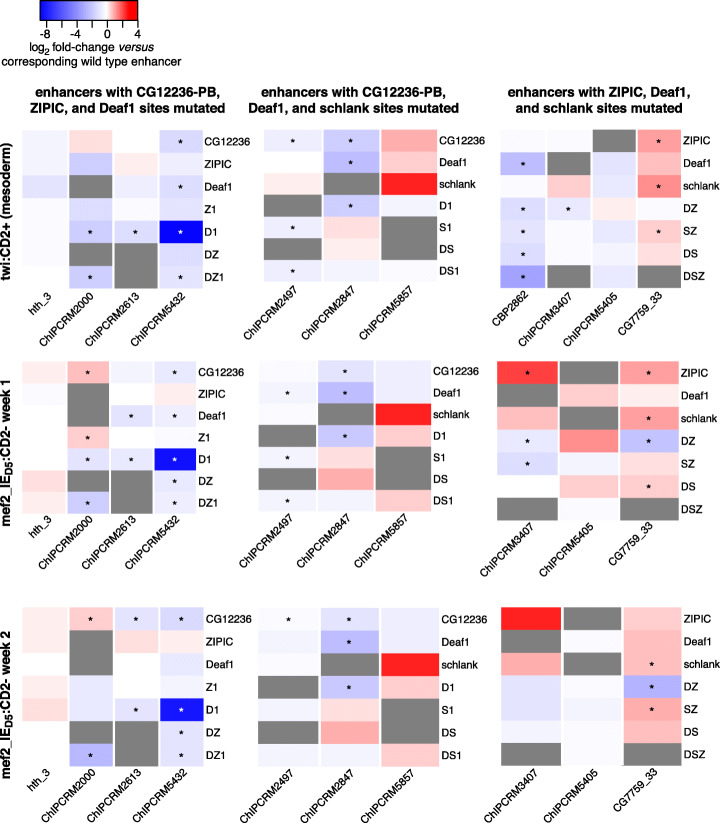
Fold change of mutant enhancer activity relative to wildtype in separate experiments. Fold change for each enhancer construct relative to wildtype is indicated by the heatmap color for each mutant construct and each enhancer. Red indicates increased enhancer activity caused by site mutations and blue indicates decreased activity. Gray boxes represent measurements which did not pass quality control filters. “D1” is the Deaf1 and CG12236-PB combinatorial mutant, “SZ” is the Schlank and ZIPIC combinatorial mutant, etc., while enhancer context is indicated at the bottom of each heatmap. Significant differences from wildtype (FDR < 0.1, Conover-Iman test with Benjamini-Hochberg correction for multiple hypothesis testing) are indicated with an asterisk. Enhancers are grouped by column according to the three motifs mutated within each allelic series; each row represents results from a separate population of parental flies and triplicate FACS collections. ChIPCRM5792-WT was not reliably detected, so that fold change measurements cannot be displayed for this enhancer

**Fig. 4:**
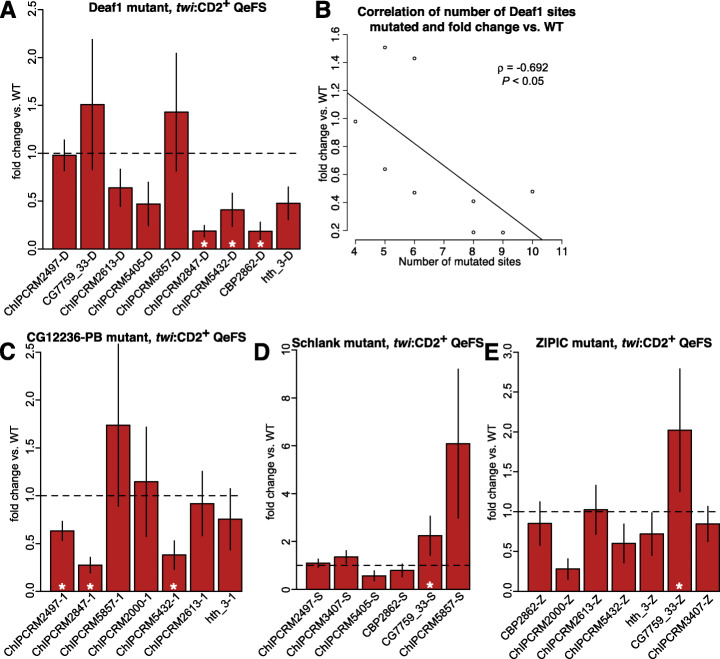
Mutation of Deaf1, Schlank, CG12236-PB, or ZIPIC binding sites affects enhancer activity in mesodermal cells. **A** Loss of enhancer activity due to Deaf1 site mutations in 3/9 mesodermal enhancers. Enhancers are ordered by increasing number of Deaf1 sites mutated. **B** Reduction in enhancer activity is correlated (Spearman's rho = − 0.69, *P* = 0.039) with the number of mutated sites in a given enhancer. **C** Loss of enhancer activity due to CG12236-PB site mutations in 3/7 mesodermal enhancers. **D** Schlank site mutations in CG7759_33 led to significantly increased enhancer activity. **E** ZIPIC site mutation in CG7759_33 led to significantly increased enhancer activity. Asterisks and error bars are as in Fig. 2 Binding site abbreviations are as shown in Fig. 1

Mutation of CG12236-PB sites also tended to reduce enhancer activity, with 3/7 tested enhancers showing significant reduction in whole mesoderm (Fig. 4C; Additional file 1: Fig. S21, S23, S25, S26, S27, S29, S30). For example, ChIPCRM2847 activity in mesodermal cells decreased upon mutation of CG12236-PB sites (*P* < 0.0001). 

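The CG12236-PB site mutants of 7 enhancers were measured in twi:CD2+ cells, and 3 were called lower. ChIPCRM2847-1 had an activity of 0.0608 ± 0.0292 (SD, n = 9 observations), which was 0.275 of the wildtype activity (adjusted p = 4.32e-04, exact permutation test), and was lower in 3 of 3 collections. ChIPCRM2497-1 had 0.873 ± 0.283 (SD, n = 6), a fold change of 0.632 (adjusted p = 0.0534, exact permutation test), and was lower in 3 of 3 collections. It was not called in any of the 3 fits that each left out 1 collection, where the adjusted p ranged from 0.122 to 0.531. ChIPCRM5432-1 had 3.01 ± 0.284 (SD, n = 6), a fold change of 0.380 (adjusted p = 0.0632, exact permutation test), and was lower in 2 of 3 collections. With read counts in place of UMI counts, its fold change was 0.712 and it was not called. Nor was it called with a minimum of 200 DNA UMIs, with UMI counts corrected for collisions, without replicate 2, or without replicate 1, where the fold change was 0.667. With tag means and pooled spread, an alternative chosen after the data were seen, neither ChIPCRM2497-1 nor ChIPCRM5432-1 was called. The call of ChIPCRM5432-1 was kept in 1 of the 3 fits that left out a tag of the mutant or its wildtype enhancer. Over 15 alternatives, its adjusted p ranged from 0.0148 to 0.646. The other 4 mutants had fold changes from 0.755 to 1.74. Of 7 CG12236-PB site mutants measured in mef2:CD2- cells, 5 were called, 4 lower and 1 higher.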

To our knowledge, a functional activity for CG12236-PB had not been demonstrated previously. Our data suggest that CG12236-PB is a novel, sequence-specific transcriptional activator in embryonic mesoderm development.

### Effects of loss of ZIPIC or Schlank binding sites are highly context-dependent

In contrast to reductions in enhancer activity due to Deaf1 or CG12236-PB binding site mutation, the QeFS data revealed few consistent changes in enhancer activity resulting from mutation of ZIPIC or Schlank binding sites alone. 

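In twi:CD2+ cells, 1 of 6 Schlank site mutants and 1 of 7 ZIPIC site mutants were called different from their wildtype enhancer, both with higher activity. The fold changes of the Schlank site mutants ranged from 0.565 to 6.09, and those of the ZIPIC site mutants from 0.281 to 2.02. ChIPCRM5857-S, with the fold change of 6.09, was not called (adjusted p = 0.332, exact permutation test, n = 9 observations in both groups). The means of its tags differed 23.5-fold. In an alternative chosen after the data were seen, which tests tag means against residuals pooled over all constructs, ChIPCRM5857-S was called higher and was the 1 Schlank site mutant called, since CG7759_33-S was not. Of the mutants measured in mef2:CD2- cells, 3 of 6 Schlank site mutants were called, 1 lower and 2 higher, and 2 of 7 ZIPIC site mutants were called higher.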

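CG7759_33-S had an activity of 0.850 ± 0.363 (SD, n = 6 observations of 2 tags) in twi:CD2+ cells, which was 2.24 times the wildtype activity (adjusted p = 0.0102, exact permutation test). The mutant was higher in 3 of 3 collections. It was no longer called without replicate 1, without replicate 2 or with tag means and pooled spread, an alternative chosen after the data were seen, and over 15 alternatives the adjusted p ranged from 0.00210 to 0.215. Its activity in mef2:CD2- cells was 0.980 ± 0.163 (SD, n = 12), a fold change of 1.74 (adjusted p = 1.72e-05, permutation test), and it was higher in 6 of 6 collections.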

We found that Schlank binding site mutations in CG7759_33 led to a significant increase in enhancer activity in whole mesoderm (*P* = 0.0048) (Fig. 4D; Additional file 1: Fig. S21, S22, S24, S25, S28, S31), consistent with a prior report that Schlank contributes to transcriptional repression of the *Drosophila* gene *lip3* [36]. A significant increase in enhancer activity was also observed for ZIPIC mutations in CG7759_33 in mesodermal cells (*P* = 0.0099) (Fig. 4E; Additional file 1: Fig. S22, S23, S27, S28, S29, S30, S31) and in ChIPCRM3407 in non-FCM cells (*P* = 0.0087) (Fig. 3). 

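CG7759_33-Z had an activity in twi:CD2+ cells of 0.766 ± 0.388 (SD, n = 6 observations of 2 tags) and a fold change of 2.02 (adjusted p = 0.0288, exact permutation test). It was higher in 2 of 3 collections, and it was not called without replicate 1, where the fold change was 1.42, or without replicate 2. Without replicate 3, the fold change was 3.30. With tag means and pooled spread, an alternative chosen after the data were seen, CG7759_33-Z was not called either. Over 15 alternatives, its adjusted p ranged from 0.00210 to 0.279. ChIPCRM3407-Z had an activity in mef2:CD2- cells of 1.04 ± 1.08 (SD, n = 12) against 0.195 ± 0.152 (SD, n = 17) for its wildtype enhancer, a fold change of 5.31 (adjusted p = 0.0538, permutation test), and was higher in 6 of 6 collections. Its activity came from 2 tags that differed: the mean of 1 tag was 9.73 times the wildtype mean, and the mean of the other was 0.894 times the wildtype mean, so that the direction changes when the first is left out. The difference was not called without week 1 replicate 3 or in week 2 alone, and over 20 alternatives the adjusted p ranged from 0.00554 to 0.851. The paper calls 1 case of disagreement between QeFS and RT-qPCR a false positive of QeFS, after imaging of the ChIPCRM3407 series. Its text does not name the mutant.

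**Figure D1:**
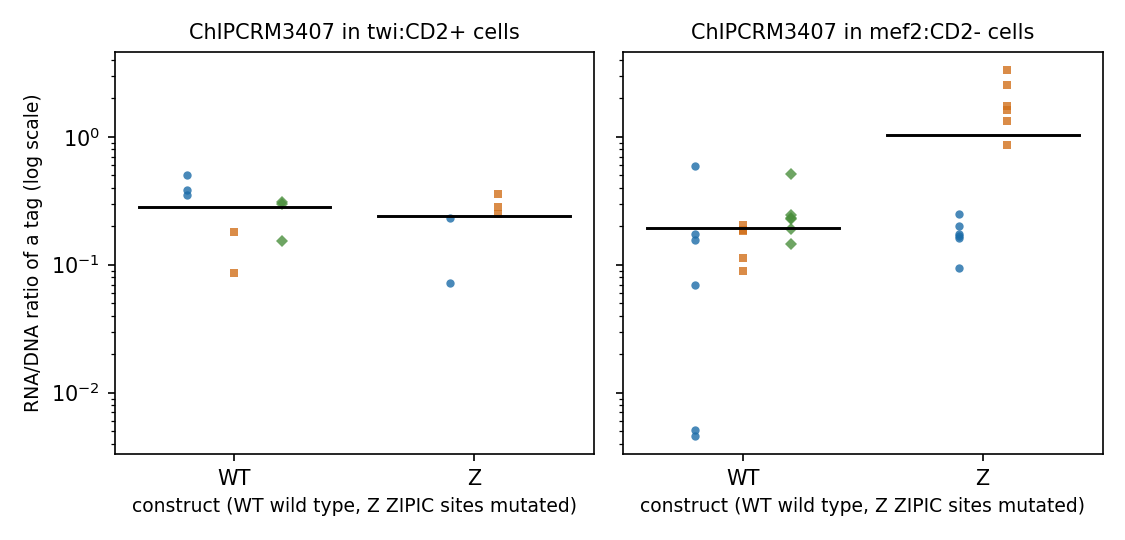
Ratio of RNA to DNA share (log axis) for each tag of ChIPCRM3407 and ChIPCRM3407-Z in each collection, with the tags of a construct told apart by colour and marker and black lines at the mean of all observations. In mef2:CD2- cells, the 6 observations of 1 mutant tag lie above all wildtype observations, and those of the other tag lie among them.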

Where changes in expression are detected upon mutation of ZIPIC sites alone, they do not appear to reflect changes in the timing or pattern of expression (Additional file 1: Fig. S16, S19), suggesting an effect on the per-cell expression level.

### QeFS reveals epistatic interactions among sites within enhancers

Bolstered by the ability of QeFS to determine the effects of mutations of an individual TF’s binding sites within enhancers, we next analyzed the QeFS data for evidence of potential regulatory dependencies (also known as genetic interactions, or epistatic interactions) among motifs within the enhancers. Briefly, we examined our data for “synergistic” genetic interactions, where mutation of two motifs results in a greater change in reporter gene expression than is predicted from the product of the changes observed upon mutation of sites of the individual motifs [43], and for “alleviating” (also termed “antagonistic”) genetic interactions, where mutation of two motifs results in a less severe change in reporter gene expression than is predicted from the product of the changes observed upon mutation of sites of the individual motifs [44]. Among our panel of combinations of motif mutations across these 12 mesodermal enhancers, we observed cases of both synergistic and alleviating genetic interactions. Notably, all of the epistatic interactions that we observed between motifs were dependent on the enhancer context.

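Interactions were estimated, as in the paper's methods, from a linear model of the log2 activity of the wildtype, both single mutants and the double mutant, in which the interaction is the log2 ratio of the double mutant to the product of the single effects. The p-values came from 100000 permutations of the residuals, with Benjamini-Hochberg adjustment within a population. In twi:CD2+ cells, 5 of 20 motif pairs had an adjusted p under 0.1, 2 with a positive and 3 with a negative interaction. There were 8 of 24 in mef2:CD2- cells, 4 in each direction, and 5 pairs passed in both populations. With tags as the units in place of observations, the count moved most, to 1 in twi:CD2+ cells and 3 in mef2:CD2- cells. It was 2 in twi:CD2+ cells without replicate 1. The combination of Deaf1 and CG12236-PB site mutations was measured in 5 enhancers in twi:CD2+ cells, where the interaction ranged from −6.73 in ChIPCRM5432 to 2.56 in ChIPCRM2847 on the log2 scale.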

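The ChIPCRM5432 series holds constructs with the Deaf1, CG12236-PB or ZIPIC sites mutated, and with each combination of these. The double mutant ChIPCRM5432-D1 had an activity in twi:CD2+ cells of 0.0181 ± 0.0159 (SD, n = 9 observations of 3 tags), which was 0.00229 of the wildtype activity (adjusted p = 4.90e-04, exact permutation test). Without replicate 1, which holds a single wildtype observation of 26.0 from a tag with 72 DNA UMIs, it was 0.00450, and without replicate 3 it was 0.00145. The double mutant was also lower than ChIPCRM5432-D (adjusted p = 2.88e-04) and than ChIPCRM5432-1 (adjusted p = 7.99e-04, exact permutation tests with n = 9 and n = 6), in 3 of 3 collections each. For the mean activities, the product of the single effects predicts 0.155 of the wildtype activity, 67.9-fold more than was measured. With each collection left out in turn, the prediction was 0.455, 0.112 and 0.114, which is 101-fold, 50.0-fold and 78.6-fold more than was measured in these fits. The interaction had a standard error of 0.65 over 31 observations (permutation test, p = 1e-05, the smallest that 100000 permutations can give). Read counts in place of UMI counts moved it most, to −8.18. The interaction in mef2:CD2- cells was −6.60, and the mean activity of the double mutant there lay 74.9-fold below the multiplicative expectation for the mean activities.

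**Figure D2:**
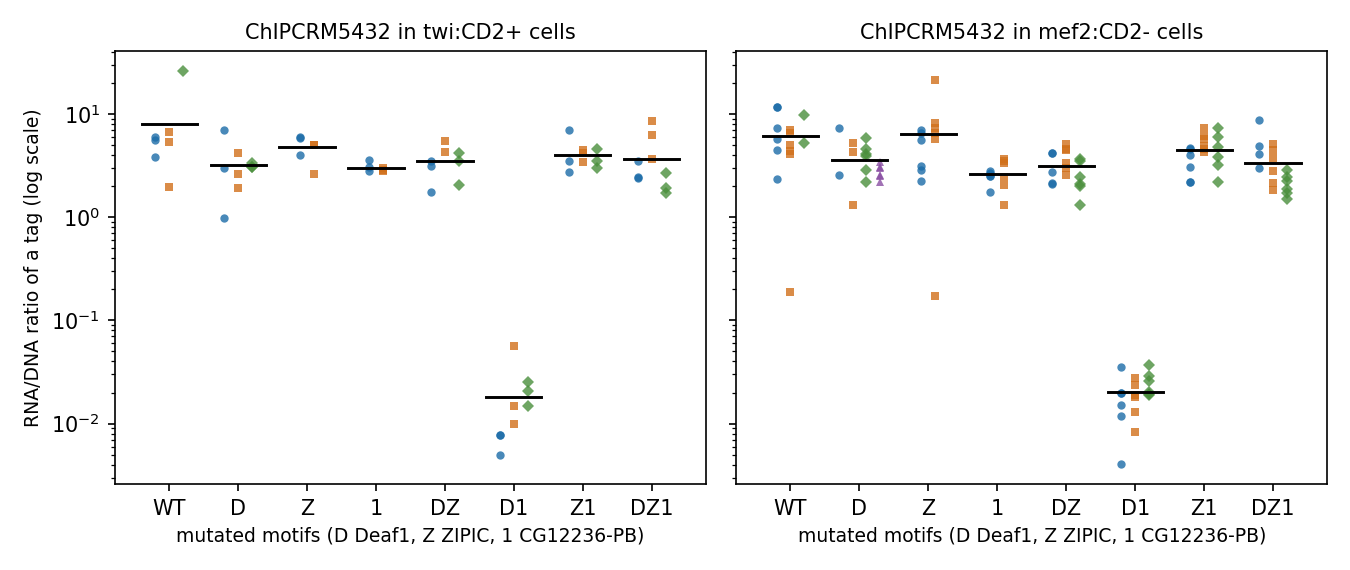
Ratio of RNA to DNA share (log axis) for each tag of the ChIPCRM5432 constructs in each collection, by the motifs mutated, with the tags of a construct told apart by colour and marker and black lines at the mean. The observations of the double mutant D1 lie below those of all other constructs in both populations.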

In *twi*:CD2+ cells, where mutation of the 8 Deaf1 sites or of a single CG12236-PB site in the ChIPCRM5432 enhancer both led to a significant decrease in expression relative to the wildtype enhancer (*P* = 0.0147 or 0.0148, respectively) (Fig. 5A, Additional file 1: Fig. S27), mutation of both the Deaf1 and CG12236-PB sites resulted in a synergistic reduction in enhancer activity (*P* < 10^−15^). Like the effects of ZIPIC mutations described above, this epistasis appears to occur uniformly in all the cells in which this enhancer drives expression (Additional file 1: Fig. S18). We examined the other enhancers in which Deaf1 and CG12236-PB sites were mutated (Fig. 3) to see if this synergy was observed in other contexts. As QeFS data were not available for ChIPCRM2000-D, we generated transformant lines and observed synergistic effects between these two motifs in ChIPCRM2000 by whole-embryo qRT-PCR (Fig. 5B) and by imaging of stained embryos (Additional file 1: Fig. S17); mutating a single CG12236-PB site in this enhancer caused a significant reduction of activity (*P* = 0.0382) in the context of Deaf1 site knockouts but not on its own. In contrast, mutation of either Deaf1 or CG12236-PB sites in ChIPCRM2847 reduced its enhancer activity in mesodermal cells by over 70% (*P* < 0.0001), but mutation of sites for both motifs in that enhancer had no greater effect than mutation of sites for either factor alone (*P* > 0.2, Kruskal-Wallis rank sum test with Benjamini-Hochberg correction for multiple hypothesis testing) (Fig. 5C, Additional file 1: Fig. S26), suggesting that the regulatory outputs of CG12236-PB and Deaf1 for this enhancer are dependent on each other. These results demonstrate a range of context-dependent interactions between Deaf1 and CG12236-PB sites in mesodermal enhancers.

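ChIPCRM2847-D1, with Deaf1 and CG12236-PB sites mutated, had an activity of 0.0643 ± 0.0555 (SD, n = 6 observations of 2 tags) in twi:CD2+ cells, a fold change of 0.291 against wildtype (adjusted p = 0.00367, exact permutation test). Its activity was 1.56 times that of ChIPCRM2847-D (adjusted p = 0.548) and 1.06 times that of ChIPCRM2847-1 (adjusted p = 0.981, exact permutation tests with n = 6 and n = 9). Neither difference exceeded the spread between observations, and without replicate 2 both ratios fell below 1, to 0.961 and 0.670. The interaction of 2.56 (standard error 0.76, permutation test, p = 9.80e-04) lies 5.67-fold above the multiplicative expectation for the mean activities. With tags absent from the RNA library counted, it was 1.55 and its p rose to 0.175, the highest of the alternatives, where the lowest was 4.20e-04. From the lack of a further reduction, the paper proposes that the regulatory outputs of CG12236-PB and Deaf1 depend on each other in this enhancer.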

**Fig. 5:**
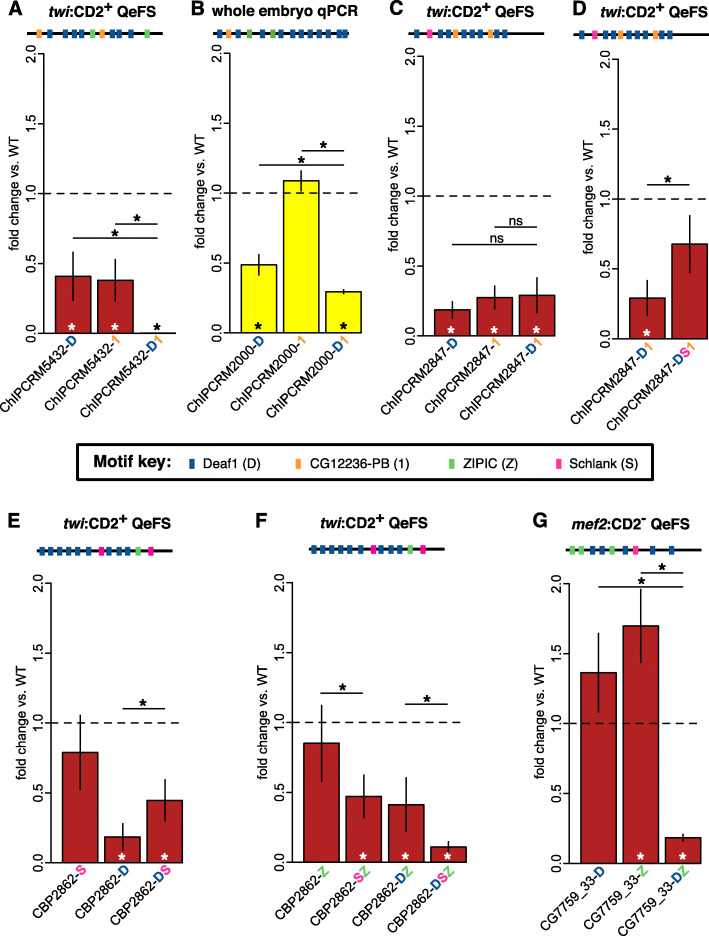
Effects of combinatorial motif mutations on enhancer activity. **A** Mutating Deaf1 and CG12236-PB sites together in the ChIPCRM5432 enhancer reduces activity more than predicted under a multiplicative model. **B** A similar epistatic interaction between these two classes of binding site is observed by whole embryo RT-qPCR in the ChIPCRM2000 enhancer. **C** Mutating Deaf1 and CG12236-PB sites together in the ChIPCRM2847 enhancer causes no additional reduction in activity as compared to mutating either class of site alone. **D** Schlank site mutation reduces the effect of mutating Deaf1 and CG12236-PB sites in this enhancer. **E** Mutating Schlank sites in the CBP2862 enhancer increases expression in the context of Deaf1 site mutations but not in the wild type enhancer. **F** Mutating Schlank sites decreases expression from the CBP2862 enhancer when the single ZIPIC site is also mutated. **G** Mutating Deaf1 and ZIPIC sites in the CG7759_33 enhancer reduces its activity, although neither class of site mutation reduces its activity alone. Asterisks and error bars are as in Figs. 2 and 3; binding site abbreviations are as in Fig. 1

The reduction of ChIPCRM2847 enhancer activity resulting from mutation of Deaf1 and/or CG12236-PB sites was significantly abated (*P* < 0.002) when they were mutated in combination with mutation of a Schlank site (Fig. 5D, Additional file 1: Fig. S26). This result is consistent with Schlank acting primarily as a transcriptional repressor in the mesoderm, as we observed above for the CG7759_33 enhancer. 

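In twi:CD2+ cells, ChIPCRM2847-DS had an activity of 0.233 ± 0.149 (SD, n = 6 observations), 5.66 times that of the Deaf1 site mutant (adjusted p = 0.00120, exact permutation test). ChIPCRM2847-S1 had 0.252 ± 0.218 (SD, n = 9), 4.15 times that of the CG12236-PB site mutant (adjusted p = 8.39e-04, exact permutation test). The triple mutant ChIPCRM2847-DS1 had 0.149 ± 0.0621 (SD, n = 6), 2.33 times that of ChIPCRM2847-D1 (adjusted p = 0.0417, exact permutation test), a ratio that ranged from 1.95 without replicate 1 to 3.68 without replicate 2. All 3 constructs with the Schlank site mutated were higher than their counterparts in 3 of 3 collections. The last of these differences was not called with a minimum of 200 DNA UMIs or with read counts in place of UMI counts, nor without replicate 1 or without replicate 3, and over 13 alternatives its adjusted p ranged from 0.00143 to 0.25. The same ratios in mef2:CD2- cells were 4.99, 3.34 and 2.52, respectively, in 6 of 6 collections each.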

Unlike other mutations for which we generated imaging data, the mutation of a Schlank site in this context appears to have somewhat cell type-specific effects, rescuing expression in only a small subset of the cells in which the wild type enhancer is active (Additional file 1: Fig. S20).

In addition to pairwise epistatic effects, we also observed higher-order interactions (Additional file 4: Table S4), such as in the case of the CBP2862 mutation series. For example, we observed an alleviating epistatic interaction (*P* = 0.017) between Schlank and Deaf1 site mutations. 

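The interaction of Deaf1 and Schlank site mutations in CBP2862 was 2.33 on the log2 scale in twi:CD2+ cells (standard error 0.91 over 30 observations, permutation test, p = 0.0137). By mean activities, which weigh high observations more than the log2 scale does, the double mutant had 3.05 times the activity that the product of the single effects predicts. Adjusted over the 20 motif pairs, the p was 0.0550. With tags as the units, the interaction was 2.15 and its p was 0.0852, the highest of the alternatives, where the lowest was 0.00192. The corresponding value in mef2:CD2- cells was 1.48 (permutation test, p = 0.00135).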

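CBP2862-S had an activity in twi:CD2+ cells of 0.793 ± 0.440 (SD, n = 9 observations), 0.789 of the wildtype activity (adjusted p = 0.653, exact permutation test), and was lower in 2 of 3 collections. CBP2862-DS had an activity of 0.448 ± 0.228 (SD, n = 8), 2.41 times that of CBP2862-D (adjusted p = 0.0198, exact permutation test), and was higher in 3 of 3 collections. This difference was not called without replicate 3, and over 15 alternatives the adjusted p ranged from 8.70e-04 to 0.156. The wildtype activity rests on 2 tags, 1 of them seen in a single collection.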

Even though mutation of Schlank sites on their own did not increase activity of the enhancer CBP2862, Schlank site mutations partially rescued (*P* = 0.0062) the diminished enhancer activity (*P* = 0.0001) that arose from Deaf1 site mutations in the CBP2862 enhancer (Fig. 5E, Additional file 1: Fig. S28). In contrast, when the single ZIPIC site was also mutated in this enhancer, mutation of Schlank sites decreased enhancer activity (Fig. 5F, Additional file 1: Fig. S28). The Schlank+ZIPIC double site knockout element drove significantly lower expression than did the ZIPIC alone knockout (*P* = 0.029), and the Deaf1+Schlank+ZIPIC triple site knockout also showed significantly reduced activity relative to the Deaf1+ZIPIC double knockout (*P* = 0.0169). These results demonstrate an example of “sign epistasis,” where the effect of mutating a motif on its own was in the opposite direction of the effect when it was mutated together with another motif, here suggesting that in the context of ZIPIC site mutations, Schlank can act as an activator. Such context-dependent activity of Schlank may be due to altered protein-protein interactions induced by the presence of ZIPIC. 

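CBP2862-SZ had an activity of 0.474 ± 0.233 (SD, n = 9 observations) in twi:CD2+ cells against 0.855 ± 0.434 (SD, n = 11) for CBP2862-Z, a ratio of 0.554 (adjusted p = 0.0685, exact permutation test), and was lower in 3 of 3 collections. This difference was not called without replicate 2, without replicate 3 or with tag means and pooled spread, an alternative chosen after the data were seen, and the call was kept in 2 of the 7 fits that left out 1 tag. Over these 7 fits the adjusted p ranged from 0.00907 to 0.275. Over 15 alternatives, which hold only the tag fits with the lowest and the highest ratio, it ranged from 0.0290 to 0.378. The ratio in mef2:CD2- cells was 0.566, which was not called (adjusted p = 0.345, permutation test, lower in 6 of 6 collections). CBP2862-DSZ had an activity of 0.110 ± 0.0701 (SD, n = 9) against 0.414 ± 0.349 (SD, n = 5) for CBP2862-DZ, a ratio of 0.266 (adjusted p = 0.0131, exact permutation test), and was also lower in 3 of 3 collections. It was among the constructs farthest below their wildtype enhancer, with a fold change of 0.109 (adjusted p = 0.00653, exact permutation test). In mef2:CD2- cells, the ratio of CBP2862-DSZ to CBP2862-DZ was 0.194 (adjusted p = 1.8e-06, permutation test, lower in 6 of 6 collections). With Deaf1 sites intact, the interaction of Schlank and ZIPIC site mutations was −0.16 on the log2 scale, smaller than its standard error of 0.81 (permutation test, p = 0.848). With 1 tag left out, its sign changed, to 0.31. With Deaf1 sites mutated, this interaction was not tested. There, in twi:CD2+ cells, CBP2862-DS had 2.41 times the activity of CBP2862-D, while CBP2862-DSZ had 0.266 of that of CBP2862-DZ. From the opposite effects of the Schlank site mutations, the paper proposes that Schlank can act as an activator where ZIPIC sites are mutated.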

Context-dependent activity of a TF as either an activator or a repressor has been observed previously in *Drosophila* [45].

Finally, we also observed sign epistasis between Deaf1 and ZIPIC motifs. Mutation of ZIPIC sites alone in the CG7759_33 enhancer resulted in increased expression in non-FCM cells (*P* = 0.0005), while mutation of Deaf1 sites in CG7759_33 did not exert a statistically significant effect. Mutating Deaf1 and ZIPIC sites in combination, however, resulted in strongly reduced enhancer activity (*P* < 0.0001) (Fig. 5G, Additional file 1: Fig. S32).

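The wildtype CG7759_33 enhancer had an activity in mef2:CD2- cells of 0.562 ± 0.224 (SD, n = 24 observations of 4 tags). CG7759_33-Z had 0.954 ± 0.396 (SD, n = 10), 69.8% above the wildtype activity (adjusted p = 0.00331, permutation test), and was higher in 5 of 6 collections. It was not called with a minimum of 200 DNA UMIs, in week 2 alone or with tag means and pooled spread, an alternative chosen after the data were seen, and over 20 alternatives the adjusted p ranged from 4.95e-04 to 0.406. CG7759_33-D had 0.766 ± 0.582 (SD, n = 16), a fold change of 1.36 (adjusted p = 0.269, permutation test), which turned to 0.918 when 1 of its tags was left out. In 2 of the 7 fits that left out 1 tag, the mutant was called higher, with a fold change of up to 1.61. CG7759_33-DZ had 0.103 ± 0.0487 (SD, n = 18), a fold change of 0.184 (adjusted p = 3.36e-08, permutation test), and was lower in 6 of 6 collections. The interaction was −3.53 (standard error 0.35, permutation test, p = 1e-05, the smallest possible with 100000 permutations), 12.6-fold below the multiplicative expectation for the mean activities. Among the alternatives, it ranged from −3.81 to −2.99. The same interaction in twi:CD2+ cells was −2.33 (permutation test, p = 0.00679), while CG7759_33-DZ had 0.824 of the wildtype activity, from 3 tags with means between 0.174 and 1.79 times the wildtype mean. From the increase in the ZIPIC site mutant and the reduction in the double mutant, the paper states that Deaf1 and ZIPIC motifs show sign epistasis.

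**Figure D3:**
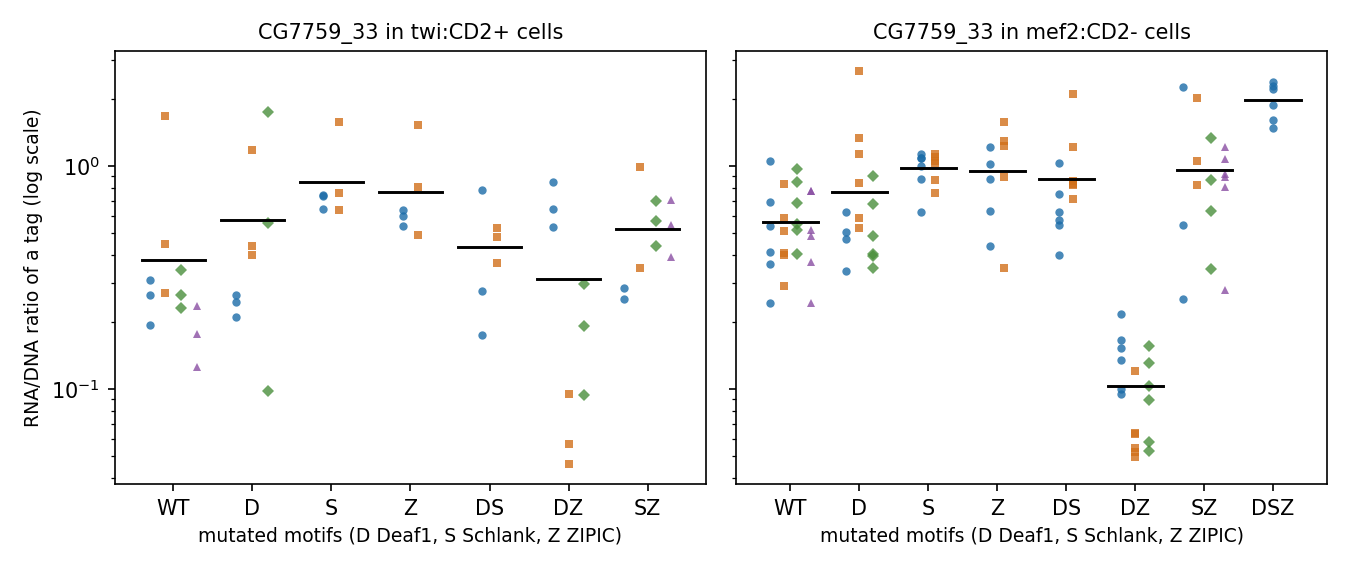
Ratio of RNA to DNA share (log axis) for each tag of the CG7759_33 constructs in each collection, by the motifs mutated, with the tags of a construct told apart by colour and marker and black lines at the mean. In mef2:CD2- cells, the observations of the double mutant DZ lie below the wildtype observations.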

## Discussion

In this study, we developed and applied QeFS to assay the effects of multiple TF binding site mutations on enhancer activity in the developing mesoderm in *Drosophila* embryos. QeFS provides: (1) a direct, quantitative read-out of enhancer activity by sequencing reporter transcripts; (2) a barcoding and tagging strategy that enables discrimination of reporter transcripts driven by very similar (> 99% sequence similarity) enhancer elements; (3) multiple distinct reporter constructs per enhancer element, enabling analysis of variance-based comparisons of activity driven by enhancers within a given mutation series; and (4) the use of UMI tagging of reporter constructs, reducing biases introduced during library preparation steps. As with the prior eFS technology [1], QeFS allows for parallel assays of the activities of hundreds of genomically integrated tissue-specific enhancers in the context of a whole organism. It thus provides a compromise approach between the extreme throughput of MPRAs carried out with episomal reporters in cultured cells and the exquisitely detailed information available from conventional reporter assays, for which informative transgenic lines must be made individually.

Our enhancer barcoding approach enabled the analysis of pools of enhancers that varied at only a few key nucleotide positions, and our degenerate reporter tagging strategy allowed us to use a non-parametric analysis-of-variance statistical approach to distinguish the activity level driven by different enhancers in the same cell type and developmental stage. This approach could be applied to any cell type in *Drosophila* which can be collected in sufficient numbers and for which a well-defined, cell and developmental stage-specific enhancer is available to drive CD2 expression. Additionally, this approach could be extended to other model organisms for which tools for genomic integration are available [46, 47].

The quantitative nature of the QeFS data is the key advance over the prior eFS technology. QeFS allows the identification of not just varying degrees of decreased enhancer activity, but also increased enhancer activity. The library of enhancer elements that we analyzed in this study was specifically designed to assess the contributions of the DNA binding site motifs of four TFs—Deaf1, Schlank, ZIPIC, and CG12236-PB—to the activities of 12 mesodermally active enhancers. Notably, all 4 motifs that we investigated in this study are those of poorly characterized regulators. Most TFs that have strong effects have in all likelihood already been identified from earlier genetic studies and screens in the literature; many poorly characterized TFs remain, and they likely are regulators that exert effects that are subtle and/or highly context-dependent in a manner that depends on the particular enhancer sequence and/or the particular tissue or cell type in which activity is being assessed. Examining the effects of these motifs in combination and in the context of several different enhancer sequences (all assayed at a common genomic location) in the *Drosophila* mesoderm permitted the detection of such subtle effects.

Our results provide insights into the roles of Deaf1, Schlank, ZIPIC, and CG12236-PB DNA binding site motifs in mesodermal enhancer activity. The reductions in enhancer activity that we observed upon mutation of Deaf1 or CG12236-PB binding site motifs suggest that they act as activators in mesoderm. These results are consistent with a prior study that found decreased reporter activity in the *Drosophila* SL2 cell line from a Deaf1-dependent promoter that was mutated for a Deaf1 binding site [42]. In contrast, the increases in enhancer activity that we observed upon mutation of Schlank or ZIPIC binding sites suggest that they act as repressors in mesoderm. Our results support a previous study that found Schlank to act as a transcriptional repressor in *Drosophila* S2 cells and larvae, where it regulates lipid metabolism and growth [36]. Notably, among the enhancers that we found to be sensitive to mutation of Deaf1 binding sites, are as follows: CBP2862, located ~ 150 bp upstream of *four wheel drive* (*fwd*), which encodes a Golgi-localized lipid kinase that is expressed in mesoderm, and ChIPCRM2847, located in an intron of the insulin receptor, which is also expressed in mesoderm, and which controls the growth of *Drosophila* larval skeletal muscles [48]. Both of these Deaf1 motif effects are sensitive to the presence or absence of Schlank motifs (Fig. 5 and Additional file 4: Table S4). Altogether, these results suggest a role for Schlank as a transcriptional regulator of fat metabolism and growth in the developing embryo. One prior study reported ZIPIC to act as an insulator protein [33], while another found it to support long-range genomic interactions in *Drosophila* [34]. Our results suggest that the zinc finger protein ZIPIC may also act as a transcriptional repressor and/or modulate the activity of nearby TFs. Such multifunctionality in transcriptional regulation by a DNA-binding zinc finger protein has been observed before for CTCF [49]. Finally, although we previously found the CG12236-PB DNA binding motif to be enriched among mesodermal enhancers [1], to our knowledge, our QeFS results are the first to demonstrate that the CG12236-PB motif regulates enhancer activity and suggest that CG12236-PB may act as a previously unknown transcriptional regulator in *Drosophila* embryonic mesoderm. In all cases, the effects of mutating binding sites of a TF were highly context-dependent, in that effects varied across different wild type enhancers and when different combinations of additional motifs were also mutated.

The large number of mutations that showed no detectable effect on enhancer activity is surprising in light of a recent report of densely encoded regulatory information in a *Drosophila* enhancer [50]. The *shavenbaby E3N* enhancer chosen for that study was selected for its small size and the large amount of patterning information that it integrates, and thus may not be similar to the mesodermal enhancers we mutated in larger fragments. Alternatively, the motifs that we chose to mutate, for relatively understudied factors with ubiquitous expression, might be atypical in their tolerance of mutation. Future experiments could investigate how the observed contributions of these *cis*-regulatory motifs might differ among more specific subpopulations of mesodermal cells.

Our results across these 12 developmental enhancers active in embryonic mesoderm development indicate that they integrate a combination of positive and negative regulatory inputs from Deaf1, Schlank, ZIPIC, and CG12236-PB. Furthermore, the use of QeFS in combination with synthesis of a specifically designed set of mutant enhancers allowed us to screen for epistatic interactions between *cis*-regulatory motifs in a highly parallel manner in a developing organism (Fig. 6). Although prior studies have systematically analyzed sequence features of enhancers that are important for their activities [21, 25], to our knowledge, our study is the first to assay the effects of combinatorial motif mutations using genomically integrated enhancers in a whole organism. Notably, a prior study found that the chromatin accessibility profiles, as determined by ATAC-Seq, of genomically integrated reporters are the same as those of the endogenous enhancers [52], suggesting that this strategy is likely to measure activity in the appropriate chromatin context. Here, we observed apparent synergy between motifs, finding in one case that Deaf1 and CG12236-PB pairwise mutations appear to potentiate each other’s individual mutations, leading to an additional loss of activity at ChIPCRM5432. Interestingly, we also found that Schlank site mutations within ChIPCRM2847 suppress the effects of Deaf1 and/or CG12236-PB mutations.

**Fig. 6:**
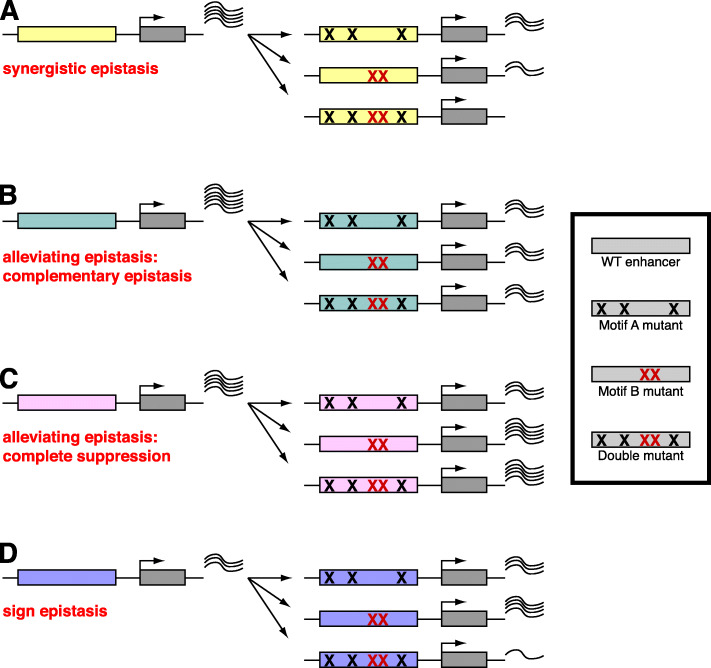
Epistatic interactions identified by QeFS. **A** Synergistic epistasis is observed when mutating two classes of sites produces a greater effect than a multiplicative model predicts from the results of single class mutants, as when Deaf1 and CG12236-PB sites are mutated in ChIPCRM5432. **B**, **C** Alleviating epistasis describes an effect smaller than that predicted by a multiplicative model, and can be subclassified [51]. In this study, we observed **B** complementary epistasis, where the severity of effects of the double mutant equals those of each of the single mutants, as when Deaf1 and CG12236-PB sites are mutated in ChIPCRM2847, and **C** complete suppression, where the effects of mutating one motif suppress the effects of mutating another motif (i.e., severity of effects of the double motif mutant A+B = severity of effects of the single motif mutant B < severity of effects of the single motif mutant A), such as Schlank site mutations do to Deaf1 site mutations in CBP2862. **D** Sign epistasis describes a situation wherein the direction of the effect of mutating a class of sites is reversed in the context of mutations in another class of sites, as we observed when mutating ZIPIC and Deaf1 sites in CG7759_33

Our results support prior studies that have demonstrated synergy between TF binding motifs [19], such as long-distance cooperative interactions between the Dorsal and Twist activators’ motifs in the *rhomboid* enhancer in *Drosophila* embryos [53]. Such synergy between TF motifs was also observed in an imaging-based analysis of *eve* enhancer activity in a subset of muscle and cardiac cells in developing *Drosophila* embryos [54], where combinatorial mutations between dTCF and Twi1 sites or dTCF and ETS3 sites led to a decrease in the number of cells with reporter activity. This is a possible phenomenon underlying some of our observations of synergistic activity, although by QeFS alone we cannot distinguish between altered levels of reporter activity across all cells and altered numbers of cells exhibiting reporter activity. As the GFP reporter transcript we use here expresses a functional protein, complementary imaging studies using our backbone can be performed to test these two different hypotheses.

Our finding of sign epistasis between Deaf1 site mutations and ZIPIC site mutations in the CG7759-33 enhancer, where we found that ZIPIC putatively acts as a repressor, is consistent with a prior study of point mutations in the canonical lambda bacteriophage promoter *P*_*R*_ that affect binding by RNA Polymerase and the TF cI, where thermodynamic modeling of that system indicated that sign epistasis cannot exist in the absence of a repressor [55]. Sign epistasis may be an outcome of combinatorial regulation by multiple TFs in a cell-type-specific or condition-dependent manner, in which the regulatory output of a TF is modulated by its co-regulatory factors. For example, in the scenario of a TF that accelerates a rate-limiting step in the transcription cycle and inhibits another step, a second TF that also activates the first step to the degree that the second step now becomes rate-limiting, may result in the overall output of the first TF being switched from activation to repression [56].

## Conclusions

Epistatic interactions between TF binding sites show extreme context dependence, so that even the direction of epistasis observed between the same motifs can be different in the context of different enhancers (Fig. 3). Uncovering the logic of combinatorial regulation will thus require sensitive, quantitative methods for parallel assay of large numbers of sequences. Analysis of a broader set of motifs and enhancers may reveal the sequence context features that influence when particular combinations of motifs act synergistically. Here, we focused on investigating four TF binding site motifs in a set of 88 wildtype and mutant mesodermal enhancers. The use of degenerate sequence tags and enhancer barcodes enables QeFS to be scaled up in future studies to assay mutational effects in hundreds of enhancers. QeFS could be applied to investigate the effects of SNPs within enhancers on enhancer activity in living organisms. Application of QeFS to other cell types and species should aid in elucidating the *cis*-regulatory codes, including context-dependent epistatic interactions among *cis*-regulatory motifs, underlying cell-type-specific enhancer activity.

## Methods

### Design and synthesis of barcoded enhancer constructs for QeFS

We designed each version (WT, 3 single-motif mutants, 3 motif-pair mutants, triple motif mutant) of each enhancer to be flanked by a unique 8-mer barcode. Briefly, barcodes were chosen to reduce the introduction of potential functional DNA binding sites adjacent to the enhancer sequence and to enable distinguishing of similar enhancer sequences despite potential mutations in the sequence during cloning or errors during lookup table library sequencing. All 8-mer sequences were first filtered against a set of fly TF protein binding microarray (PBM) data [1, 57], and any 8-mer with a PBM E-score > 0.3 from any PBM experiment was eliminated as a candidate barcode. A similar filter was applied based on empirical thresholding against a set of 86 representative position weight matrices (PWMs) [1]. The remaining barcodes and their reverse complements were filtered to achieve a minimum Hamming distance of 3 between any two remaining barcodes. Filtering with these criteria yielded 101 high-stringency, 8-mer barcodes, 100 of which we used in the construction of our experimental and control libraries.

Selected enhancers were scanned with the Deaf1, ZIPIC, Schlank, and CG12236-PB PWMs [1]. Matches with a log-likelihood ratio, calculated relative to the background nucleotide distribution, greater than 6 were considered further. For each motif’s sites, occupancy scores were calculated, with an occupancy of 1 corresponding to the optimal site. Deaf1 and CG12236-PB have compact motifs with little degeneracy, making motif matches unambiguous. Schlank sites with predicted occupancy scores less than 0.5 and ZIPIC sites with predicted occupancy scores less than 0.05 were eliminated from further consideration. Mutations to selected sites were designed manually to maximally disrupt predicted binding affinity according to PWM score while avoiding creation or disruption of overlapping sites for TFs anticipated to be relevant to mesoderm development. In most cases (118 out of 135 motif instances), a single nucleotide change was sufficient to disrupt predicted binding, while the largest change involved mutation of just 3 nucleotide positions. Mutant enhancers differed from wildtype by a minimum of 1 nucleotide and a maximum of 19.

Wildtype and mutant enhancers were synthesized with flanking barcodes and Gateway Clonase recognition sequences with the following structure for cloning into our reporter constructs: Gateway attB1 site, primer binding site (SQ3), enhancer barcode, Bmt I restriction enzyme site, enhancer element (wildtype or mutant), reverse complement of the same barcode, primer binding site (rc(SQ5)), and the reverse complement of the Gateway attB2 site. All but one (the Deaf1 and ZIPIC double mutant allele for the enhancer ChIPCRM2000) of the resulting 96 sequences were successfully synthesized and cloned into the pUC19 vector (Gen9). The Act57B and β3Tub60D control enhancers described in the text were prepared by PCR from OreR genomic DNA followed by site-directed mutagenesis, with cloning sites and barcodes added as above. Sequences of all tested constructs are provided in Additional file 3: Table S3.

### Construction of enhancer-reporter library

As the original enhancer-FACS-seq approach was based upon a DNA-seq readout of abundance of the enhancer element, but QeFS is based upon paired RNA- and DNA-seq readout of reporter transcripts and templates through targeted sequencing of degenerate tags in the 3′ UTR of the reporter element, the original pEFS reporter backbone [1] needed to be modified in several ways. Ligation-free mutagenesis was used to introduce two sets of primer binding sites into the 3′ UTR of the reporter gene template. These primers facilitate later construction of the lookup table sequencing library and the RNA- and DNA-seq libraries. Additionally, conventional restriction digest cloning was used to introduce a library of degenerate 20-mer sequences into the 3′ UTR of the reporter template in a parallel fashion, thus creating a library of reporter backbones, each with a unique 20-mer tag.

Each enhancer construct was cloned independently into the pQeFS reporter backbone and individually validated by Sanger sequencing before being pooled at equimolar concentrations, creating a final enhancer-reporter library of ~ 320 unique enhancer-reporter constructs suitable for injections. The enhancer-reporter library was constructed such that there are multiple reporter tags per enhancer, but with each tag linked to a unique enhancer. We determined the uniformity of enhancer representation in this pool and generated a lookup table that associates enhancer barcodes with reporter tags, by a custom high-throughput sequencing approach.

### Generation and sequencing of lookup table

To generate the lookup table, a portion of the library pool was first digested with BmtI, which cleaves (1) in the 3’ UTR of the reporter transcript, directly adjacent to the degenerate 20-mer tag, and (2) directly adjacent to the enhancer barcode that is most distal to the reporter promoter, and then re-circularized by intramolecular ligation. The re-circularized product juxtaposes the enhancer barcode in close proximity to the degenerate 20-mer. The ligation product was purified by a Zymo DNA Clean and Concentrator column. PCR was then used to amplify the product of interest and label the product with adapters (Illumina P5 and P7, a custom sequencing primer, and the Illumina index read 1 primer) necessary for Illumina sequencing. Following amplification, the library was size-selected with SPRI beads at a ratio of 0.8x beads:library products.

A custom sequencing primer (“LUT_sequencing”) was designed and used to sequence the lookup table library on an Illumina MiSeq instrument with 70 cycles of read 1 sequencing and a 6 cycle index 1 read. A total of 35,247,345 raw reads were sequenced, and 33,876,153 Passed Filter reads were identified, a rate of 96%. A total of 33,322,759 reads had the expected Illumina index.

Enhancer barcode-tag pairs obtained by lookup table sequencing were compared to expected barcode-tag pairs obtained by Sanger sequencing during library cloning to define true positive pairs. In seven cases, additional tags were defined as positive following empiric thresholding of barcode-tag sequencing read counts for individual enhancer barcodes. This final list of barcode-tag pairs was used to build a pseudo-genome for mapping QeFS sequencing reads.

### FACS and preparation of QeFS sequencing libraries

The enhancer-reporter library was injected into flies (Rainbow Transgenic Flies) from the strain *w- nos-ΦC31; attP40*. Progeny of injected flies, each of which contained a single genomically integrated enhancer-reporter, were crossed to CD2 driver lines expressing rat CD2 under the control of a cell type-specific driver (the *twi* promoter for whole mesoderm, or the *Mef2-I-E*_*D5*_ enhancer and the *Hsp70* TATA box for fusion-competent myoblasts (referred to as *mef2*)). Embryos from these crosses were harvested, aged to the desired stage, and processed to prepare single-cell suspensions suitable for FACS. We performed 2 weeks of collections of both CD2+ and CD2- populations, with three collections per week, for *twi*:CD2 crosses and for *mef2*:CD2 crosses (Additional file 2: Table S2).

We used a custom high-throughput sequencing library preparation method to generate two libraries (paired RNA- and DNA-seq) for both CD2+ and CD2- collections for each day. For the QeFS collections, each week’s libraries were indexed, pooled, and sequenced on an Illumina NextSeq instrument, yielding ~ 5 million to ~ 25 million reads per library.

### Processing of sequencing reads

Processing of sequencing data began with recovery of the UMI sequence from each Illumina sequencing read. We wrote a custom Python script to process individual fastq file entries, parsing the first 8 bases off the beginning of each read and appending this sequence to the read name. The utility cutadapt was then used to trim off the ~ 20-nt constant region from the new 5′ end of each read (example command: cutadapt -g CGCGGGATGCTAGCACGCGG -e 0.3 -o CTW30OutFive.fq.gz --format fastq CTW30.out.gz). Cutadapt was then used to trim the constant 3′ end of each read off as well, leaving the ~ 20-nt sequence that should be unique to each reporter element (example command: cutadapt -a ACATATAGGACCAG -e 0.3 -m 10 -o CTW30OutFiveThree.fq CTW30OutFive.fq.gz). In preparation for mapping the degenerate reporter tags back to their corresponding enhancer, the bowtie-build command was used to build a custom “genome” index of the barcode-tag pairs obtained from the lookup table, where each pseudo-chromosome was a particular enhancer, and each pseudo-chromosome sequence was the degenerate tag sequence. Thus, the pre-processed FASTQ file containing the trimmed degenerate tags could be aligned to this custom index with bowtie allowing 2 mismatches along the ~ 20-nt sequence. The output was then parsed using a second custom Python script to generate a count of per-tag UMI reads, which are the final read-out of enhancer activity.

### Analysis of QeFS sequencing data

The sequencing library preparation incorporated a UMI label for each cDNA or DNA template that enabled quantification of starting RNA or DNA abundance, respectively, to minimize effects of potential amplification bias. Sequencing libraries were processed to obtain a final per-reporter UMI count for each tag in both the DNA- and RNA-seq libraries. Each UMI count was scaled by the total number of processed tags in a given sequencing library, thereby scaling for overall read depth of the library. To scale each RNA count (corresponding to enhancer activity) to the abundance of a given enhancer in the underlying fly population, per-tag UMI totals for RNA-seq libraries were scaled by corresponding per-tag UMI totals for paired DNA-seq libraries from the same collection, scaling the reporter signal to the underlying abundance of a given reporter in the fly population (Eq1).

1 $$ {Expression}_{tag_A}=\frac{\frac{UMI_{RNA,{tag}_A}}{\sum {UMI}_{RNA,{tag}_n}}}{\frac{UMI_{DNA,{tag}_A}}{\sum {UMI}_{DNA,{tag}_n}}} $$

Tags that did not meet a minimum empirical threshold of 65 DNA read counts per tag per day were removed; this type of thresholding is consistent with other quality control thresholds used in a prior MPRA study [24]. In addition, some enhancers were represented by only a small number of tags, either per day or across all three days of collections for a given week. A minimum of at least 4 tags per enhancer per week of aggregated data was required for inclusion of that enhancer construct in the final dataset. Overall, UMI read counts and DNA- or RNA-seq read counts correlated well (e.g., Spearman’s *ρ* = 0.997 and Pearson’s *r* = 0.997 for DNA and Spearman’s *ρ* = 0.999 and Pearson’s *r* = 0.951 for RNA), indicating that there was minimal amplification bias during library preparation (Additional file 1: Figure S12).

### Statistical analysis

Data were aggregated by treating all observations for a given enhancer in a given week as independent biological replicates. Thus, if an enhancer was represented by three different tags on three consecutive days, there would be nine total observations for this enhancer. Differences in expression within libraries due to site mutations were determined through nonparametric one-way analysis of variance testing using the Kruskal-Wallis (KW) test. This test was applied across each series of enhancer mutant constructs (WT and individual and combinatorial mutants) following aggregation within each week to determine if there were significant differences in expression across the series. Post-hoc pairwise testing within an allelic series was performed using the Conover-Iman test [58], which is valid if and only if the null hypothesis of no difference between groups is rejected following the KW test, and preserves the ranks used in the KW omnibus test. Benjamini-Hochberg multiple comparison adjustment was applied to calculated *P*-values, and an alpha value of 0.1 was used for calling significantly different expression levels. All results from this test are provided in Additional file 4: Table S4. All *P*-values reported for QeFS pairwise comparisons between constructs were obtained by this method.

For display purposes, mean enhancer activity was calculated for each enhancer over all replicate measurements, and normalized to “Fold Change” by dividing by the activity of the corresponding wildtype enhancer. Standard error of the mean was also calculated, and a propagated standard error of the mean was calculated for the Fold Change measurement as described previously [24].

To test for epistasis, here understood as statistically significant deviation from the prediction of a multiplicative model [44] for combining the effects of separately mutating individual classes of sites, all replicate expression measurements for WT, motif A mutant, motif B mutant, and motifs A+B mutant constructs were log-transformed and modeled with the lm function in R. All *P*-values reported for such effects represent the *P*-values associated with the interaction term.

### Additional method details

For additional methods, please see Additional file 2: Supplemental Methods [59].

## Supplementary information

**Additional file 1: **Supplementary Figures. **Figures S1–S32**.

**Additional file 2: **Supplemental Methods and **Tables S1** and **S2**.

**Additional file 3: Table S3.** Sequences of tested elements.

**Additional file 4: Table S4.** QeFS processed data.

**Additional file 5:** Peer review history.

## Data Availability

Sequences of the tested enhancers described in this study are available in Additional file 3: Table S3. The normalized expression measurements and results of all pairwise statistical tests appear in Additional file 4: Table S4. The raw sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus under accession number GSE149908 [60].

# Supplementary material for: Quantitative-enhancer-FACS-seq (QeFS) reveals epistatic interactions among motifs within transcriptional enhancers in developing Drosophila tissue
**Source:** Genome Biol. 2021 Dec 20;22:348. doi: 10.1186/s13059-021-02574-x
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures. Figures S1–S32.

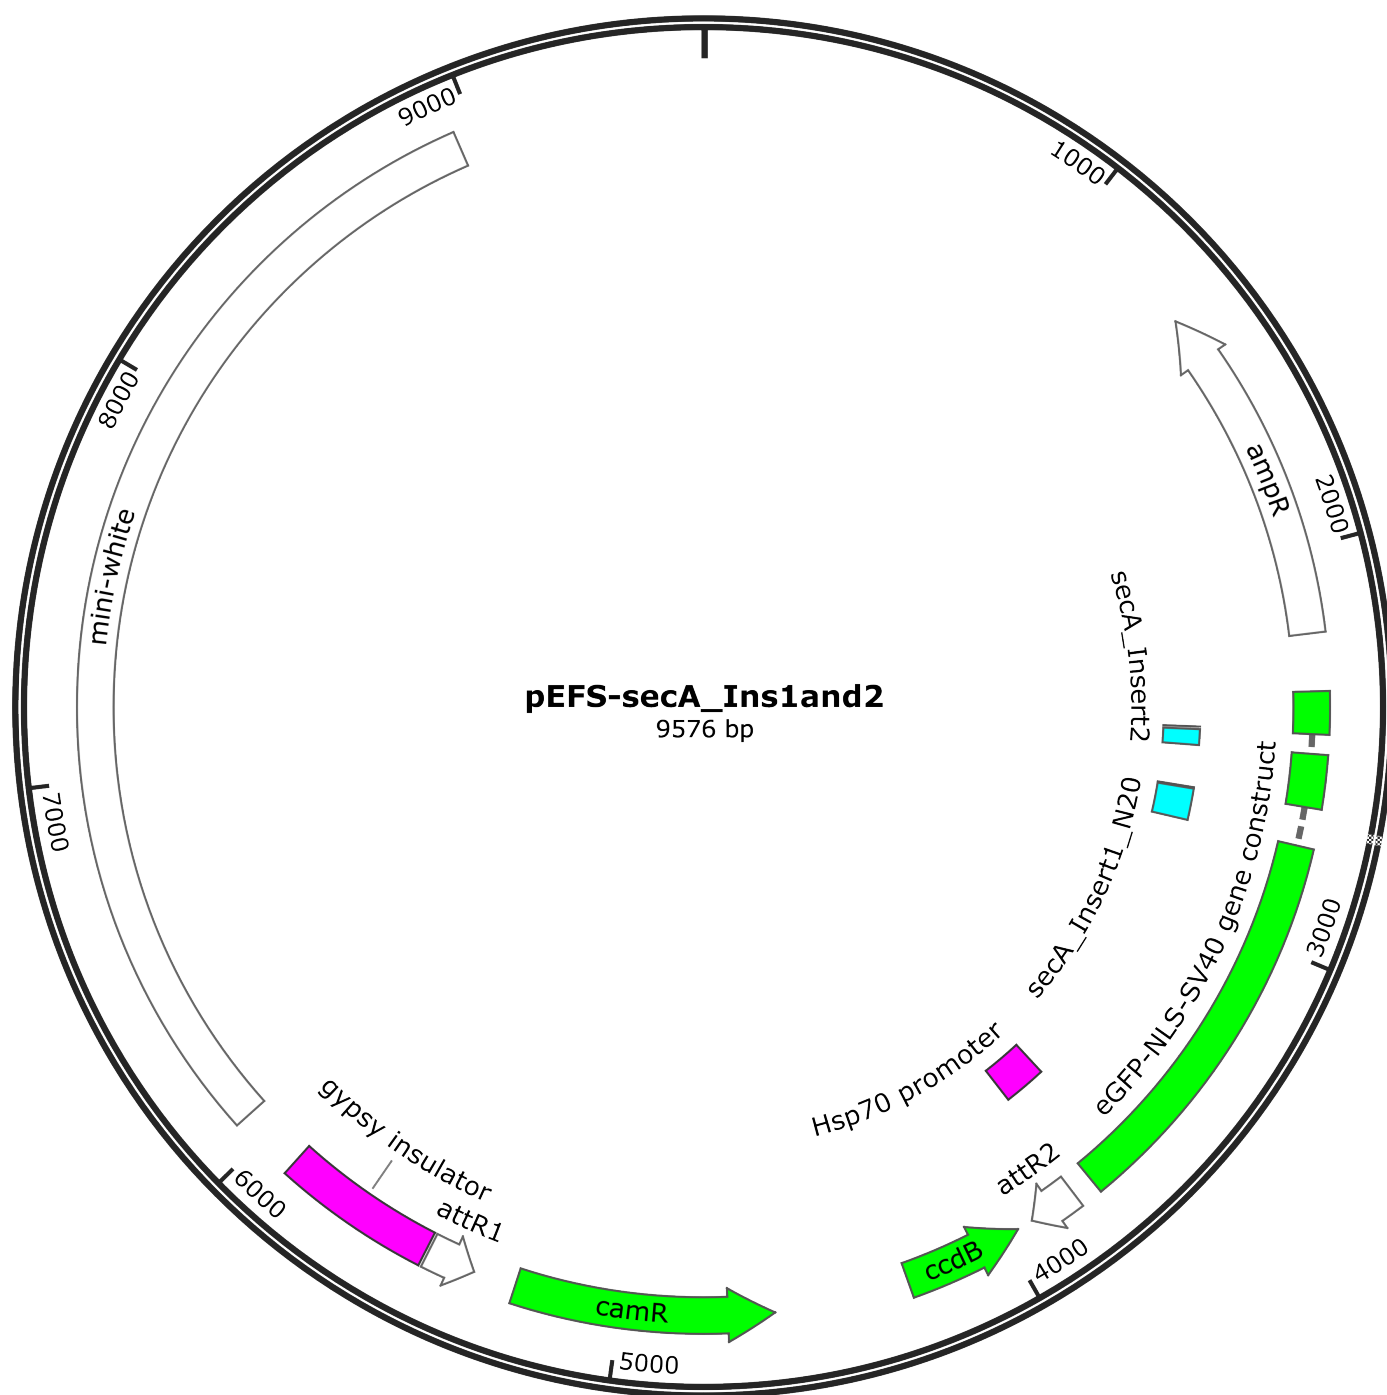

**Fig. S1. Plasmid map of the final pQeFS construct.** pQeFS was built using the original pEFS backbone, with the addition of inserts in the 3' UTR of the eGFP-NLS-SV40 construct. The inserts are indicated in teal. The secA\_Insert1\_N20 insert contained the degenerate N20 tag region, and the secA\_Insert2 contained the reverse transcription primer binding site and an additional primer binding site. The GFP reporter is transcribed counter-clockwise from the Hsp70 minimal promoter. Enhancers were cloned using the two attR sites, swapping out the ccdB positive selection marker and the chloramphenicol resistance (camR) cassette. The backbone also contains the Drosophila mini-white gene, and an ampicillin resistance (ampR) gene.

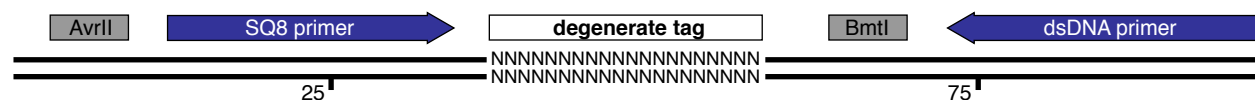

**Fig. S2. Schematic of dsN20 oligo cloned into the 3' UTR of the reporter transcript.** This element was cloned into the double-digested reporter element using the Avr II and Bmt I cut sites (grey). The dsDNA\_primer was used to double-strand the single-stranded oligo (IDT), but was cleaved off by digestion with BmtI and AvrII prior to cloning into the corresponding site in pQeFS.

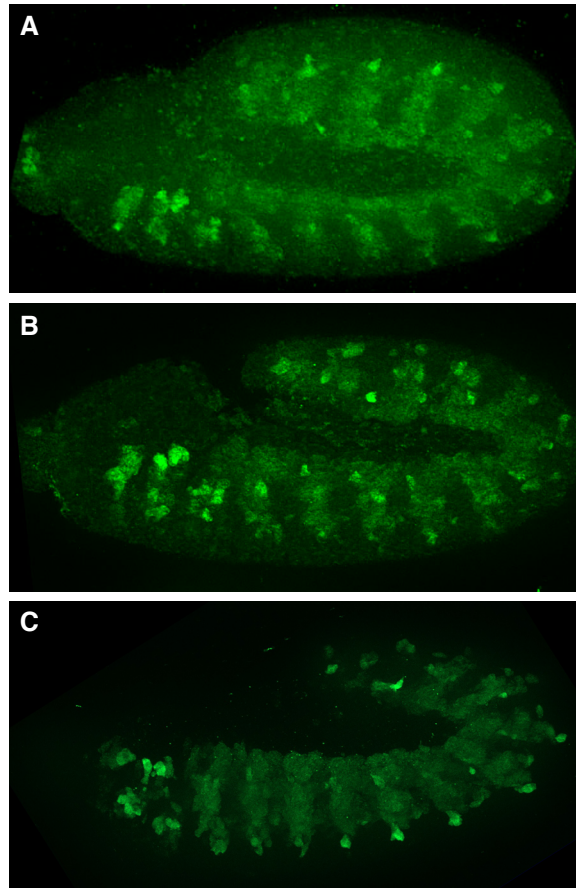

**Fig. S3: Validating that modifications to the pQeFS vector do not significantly influence reporter expression.** Candidate CRMs in either the pEFS or pQeFS backbone drove similar levels and locations of reporter gene activity. Embryos were stained for reporter GFP expression (green) driven by the CG7759\_33 CRM. Maximum intensity projections show that CG7759\_33 drives strong mesoderm-specific expression in pEFS (**A**), which is not detectably altered by the inclusion of degenerate tag and primer sequences in the reporter gene 3' UTR in pQeFS (**B**), or by the inclusion of a barcode sequence at the ends of the CRM (**C**). (Panel **A** adapted from Gisselbrecht *et al.*, *Nature Methods* (2013).)

### A. Reporter architecture

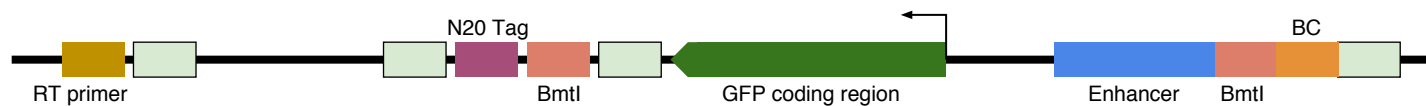

### B. Bmt I digestion

### C. Intramolecular ligation

### D. PCR with P5 and P7 primers

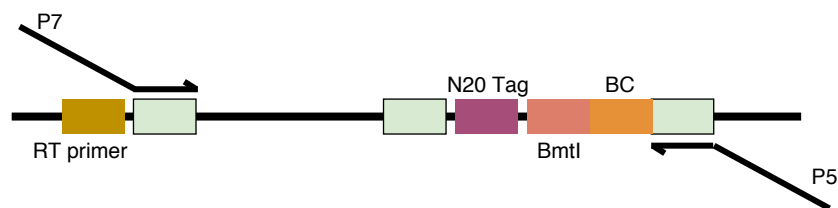

**Fig. S4. Overview of lookup table library preparation.** (A) Architecture of the relevant region of the enhancer-reporter construct. From left to right, in the 3' UTR of the reporter template was a reverse transcription primer binding site (mustard), two primer binding sites (light green), the degenerate 20-mer Tag (purple), the BmtI digestion site (pink), an additional primer binding site (light green), and then the GFP coding region (green). The two regions that were introduced using ligation-free cloning were the RT primer and adjacent primer, and the Tag, Bmt I site, and adjacent primers. Upstream of the coding region was the enhancer (blue), a Bmt I digestion site (pink), the enhancer barcode (orange), and a primer binding site (light green). (B) Bmt I digestion excises the GFP coding region and the enhancer sequence. (C) Intramolecular ligation results in circularization of the digested plasmid (juxtaposing N20 Tag) and the enhancer barcode ("BC"), and (D) PCR with Illumina P5 and P7 cluster generation primers resulted in the construction of a product suitable for Illumina high-throughput sequencing.

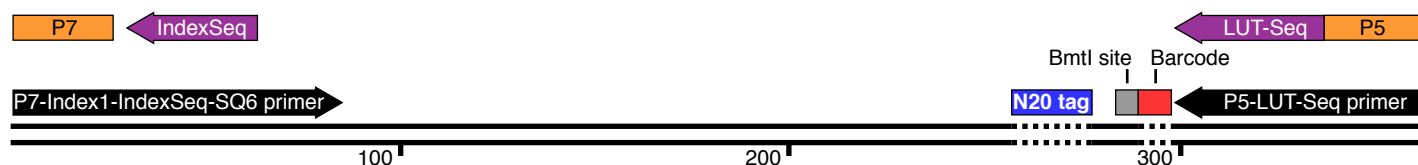

**Fig. S5. Schematic of look-up table library product following recircularization and PCR addition of primer sequences.** The region of interest was the juxtaposed dsN20 element (blue) and the enhancer barcode (red). These were brought into proximity through the intramolecular ligation at the Bmt I site. PCR was used to add on the P7\_Index1\_IndexSeq\_SQ6 sequence and the P5\_SQ3 sequence using homology between these primers and the SQ6 and SQ3 regions present in the reporter element, respectively. The Illumina cluster generation primers P5 and P7 are indicated in orange, and the sequencing primers for read 1 (the custom sequencing primer LUT\_seq) and the index read (the standard Illumina index sequencing primer IndexSeq) are indicated in purple. The overall amplicon is 361 bp and was designed to facilitate efficient cluster generation on the Illumina chip.

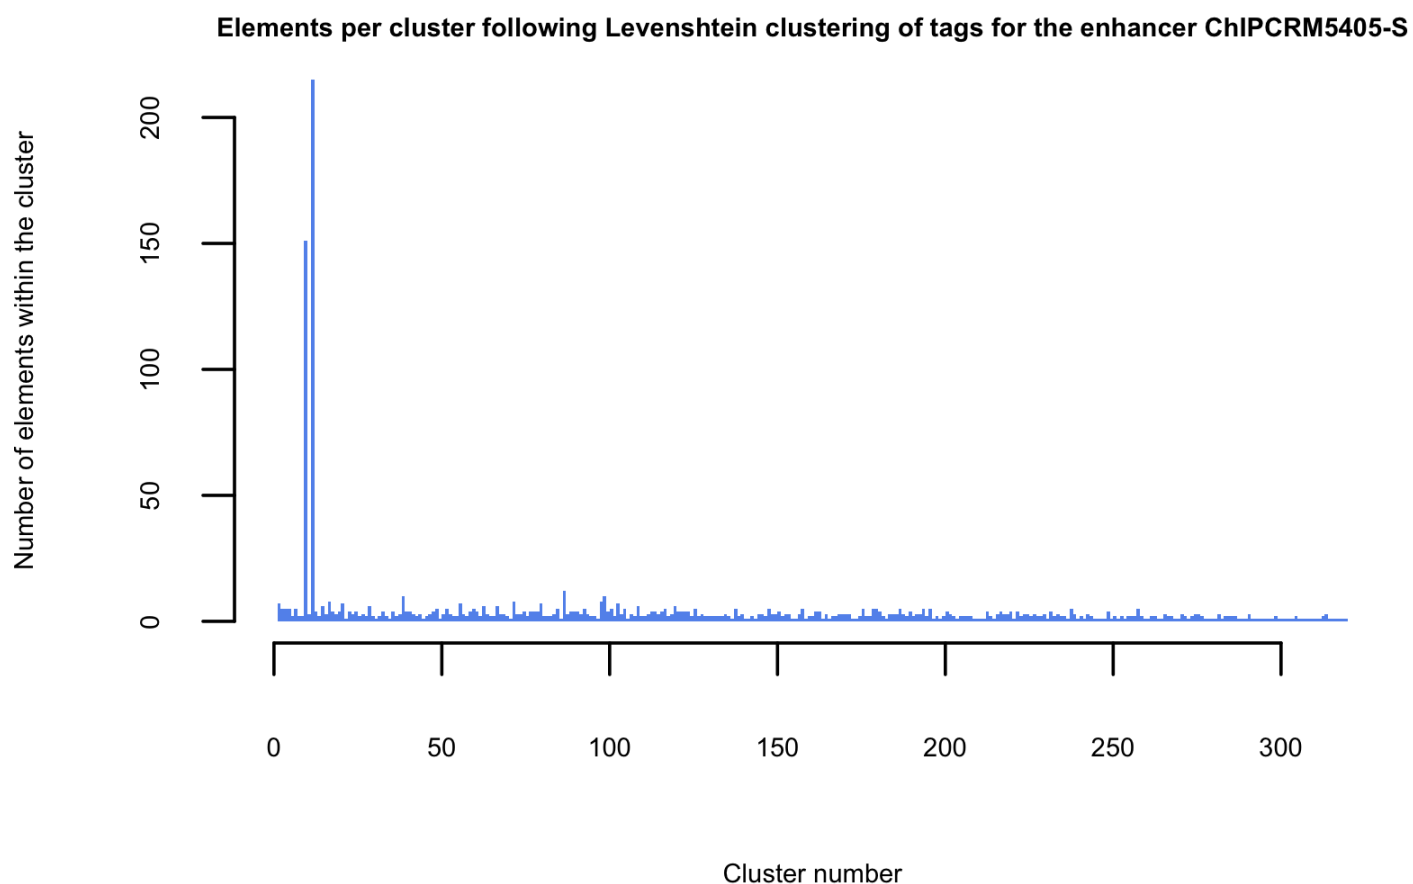

**Fig. S7. Number of elements per cluster following Levenshtein clustering and tree cutting to 320 groups for the enhancer ChIPCRM5405-S.** The two predominant clusters corresponded to variants of the expected tag for the ChIPCRM5405-S barcode. The low abundance clusters arise from spurious intermolecular ligations between different enhancer-reporter constructs.

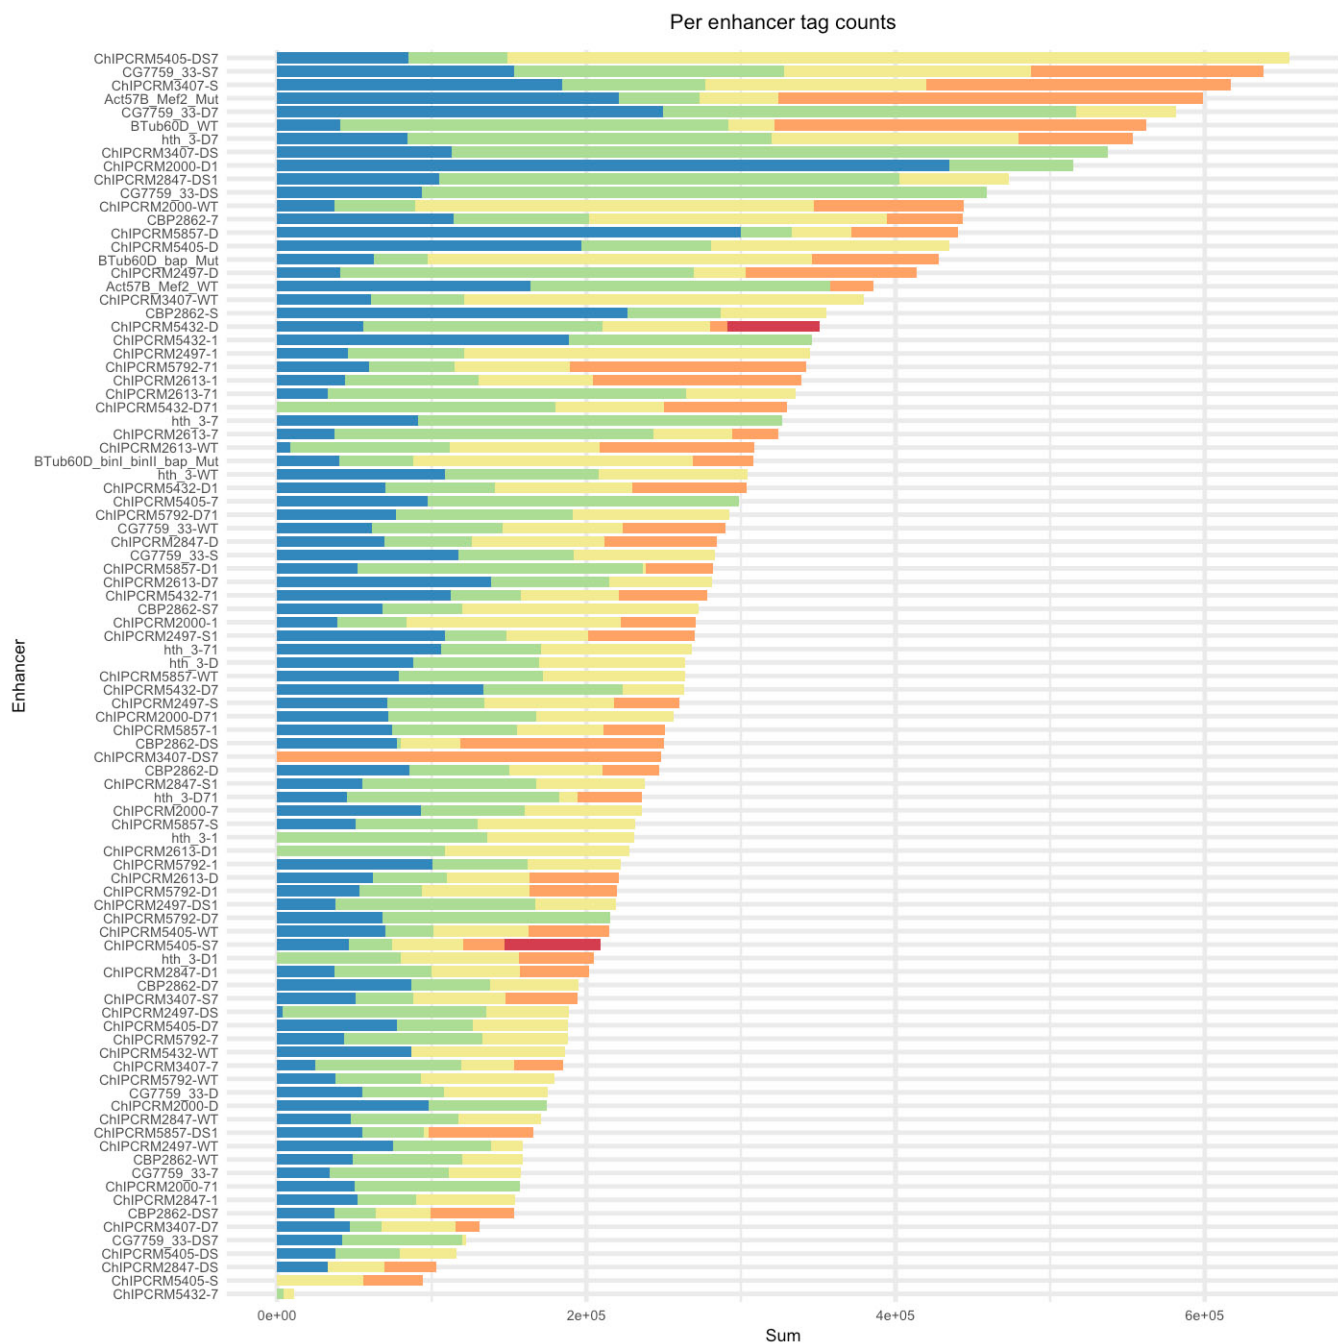

**Fig. S8. Tag count totals for each enhancer.** For each expected enhancer barcode, the total tag counts for its expected linked tags are displayed, summing to the total tag counts for the enhancer across all tags. Data are displayed as a stacked bar plot, thus each color of each bar corresponds to the abundance of a given tag for a given enhancer, summing to the total abundance of the individual enhancer in the library.

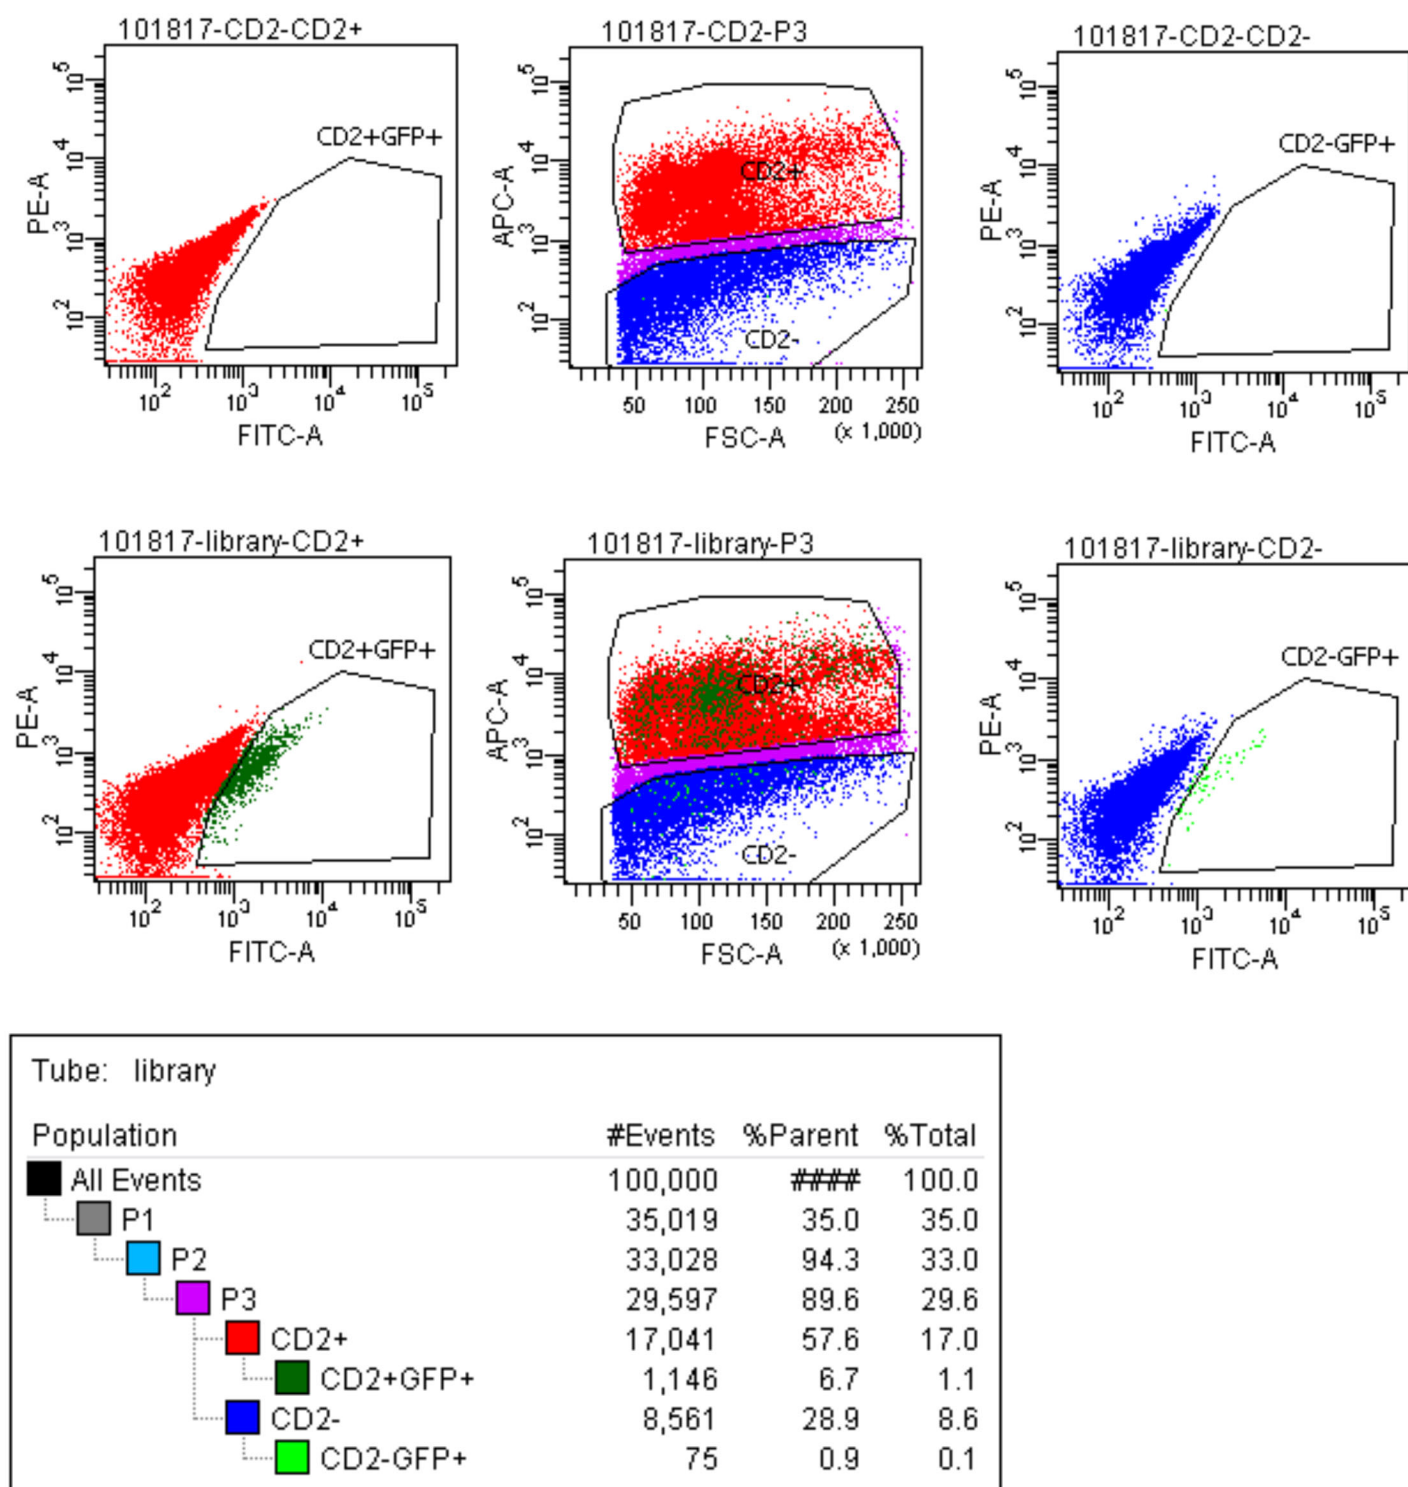

**Fig. S9. Representative FACS plots for *twi*:CD2 sorting.** Plots in the top row are for the *twi*:CD2 parental population. The center plot is the population of single live cells (following gating on FSC, SSC, and DAPI) and displays gates for the CD2+ and CD2- populations. The left plot is the CD2+ population, with a gate indicated for GFP+ cells. The right plot is the CD2- population with a gate indicated for GFP+ cells. The plots in the middle row are for the QeFS experimental population, with the same gates as outlined for the *twi*:CD2 sort. Note that the GFP gates were only used for sorting of the eFS-like population, and during QeFS simply provided quantitation of the fraction of GFP positive cells present in the population. The table in the bottom row provides a breakdown of the population of cells following an analytical sort of 100,000 cells from the QeFS experimental population. Approximately 1.1% of cells were CD2+ and GFP+ in the experimental population vs. 0.001% in the *twi*:CD2 parental line.

### A. Reporter architecture

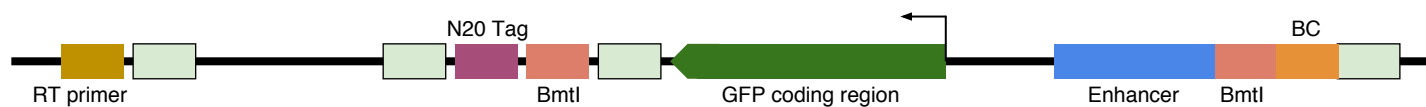

### B. Reverse transcription (for RNA fraction)

### C. UMI labeling

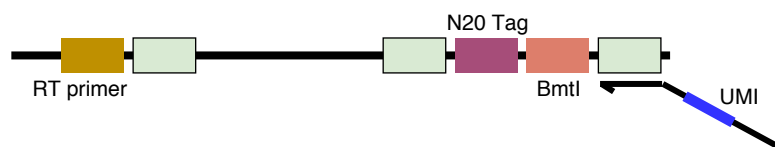

### D. PCR with P5 and P7 primers

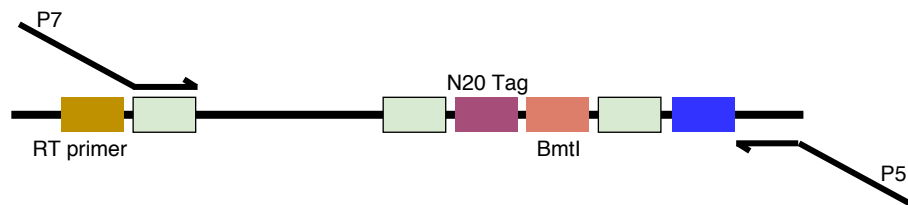

**Fig. S10. Overview of QeFS library preparation approach.** (A) Schematic of the reporter architecture, with particular emphasis on the 3' UTR of the reporter template. From left to right, in the 3' UTR of the reporter template was a reverse transcription primer binding site (mustard), two primer binding sites (light green), the degenerate 20-mer Tag (purple), the Bmt I digestion site (pink), an additional primer binding site (light green), and then the GFP coding region (green). (B) RNA transcripts produced from this template were reverse transcribed using a primer that binds to the RT primer site (mustard). (C) DNA from genomically integrated transcripts or cDNA from the RT reaction were UMI-labeled in a primer extension reaction and then purified. (D) PCR was then performed with a P7- containing primer and a P5-containing universal primer that introduced elements necessary for library indexing, cluster generation, and sequencing.

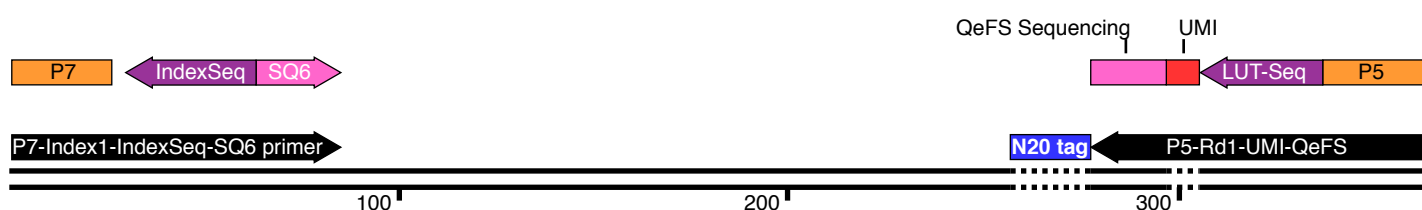

**Fig. S11. Schematic of the QeFS RNA- or DNA-seq library amplicon.** This schematic displays the generic structure of the final RNA- or DNA-seq library amplicon. The dsN20 region is indicated in blue and was the region of interest from the 3' UTR of the reporter transcript or template. Additional sequencing elements were added by annealing the black P5- (P5-Rd1-UMI-QeFS) or P7- (P7-Index1-IndexSeq-SQ6) containing primers to sequences embedded in the 3' UTR and indicated in pink, either the "QeFS Sequencing" or "SQ6" element, respectively. The P7- containing primer added on the P7 cluster generation sequence, an Illumina TruSeq 6-base index sequence, and a standard Illumina index sequencing primer. The P5-containing primer added on the P5 cluster generation sequence, a standard Illumina read 1 sequencing primer, and a degenerate 8-mer UMI tag. Thus, the first 8 bases that were sequenced originate from the UMI region. The final amplicon was ~363 bp, with some variability due to variability in the degenerate 20-mer region.

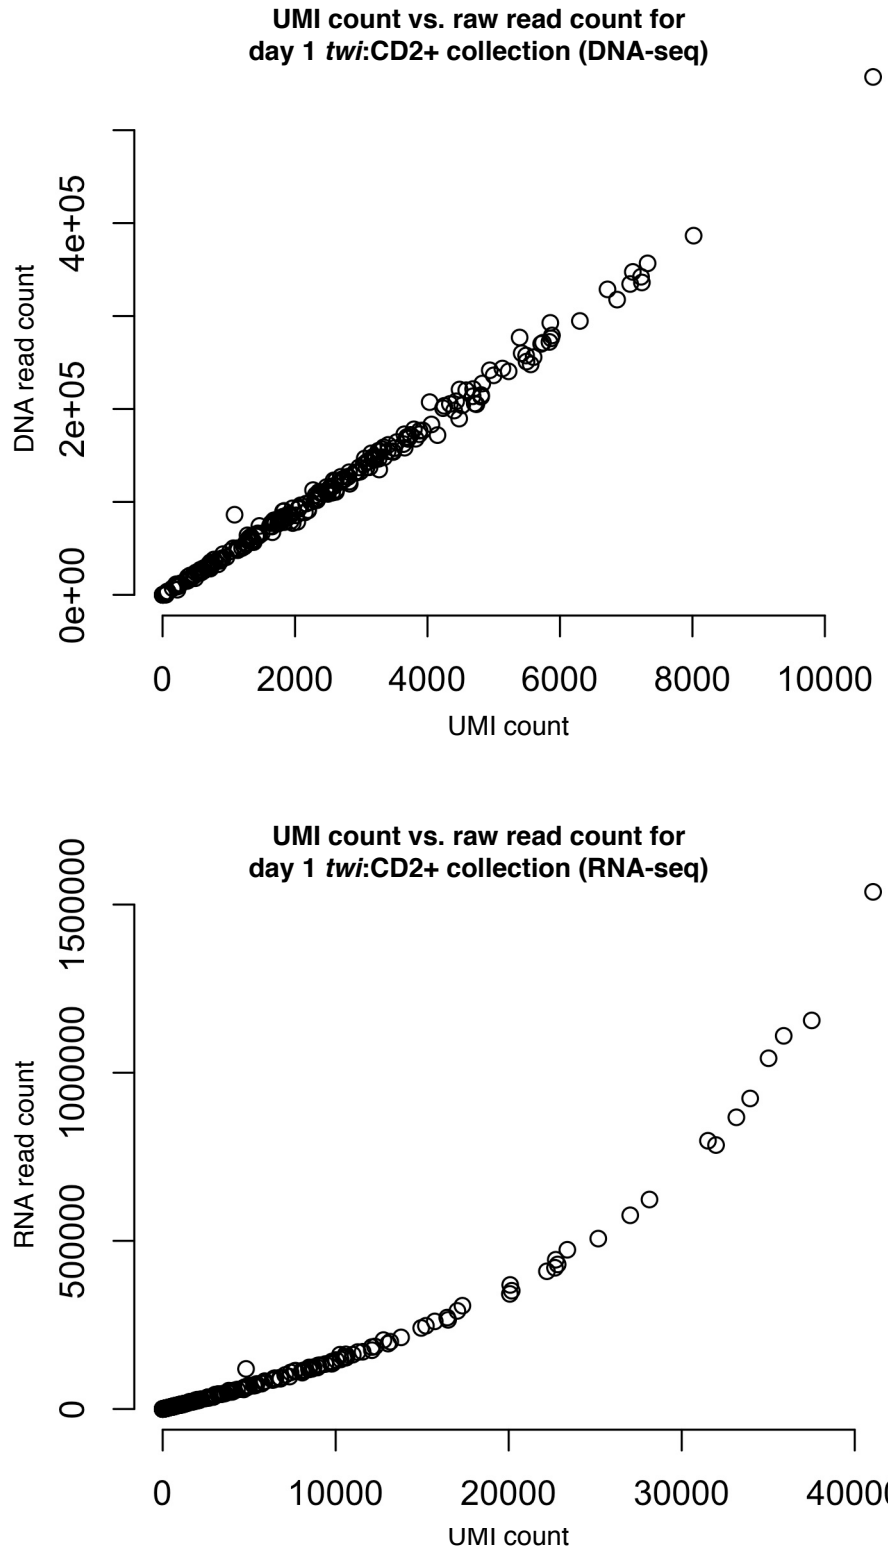

**Fig. S12. Concordance between UMI reads and DNA- or RNA-seq reads for the first day of collections of *twi*:CD2+ libraries.** Raw UMI counts and raw DNA (upper panel) or RNA (lower panel) read counts are plotted for corresponding DNA- or RNA-seq libraries. DNA UMI and read counts correlate with Spearman's  $\rho = 0.997$  and Pearson's  $r = 0.997$  and RNA UMI and read counts correlate with Spearman's  $\rho = 0.999$  and Pearson's  $r = 0.951$ .

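In the first collection of twi:CD2+ cells, the correlations were taken over 268 tags in the DNA library and 265 tags in the RNA library. Over all 18 libraries, Spearman's ρ between UMI and read counts was 0.961 or higher, and Pearson's r ranged from 0.836 to 0.997. The lowest r was that of the RNA library of week 2 replicate 3 of mef2:CD2- cells, where the tags with more than 20000 UMIs had a higher median number of reads per UMI, 20.0, than those with at least 100 and fewer than 1000 UMIs, which had 10.1.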

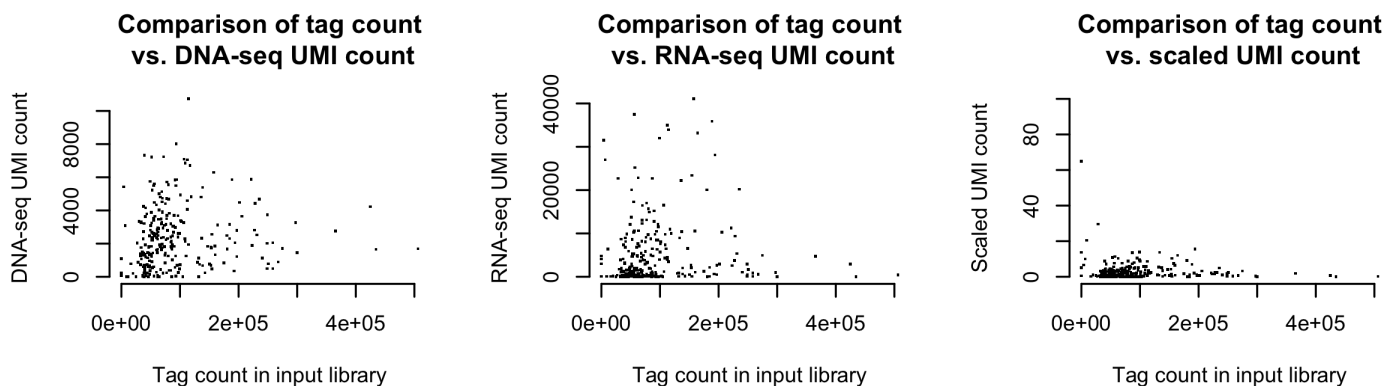

**Fig. S13. Correlation of tag counts in input library and UMI counts for DNA and RNA libraries or scaled UMI values.** (Left panel) Plot of input tag abundance vs. UMI count in the DNA-seq library (Pearson's  $r = 0.09$ ). (Middle panel) Plot of input tag abundance vs. UMI count in the RNA-seq library (Pearson's  $r = 0.06$ ). (Right panel) Plot of input tag abundance vs. scaled UMI expression measurement (Pearson's  $r = -0.07$ ). Note that the y-axis of the scaled expression measurement plot was adjusted to remove an outlier filtered out in a later analysis.

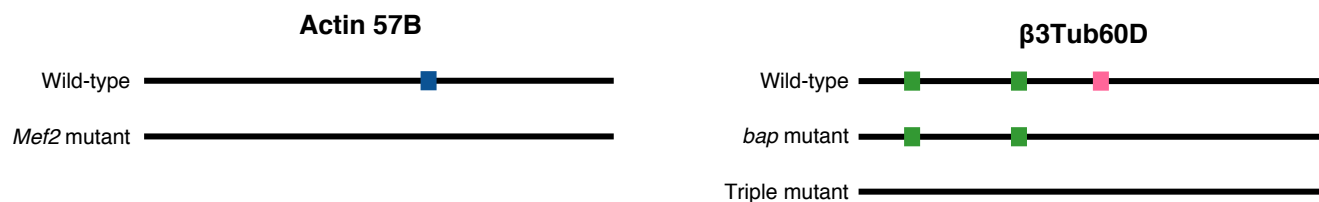

**Fig. S14. Schematic of control enhancer sequences.** The left panel shows the *Actin 57B* enhancer and the relative position of the Mef2 binding site (blue) that was mutated using PCR mutagenesis. The right panel shows the *β3Tub60D* enhancer with the two mutated bin sites (green) and the mutated bap site (pink).

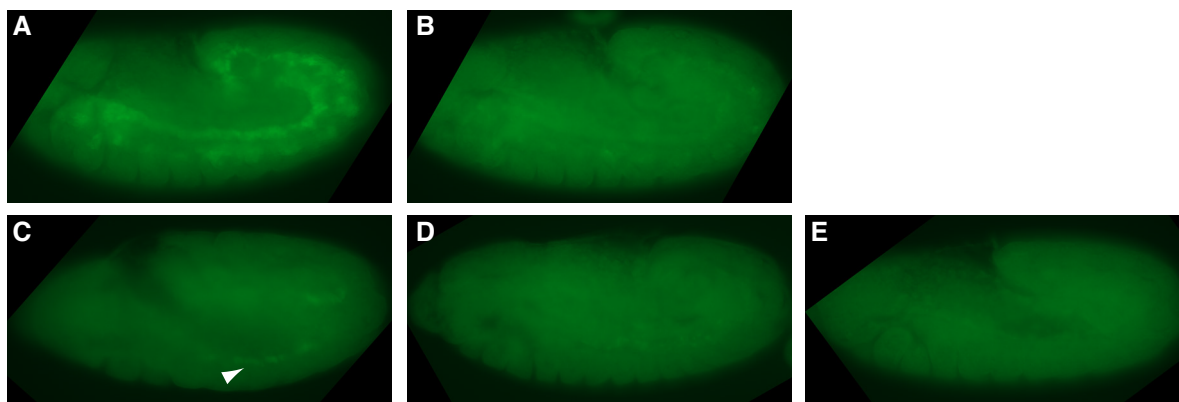

**Fig. S15. Imaging of control enhancers in stage 12 embryos.** (A) Actin 57B WT and (B) Mef2 mutant with nearly complete loss of broad mesodermal activity. (C)  $\beta$ 3Tub60D WT with visceral mesoderm-specific expression (arrowhead). (D) Activity was decreased following bap site mutation. (E) Activity is lost in the triple mutant.

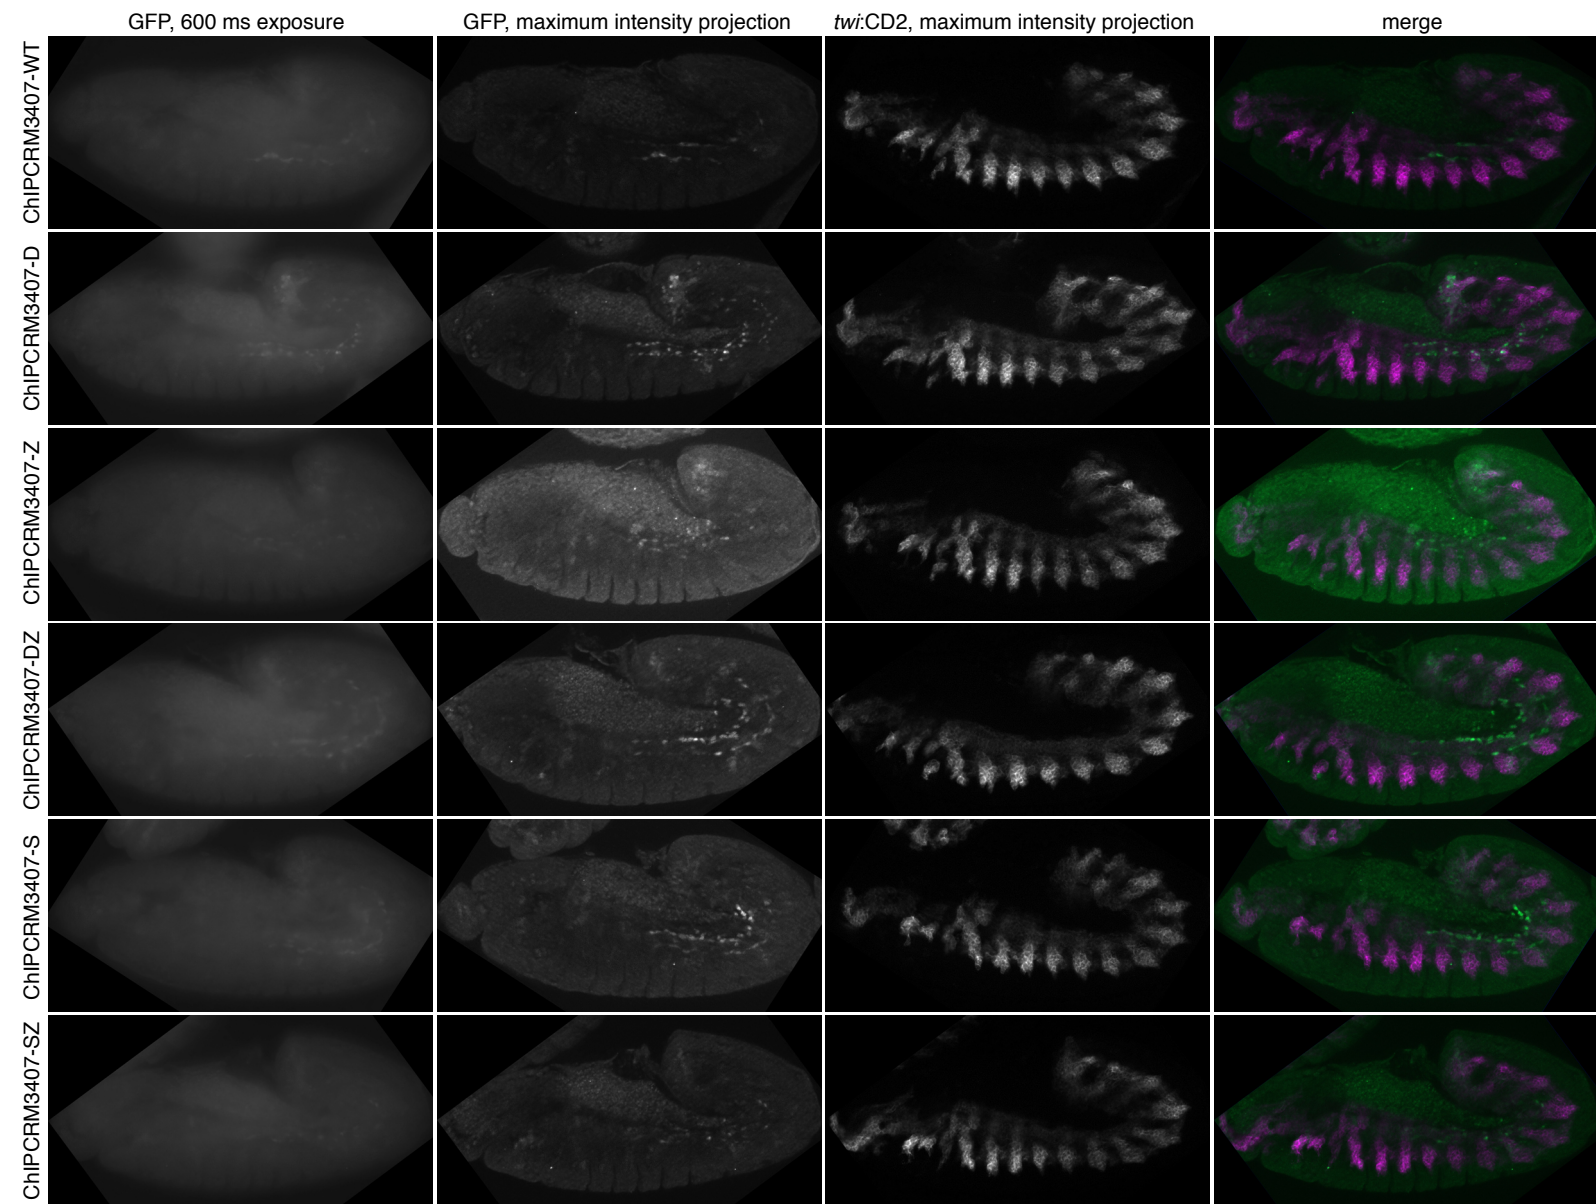

**Fig. S16. Imaging of representative embryos from the ChIPCRM3407 series.** The left column shows representative age-matched embryos, fixed, stained, and imaged in parallel, with identical exposure and with no adjustment to brightness or contrast, so that intensity can be compared. The remaining columns show reporter GFP expression, *twi*:CD2 pattern, and merge of maximum intensity projections from a Z-series of structured illumination optical sections from the identical embryo, to permit the careful inspection of GFP expression pattern.

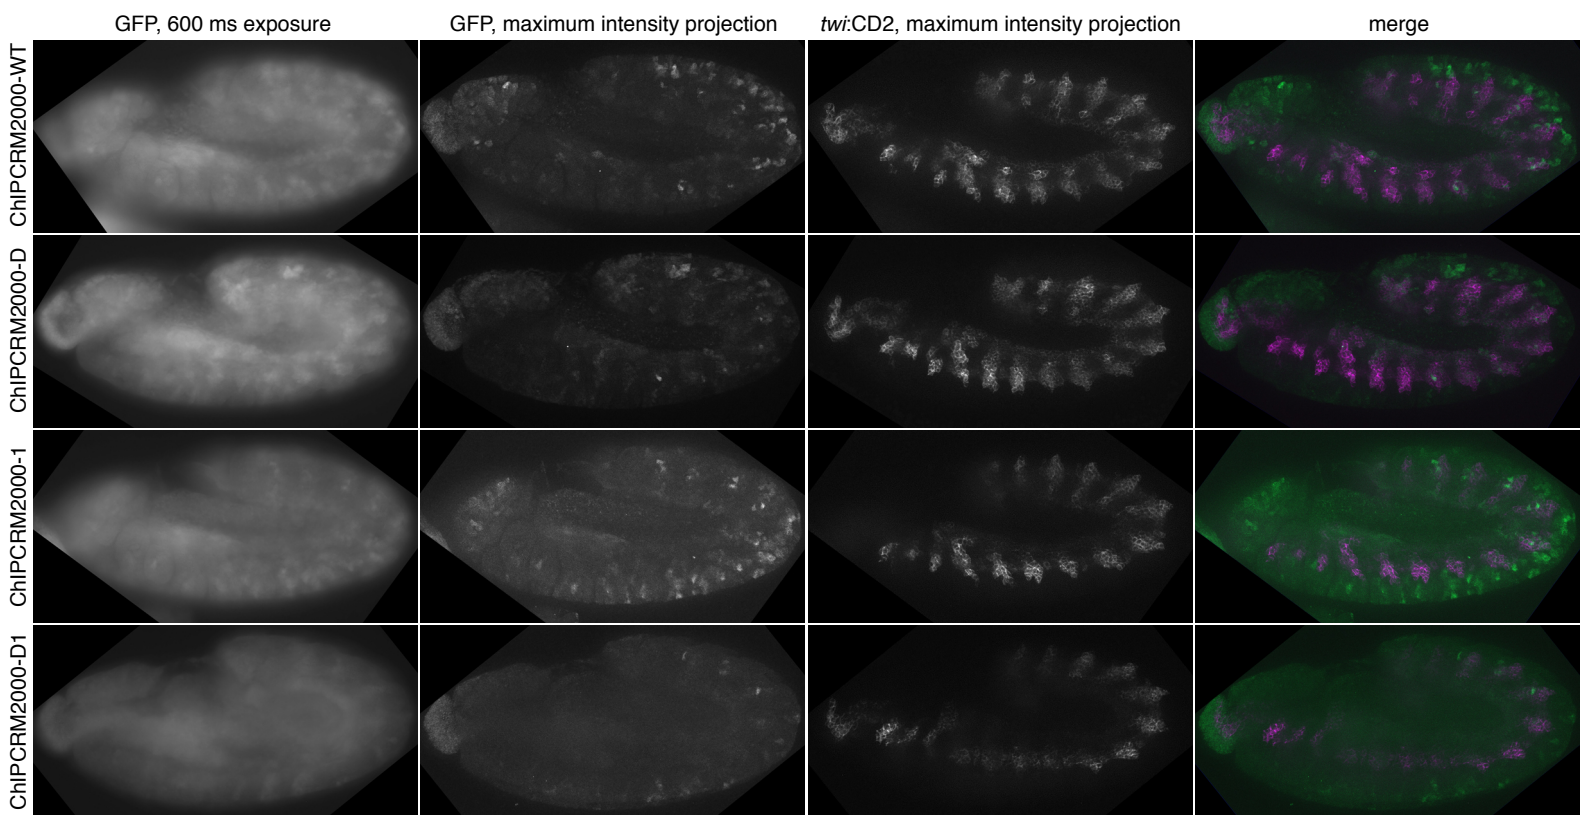

**Fig. S17. Imaging of representative embryos from the ChIPCRM2000 series.** The left column shows representative age-matched embryos, fixed, stained, and imaged in parallel, with identical exposure and with no adjustment to brightness or contrast, so that intensity can be compared. The remaining columns show reporter GFP expression, *twi*:CD2 pattern, and merge of maximum intensity projections from a Z-series of structured illumination optical sections from the identical embryo, to permit the careful inspection of GFP expression pattern.

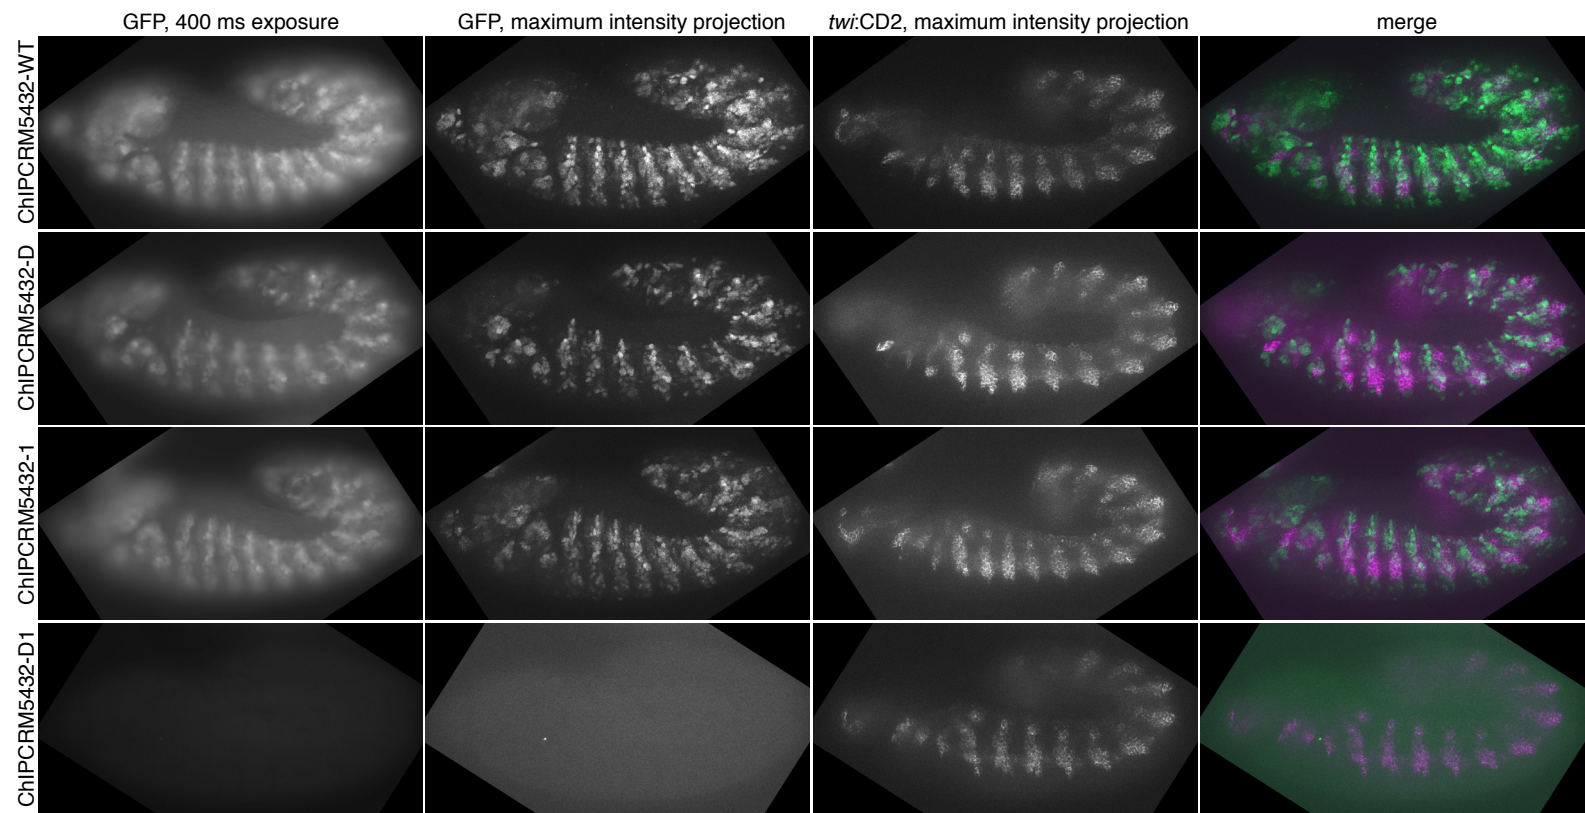

**Fig. S18. Imaging of representative embryos from the ChIPCRM5432 series.** The left column shows representative age-matched embryos, fixed, stained, and imaged in parallel, with identical exposure and with no adjustment to brightness or contrast, so that intensity can be compared. The remaining columns show reporter GFP expression, *twi*:CD2 pattern, and merge of maximum intensity projections from a Z-series of structured illumination optical sections from the identical embryo, to permit the careful inspection of GFP expression pattern.

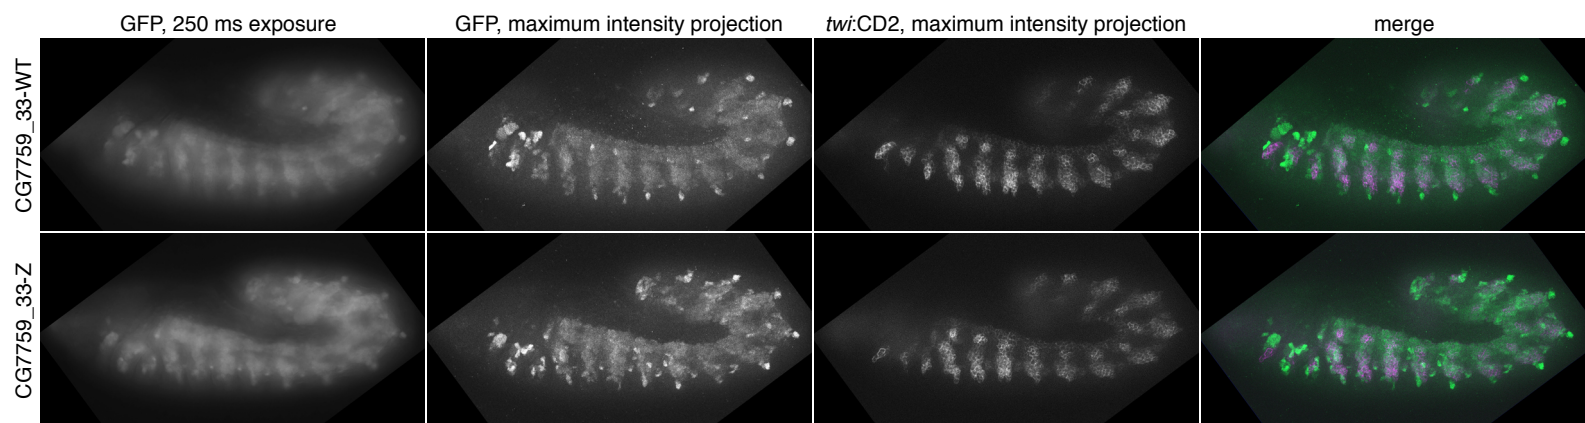

**Fig. S19. Imaging of representative embryos from the CG7759\_33 series.** The left column shows representative age-matched embryos, fixed, stained, and imaged in parallel, with identical exposure and with no adjustment to brightness or contrast, so that intensity can be compared. The remaining columns show reporter GFP expression, *twi*:CD2 pattern, and merge of maximum intensity projections from a Z-series of structured illumination optical sections from the identical embryo, to permit the careful inspection of GFP expression pattern.

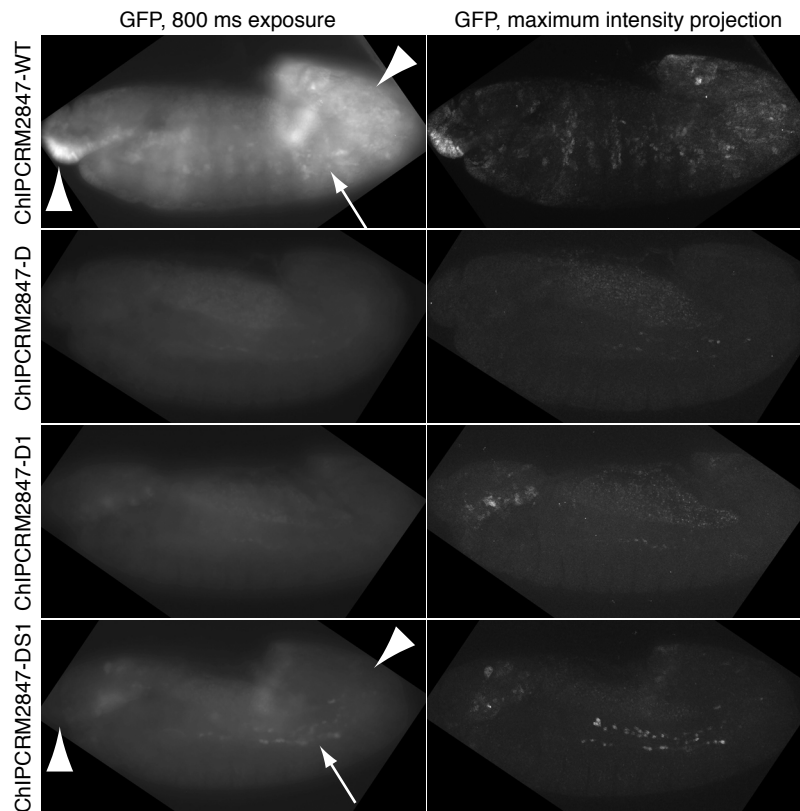

**Fig. S20. Imaging of representative embryos from the ChIPCRM2847 series.** The left column shows representative age-matched embryos, fixed, stained, and imaged in parallel, with identical exposure and with no adjustment to brightness or contrast, so that intensity can be compared. The right column shows reporter GFP expression in maximum intensity projections from a Z-series of structured illumination optical sections from the identical embryo, to permit the careful inspection of GFP expression pattern. Note that mutation of the single Schlank site substantially rescues the reduction of reporter expression caused by Deaf1 and CG12236-PB site mutations in one population of cells (arrows) but not in others (arrowheads).

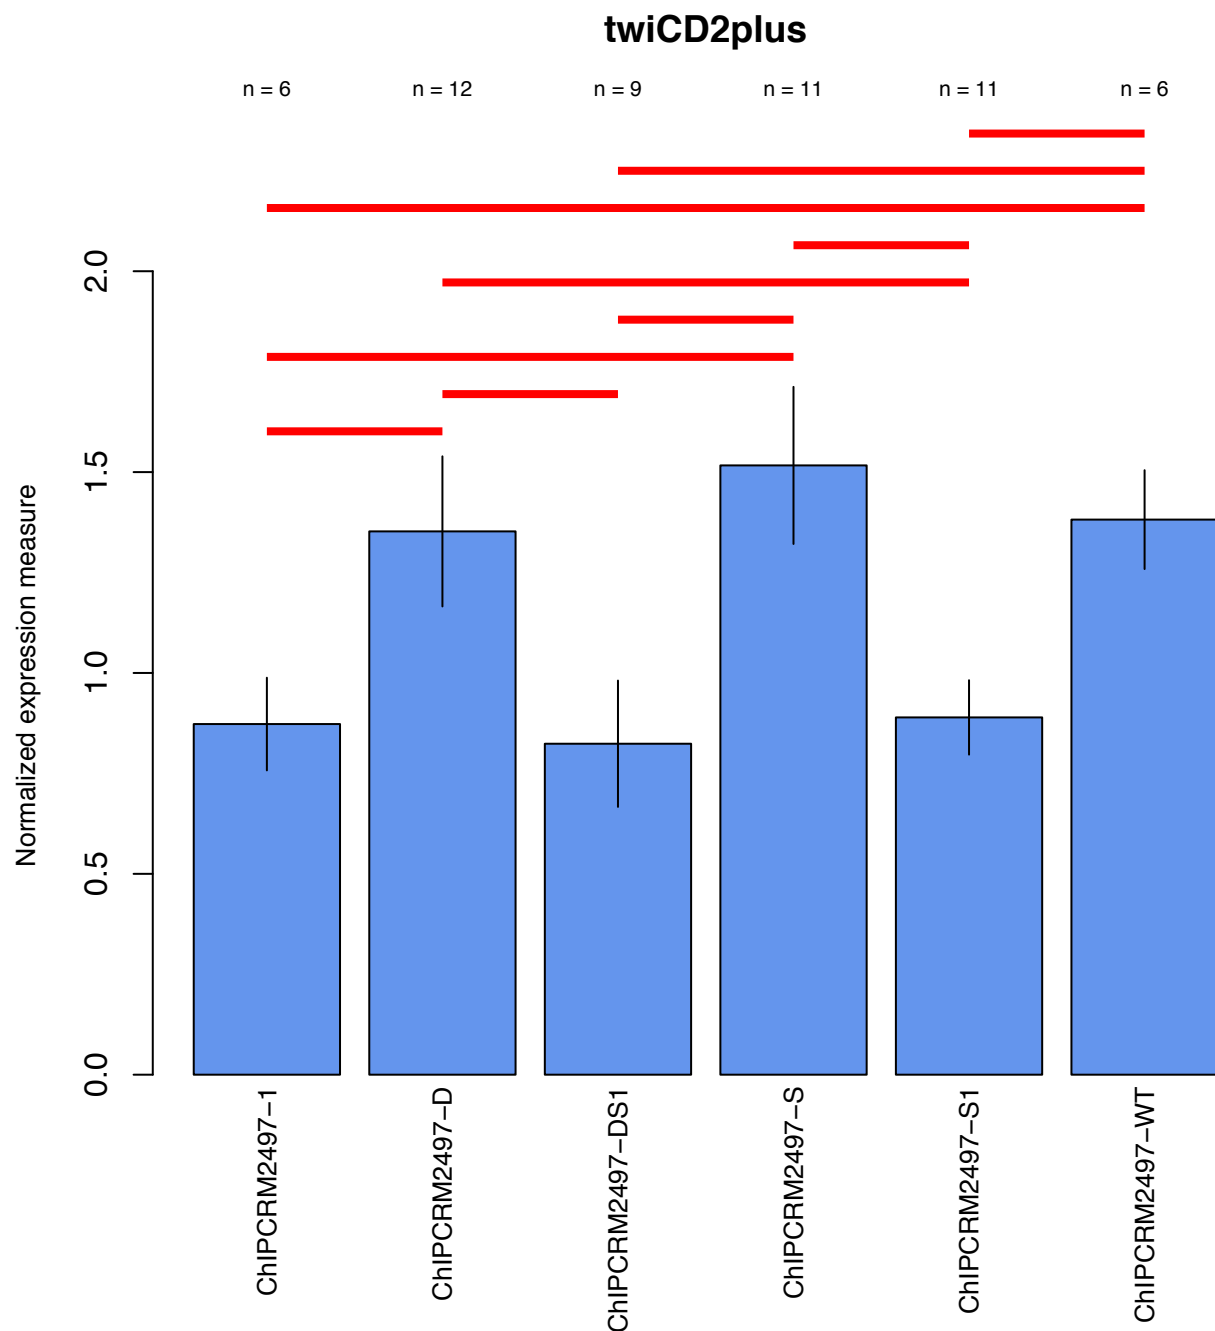

**Fig. S21. Absolute expression measurements for ChIPCRM2497 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

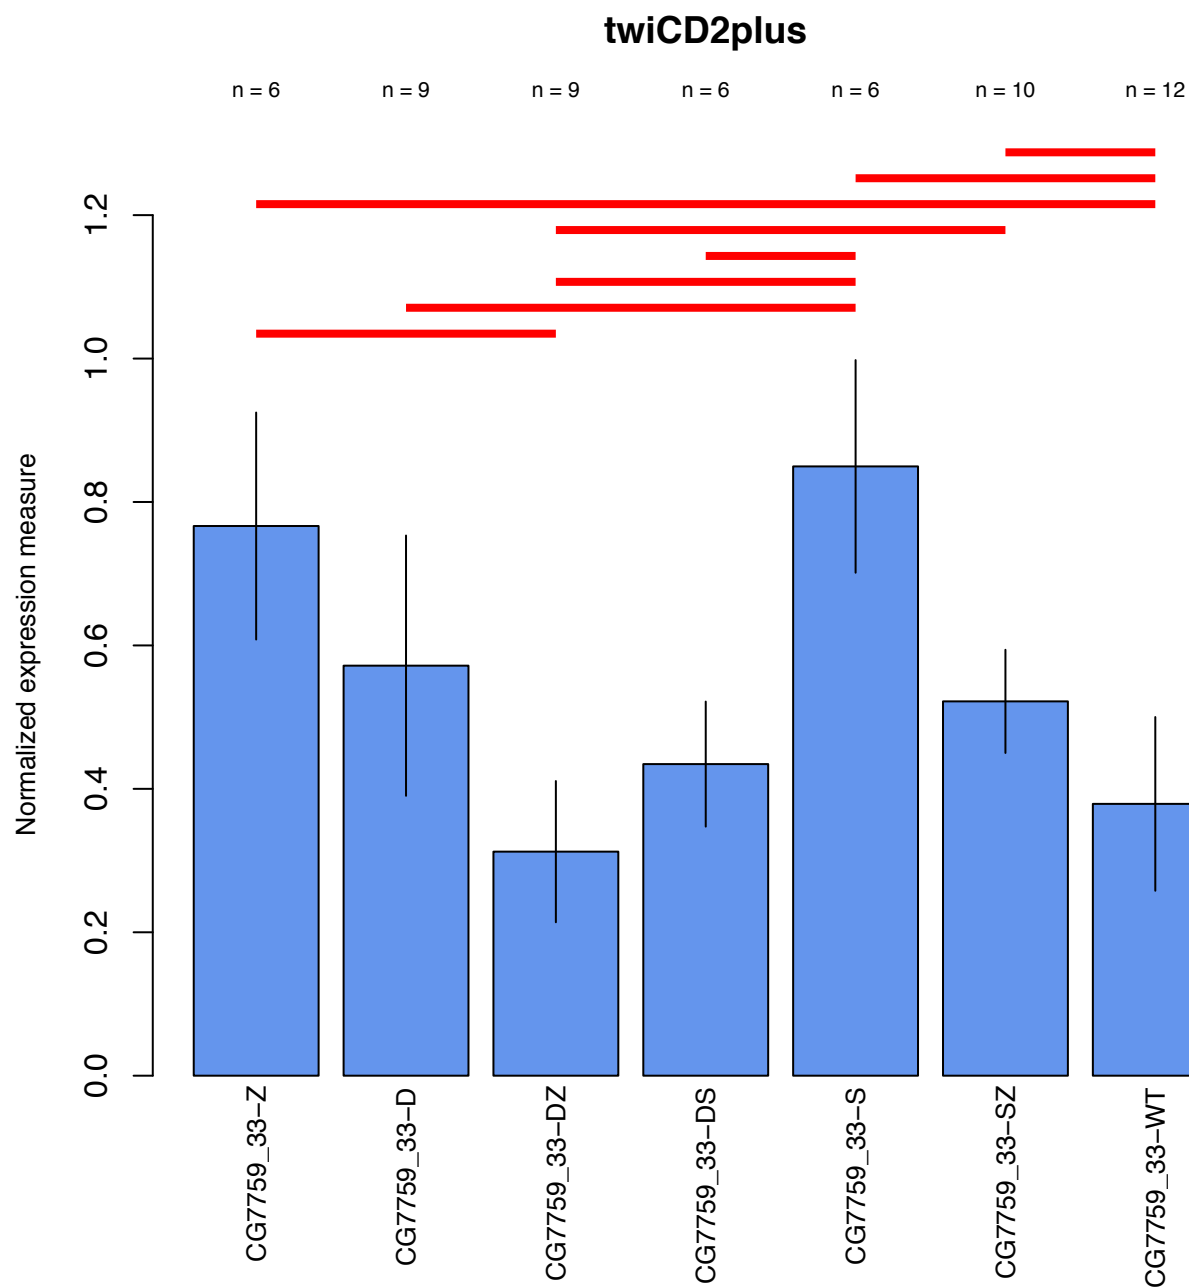

**Fig. S22. Absolute expression measurements for CG7759\_33 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

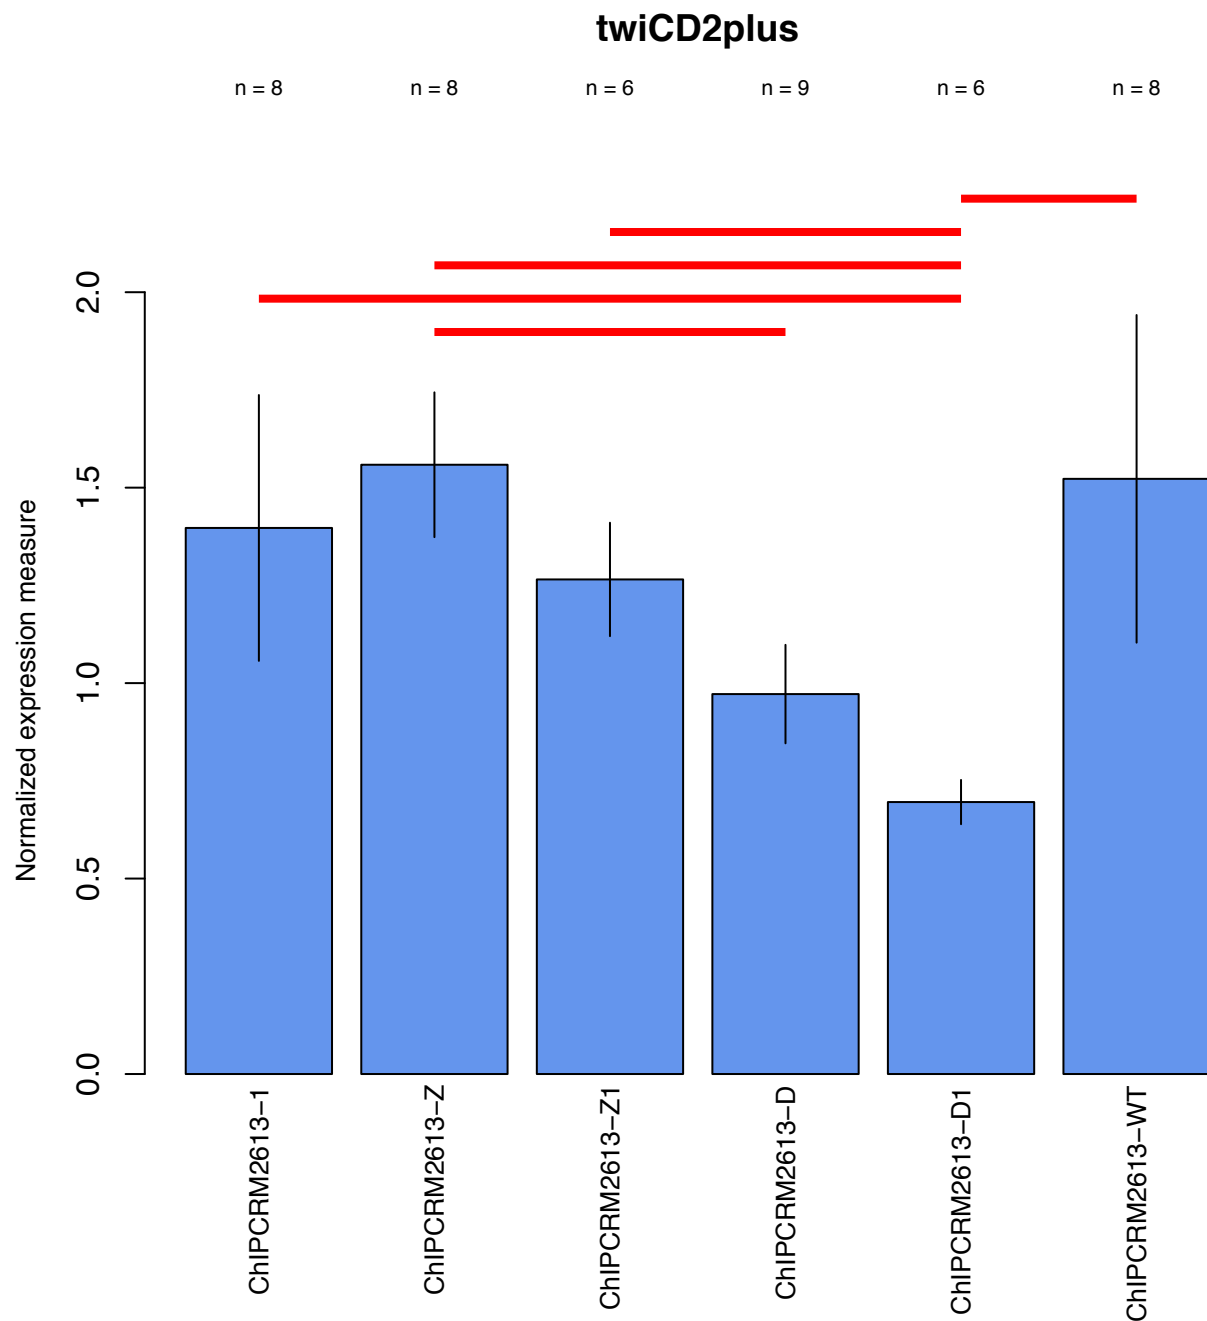

**Fig. S23. Absolute expression measurements for ChIPCRM2613 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

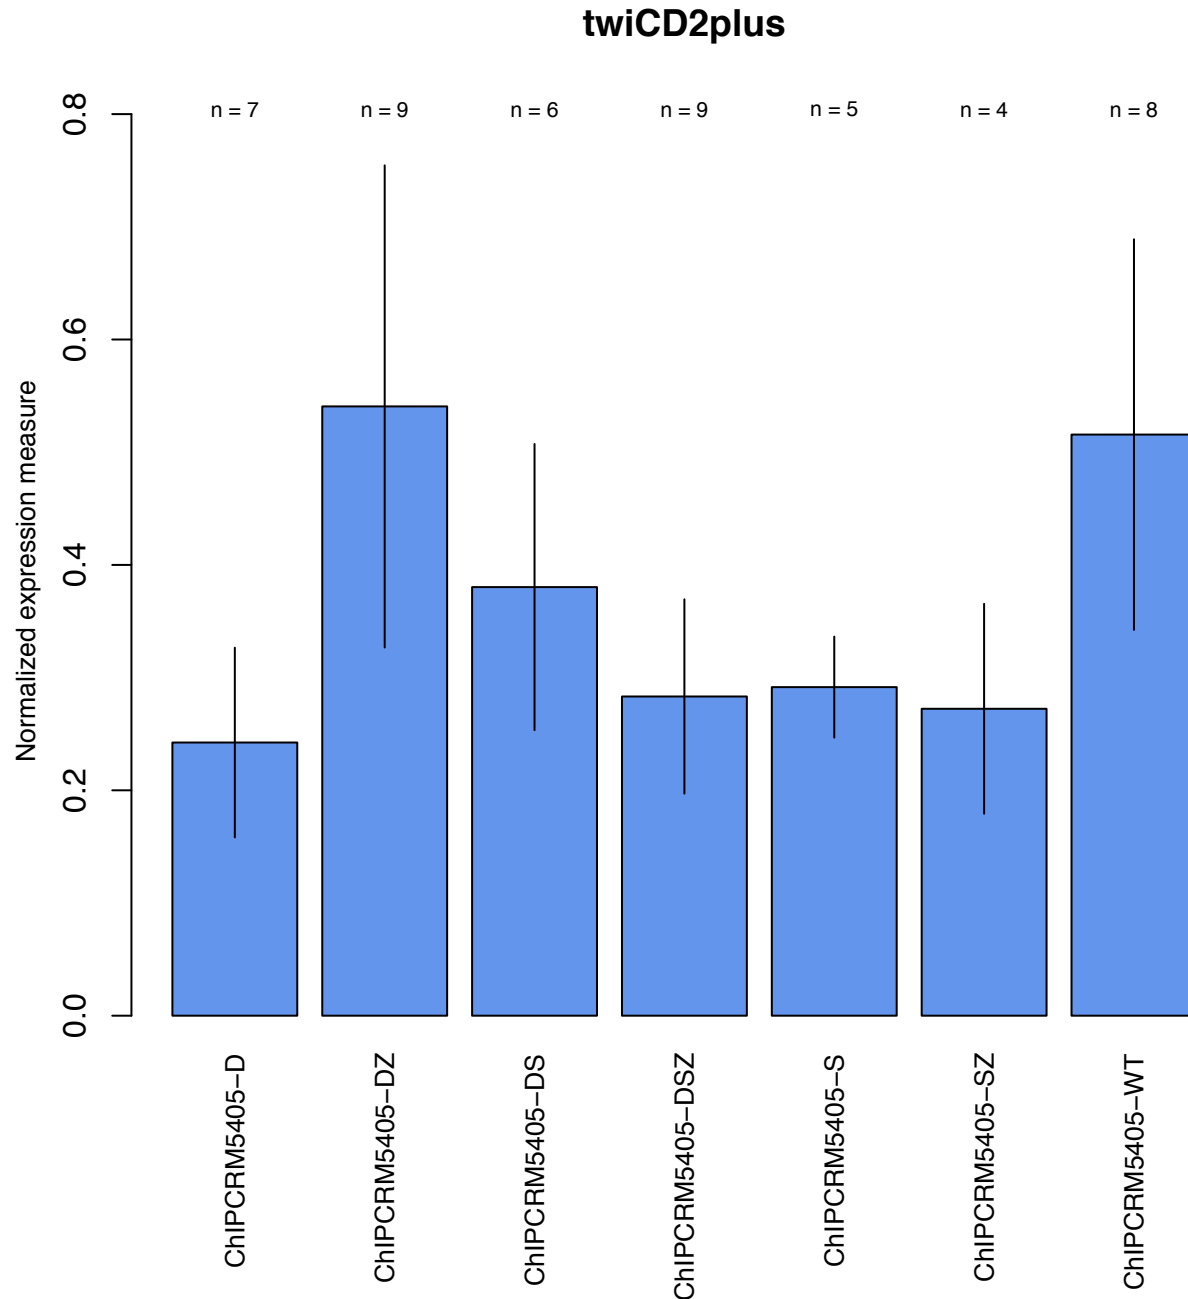

**Fig. S24. Absolute expression measurements for ChIPCRM5405 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. No statistically significant differences (adjusted P-value  $< 0.05$ , Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs were detected.

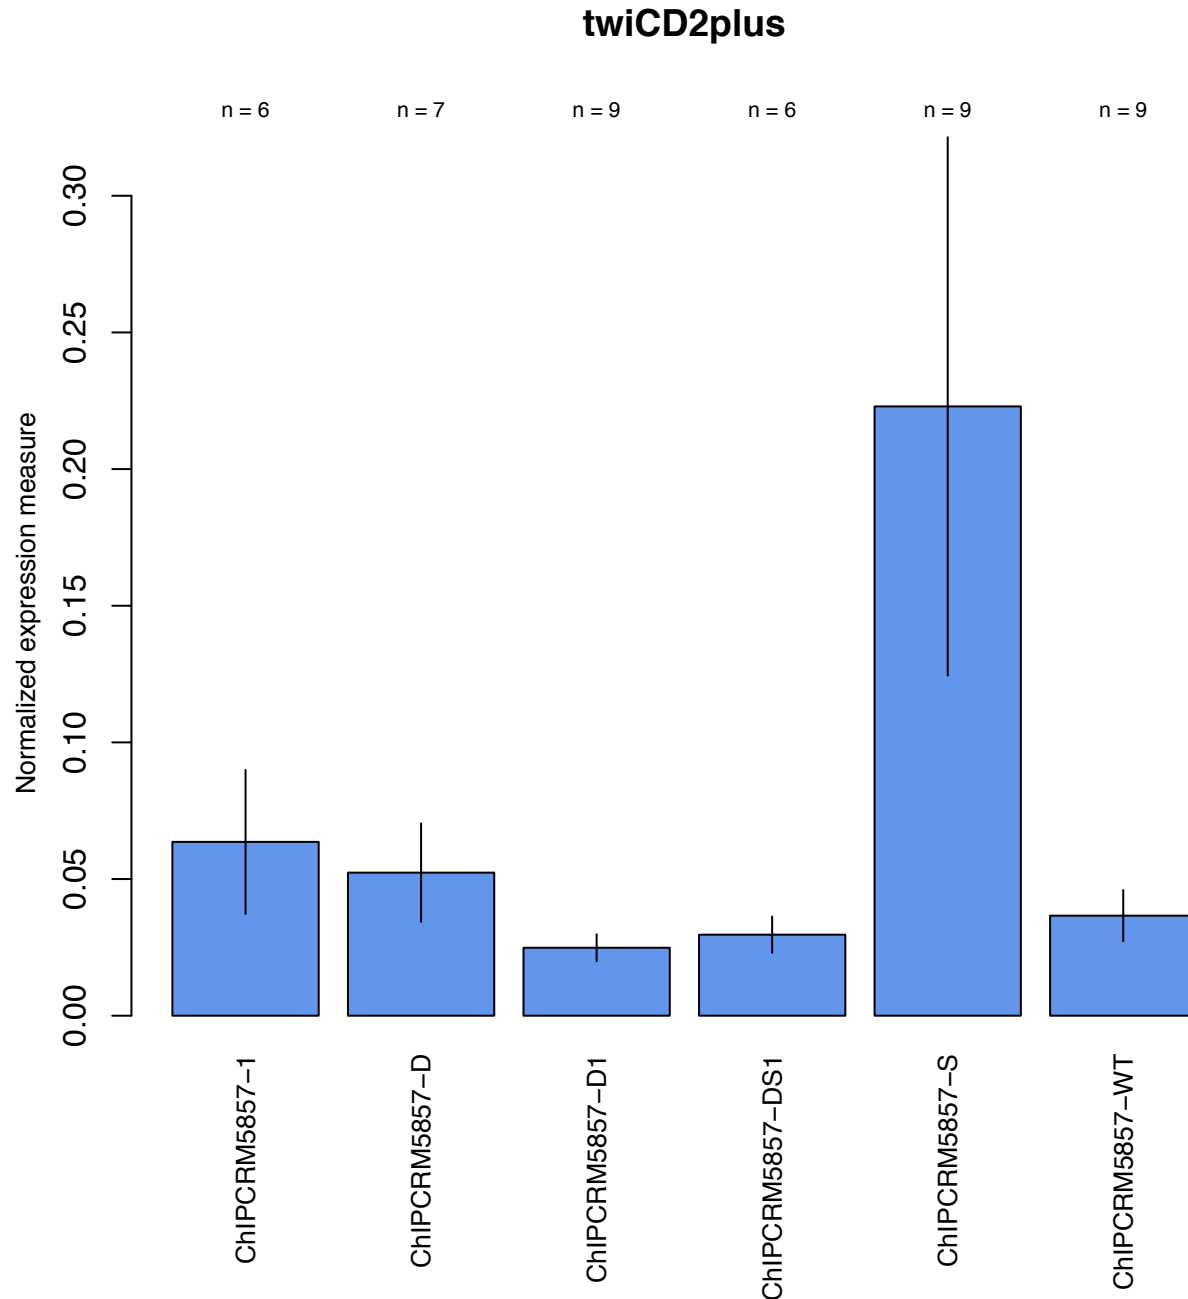

**Fig. S25. Absolute expression measurements for ChIPCRM5857 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. No statistically significant differences (adjusted P-value  $< 0.05$ , Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs were detected.

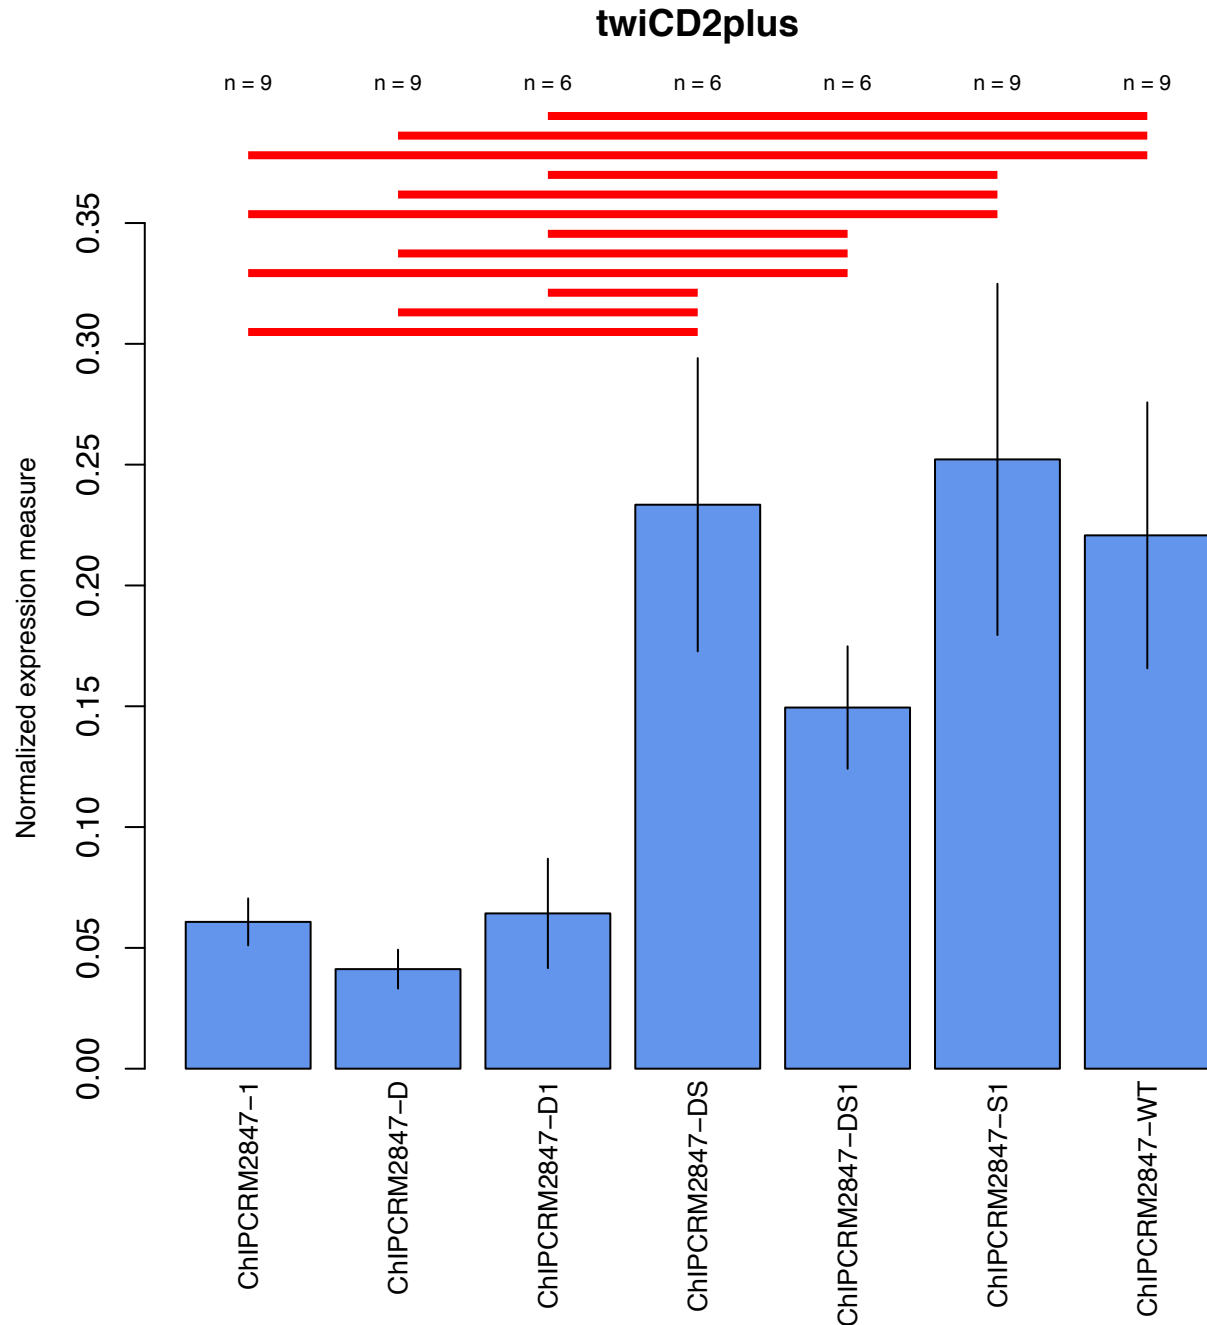

**Fig. S26. Absolute expression measurements for ChIPCRM2847 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

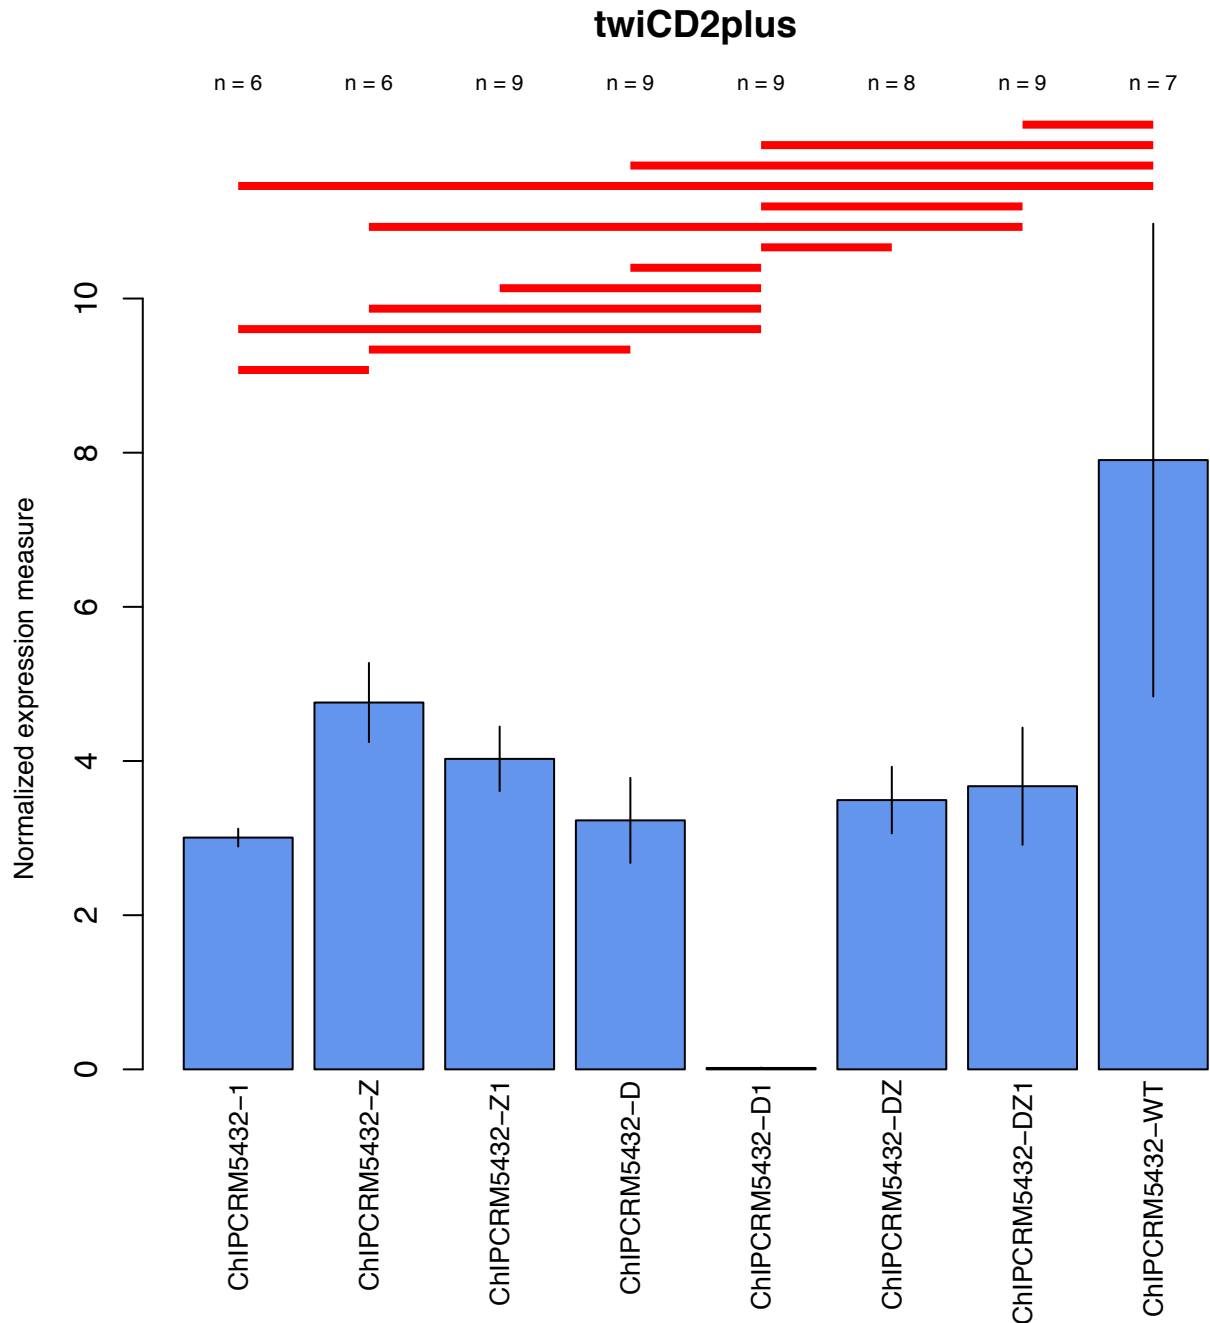

**Fig. S27. Absolute expression measurements for ChIPCRM5432 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

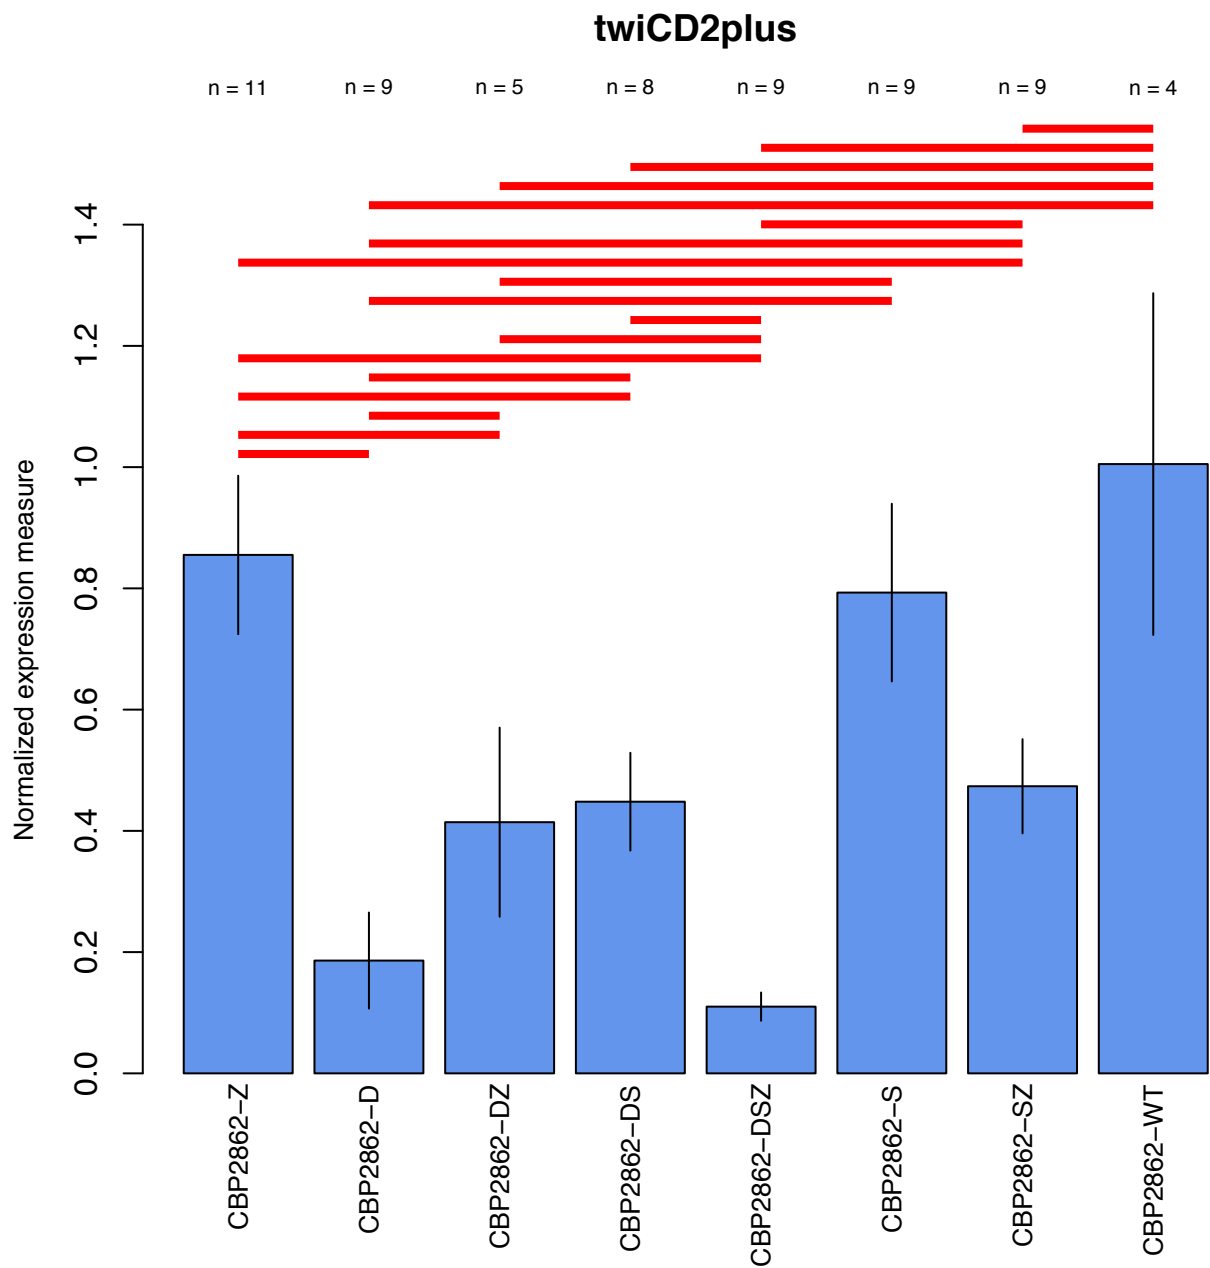

**Fig. S28. Absolute expression measurements for CBP2862 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

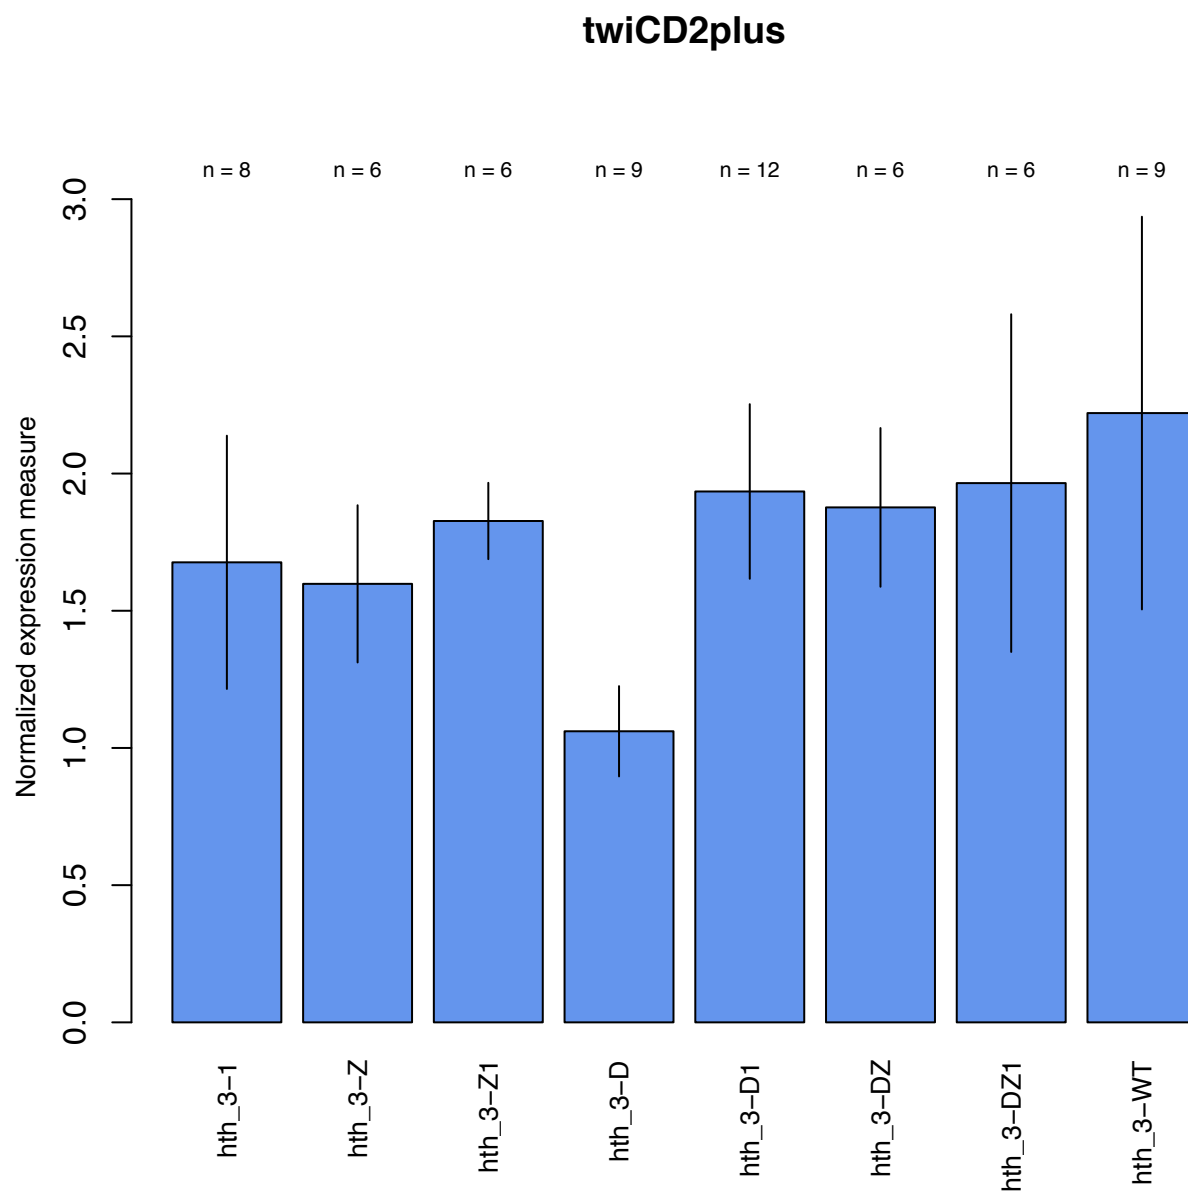

**Fig. S29. Absolute expression measurements for hth\_3 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. No statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs were detected.

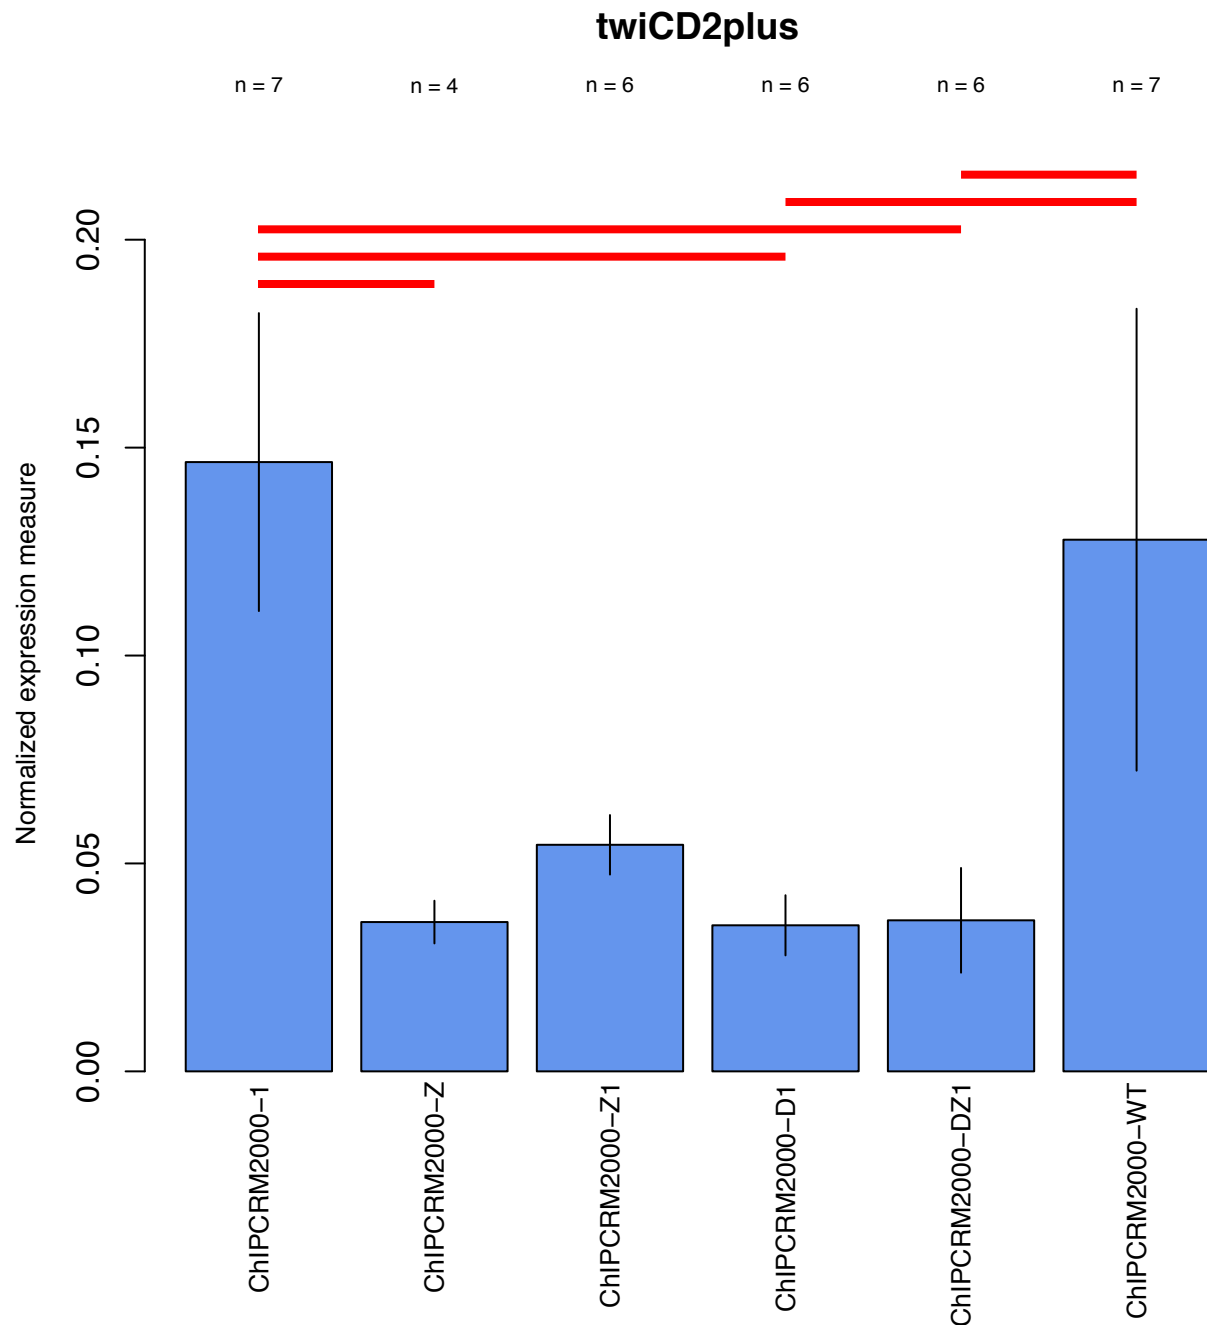

**Fig. S30. Absolute expression measurements for ChIPCRM2000 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

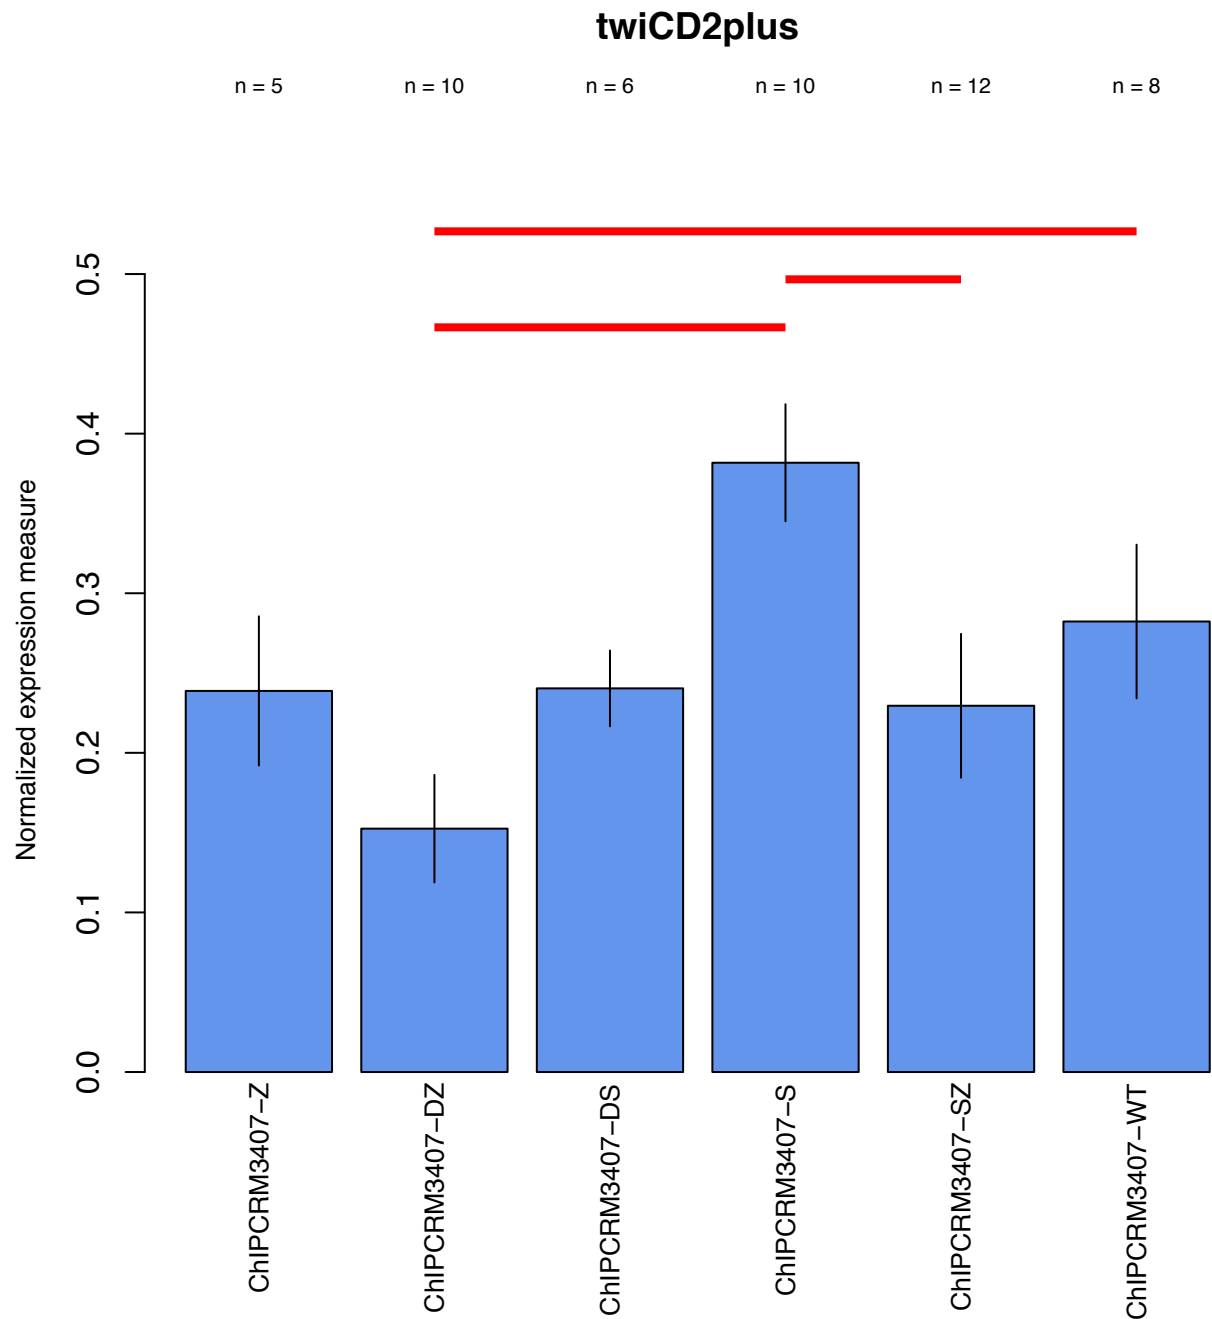

**Fig. S31. Absolute expression measurements for ChIPCRM3407 series in twiCD2+ cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value  $< 0.05$ , Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

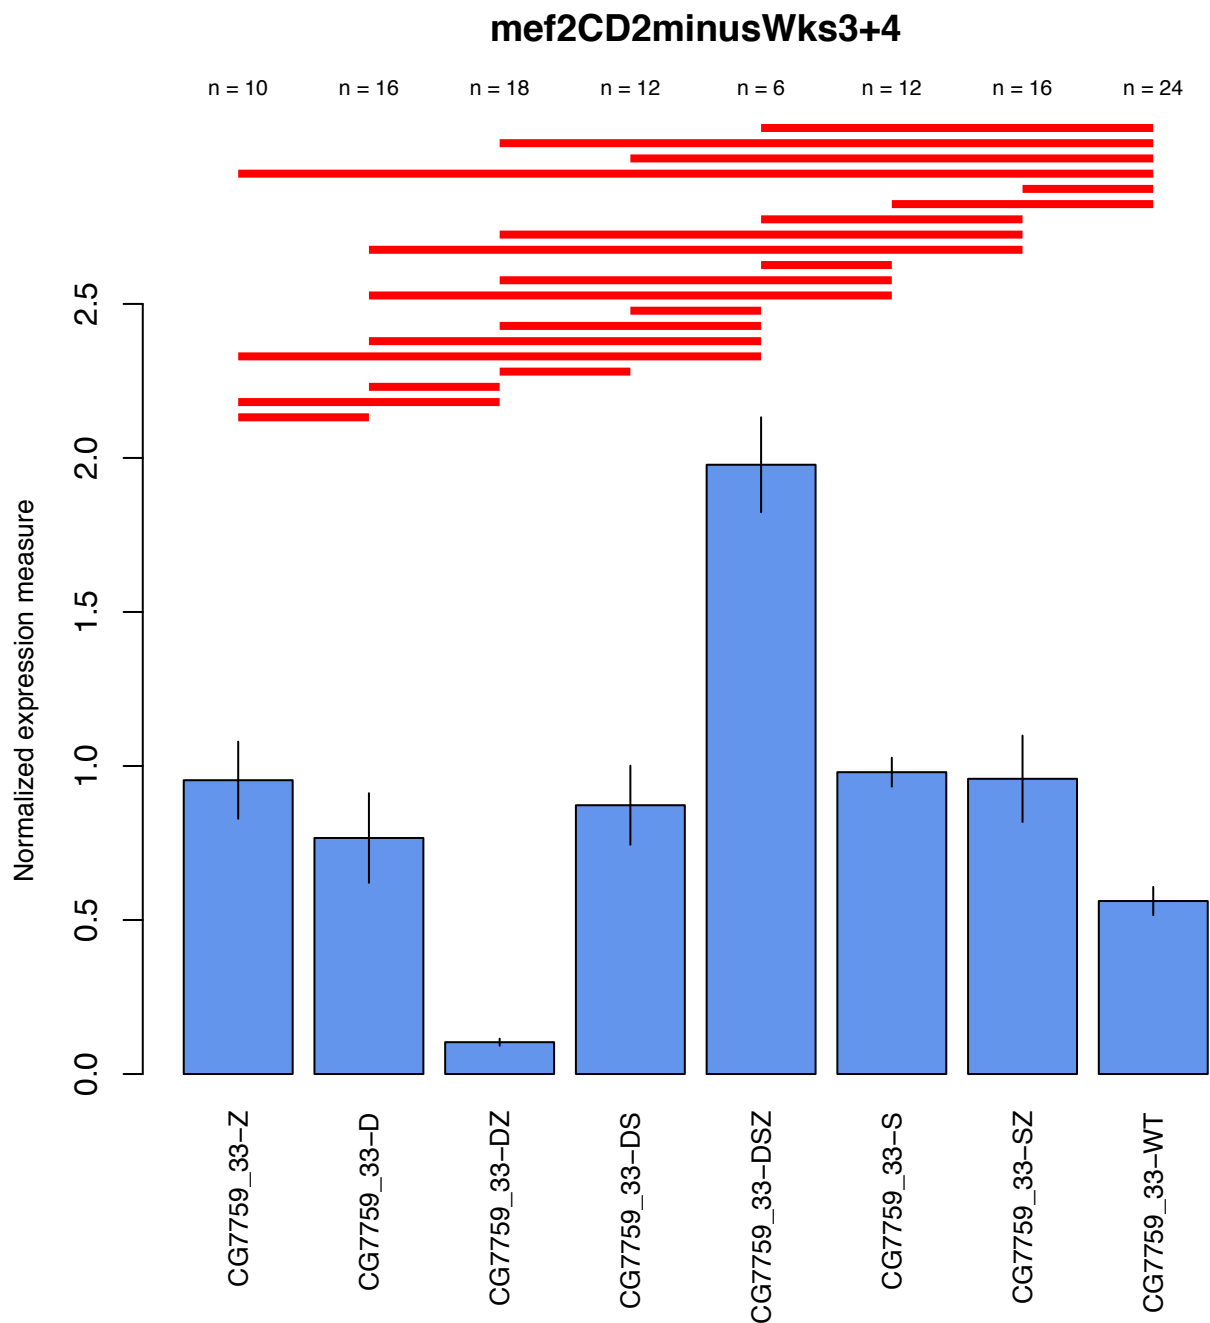

**Fig. S32. Absolute expression measurements for CG7759\_33 series in mef2CD2- cells.** Blue bars and error bars represent mean  $\pm$  s.e.m. of the normalized expression measure (RNA UMI count / DNA UMI count) in all replicates (from independent collections and/or independent tagged constructs; number of replicates is provided above) for each enhancer. Red bars represent statistically significant differences (adjusted P-value < 0.05, Conover-Iman post-hoc test with Benjamini-Hochberg correction) between enhancer constructs.

# Supplementary material for: Quantitative-enhancer-FACS-seq (QeFS) reveals epistatic interactions among motifs within transcriptional enhancers in developing Drosophila tissue
**Source:** Genome Biol. 2021 Dec 20;22:348. doi: 10.1186/s13059-021-02574-x
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Methods and Tables S1 and S2.

**Supplemental Material** for “Quantitative-enhancer-FACS-seq (QeFS) reveals epistatic interactions among motifs within transcriptional enhancers in developing *Drosophila* tissue”

Colin T. Waters^1,2,6^, Stephen S. Gisselbrecht^1,6^, Yuliya A. Sytnikova^1^, Tiziana M. Cafarelli^3,4^, David E. Hill^3,4^, Martha L. Bulyk^1-3,5^

^6^ These authors contributed equally to this work.

**Table of Contents**

**Supplemental Methods p. 3-12**

**Table S1 p. 6**

**Table S2 p. 10**

**Supplemental Methods**

**pQeFS vector construction**

Several modifications to the original pEFS vector were necessary to enable pQeFS. To enable efficient vector modification, a ligation-free, PCR-based cloning strategy known as FastCloning [59] was used. Using this method, a pair of primers were designed with homology to the 3’ UTR of the GFP reporter. Upstream of the 3’ UTR homology region of the primer is the desired insert (~20 to 120 bp). Thus, the forward primer is structured (5’ to 3’): insert, 3’ UTR homology and the reverse primer is structured (5’ to 3’): reverse complement of the insert, 3’ UTR homology. PCR with these primers amplifies the entire >10 kb plasmid, adding the short insert onto the 5’ ends of each amplicon. PCR reactions were treated with DpnI to digest any template plasmid, and the linear products with complementary ends were cloned into *E. coli* competent cells for propagation. Recircularization of the plasmid was not necessary prior to *E. coli* transformation.

This approach was used to introduce a short insert in the upstream region of the 3’ UTR (**Fig. S2**) that contained (5’ to 3’): a primer binding site (primer SQ7), a BmtI restriction enzyme site, a short spacer DNA, an AvrII restriction enzyme site, and a four base “handle.” Following FastCloning insertion, the plasmid was double-digested to remove the short spacer, and a long (~2.5 kb) region of *E. coli* DNA was ligated into its place. This recircularized vector was purified and propagated in *E. coli*. This region later served as the insertion site for the degenerate 20-mer tag that was used to distinguish reporter transcripts driven by different enhancers. The large insert was necessary to enable gel purification of the final ligation product from the precursor plasmid, as the degenerate 20-mer insert is substantially smaller than the 2.5 kb region of *E. coli* DNA, but would have been indistinguishable from the insert introduced in the earlier FastCloning PCR step. The precursor pQeFS vector (**Fig. S1**) was transformed into *E. coli*, midiprepped, and eluted at a final concentration of 0.64 ug/uL.

To ensure that the modifications to the pEFS backbone did not affect reporter activity, a pair of enhancers were cloned into pQeFS, and fly strains were created for each. These fly strains were crossed to the *twi*:CD2 fly line and embryonic expression in the progeny was assessed using fluorescence microscopy. A comparison to previously obtained images for these reporters in the pEFS backbone did not reveal any major differences in expression pattern (**Fig. S3**, panel A, C vs. B, D, respectively).

**Parallel cloning of enhancers into reporter backbones**

To prepare the library of enhancer-reporters, all enhancers were first cloned into pDONR223 in parallel, and then subsequently cloned into the pQeFS entry vector and screened individually. To obtain sufficient starting material for BP cloning, and to obviate the need for linearization of the pUC19 vectors, all enhancers were amplified out of pUC19 using Phusion polymerase, a standard three-step protocol, and universal M13R and M13F primers. Half-scale BP reactions for each enhancer amplicon were then performed in 96-well round-bottom reaction plates. pDONR223 was used instead of pDONR221 to enable spectinomycin selection and prevent persistence of Amp/Carb resistant pUC19 plasmids at later stages. Two microliters of each reaction was combined with 8 uL of lab-prepped DH5 alpha competent cells, incubated on ice for 30 minutes, heat shocked at 42 °C for 45 seconds, allowed to recover with the addition of 80 uL SOC medium, and incubated at 37 °C for 60 minutes. A QPix colony picking robot was then used to plate 20 uL of each transformation per chamber of a 48-chamber LB agar-spectinomycin plate, and plates were incubated at 37 °C overnight. The remaining transformation mix was stored at 4 °C overnight.

Following transformation, 81 of 100 cloning reactions yielded colonies. Two colonies from each transformation were picked and each was used to inoculate 150 uL of liquid TB with spectinomycin. Liquid cultures were arrayed in 96-well deep-well blocks, covered with a permeable plate seal and incubated at 37 °C overnight with shaking at 800 rpm. For the transformations which did not have overnight growth, the previous day’s transformation mix was spun at 3000 rpm for 15 minutes, and all but 15 uL of the supernatant was aspirated. Cell pellets were resuspended in the remaining medium and the entire transformation mix was plated in one chamber of an agar spectinomycin plate. These plates were incubated overnight at 37 °C, and all of the reactions yielded colonies. Colonies were chosen from these replated samples, and as above, used to inoculate liquid TB spectinomycin medium and incubated overnight. Following overnight growth, a Qiagen liquid handling robot was used to miniprep these samples in parallel. PCR screening of miniprepped material was performed, using KAPA2G or KOD polymerase, standard protocols, and M13R and M13F to identify successful transformants. This sequence of BP cloning and PCR screening was performed iteratively and all but one desired enhancer was successfully cloned, as determined by PCR screening.

In parallel with cloning of the enhancer elements, a large scale prep of the ligated pQeFS-dsN20 reporter was prepared. Five parallel transformations of pQeFS-dsN20 into ccdB survival cells were performed according to manufacturer’s instructions. Each transformation reaction was split into two following recovery in 2x SOC medium. Each half reaction was plated on a 15-cm LB carbenicillin plate (total of 10 plates), and the plates were incubated at 37 °C overnight. Colonies were scraped off the plates using a cell lifter in 1 mL TE pH 8.0 per plate, pooled, and processed with a Qiagen MaxiPrep kit. The MaxiPrepped material was eluted in a ~250 uL final volume at a concentration of ~2 ug/uL. Note that the solid culture approach was chosen to restrict the likelihood of runaway growth of individual dsN20-pQEFS elements in an attempt to maintain library complexity.

LR reactions were performed with BP reaction PCR products and a fraction of the dsN20-pQEFS maxiprep pool. As before, 2 uL of each reaction was used to transform 10 uL of DH5 alpha chemically competent cells. Transformation reactions were plated on LB carbenicillin plates and 5 colonies from overnight growth were chosen (where possible) for overnight growth in liquid culture. 96-well minipreps were performed using a Qiagen liquid-handling robot. Miniprepped material was then screened using the GFP-qPCR-F primer to assess the presence of a degenerate 20-mer tag, and the nestF primer to assess for expected enhancer presence. DNA yield from the liquid handling robot was variable, and often below the concentration required for Sanger sequencing, thus sequencing results were somewhat variable, and failure to yield results indicating unsuccessful cloning was confounded by unsuccessful sequencing. Nevertheless, screening of ~1000 miniprepped constructs identified 360 potential library elements with positive results for enhancers and tags. This required several iterations of cloning and screening, as we wanted to obtain coverage of each enhancer element with at least 3 unique degenerate barcodes. Overall, we obtained the complexity presented in **Table S1**.

**Table S1: Number of tags obtained for enhancers in the screen.**

| Number of tags | Number of constructs |
| --- | --- |
| 0 | 8 (1 Gen9, 1 BP, 6 LR failures) |
| 2 | 7 |
| 3 | 38 |
| 4 | 23 |
| 5 | 15 |
| 6 | 5 |
| 7 | 5 |

All constructs were quantified by NanoDrop, and pooled such that each enhancer would be present in the library at equal concentration scaled to the number of unique tagged elements present in the library. Library elements were pooled manually, attempting to work with volumes greater than 2 uL to reduce pipetting error. The final pooled library (volume ~6 mL) was concentrated on a rotary evaporator, extracted, precipitated, and resuspended in 300 uL of 1X fly embryo injection buffer.

**Preparation of the barcode-tag lookup table library**

1.5 ug of precipitated, washed library in 1X injection buffer was removed for construction of the look-up table library linking degenerate tags to enhancer barcodes (**Fig. S4, S5**). This sample was Bmt I digested, excising the bulk of the GFP reporter and the enhancer region, and then recircularized by ligation to juxtapose the reporter tag and enhancer barcode. To limit runaway amplification of the library, a trial PCR was performed using a dilution series of input material, and 13 total cycles of amplification were chosen for the final amplification step with primers P5_SQ3 (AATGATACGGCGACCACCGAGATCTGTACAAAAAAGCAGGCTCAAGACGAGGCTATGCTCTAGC) and P7_IndexN_IndexSeq_SQ6 (CAAGCAGAAGACGGCATACGAGAT-index-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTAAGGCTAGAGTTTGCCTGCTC). The library was then purified using a single-sided SPRI selection with a ratio of 0.8x beads:sample. The library was sequenced on an Illumina MiSeq with a 70 base read 1 run and a 6 base index 1 read with the LUT_sequencing custom sequencing primer (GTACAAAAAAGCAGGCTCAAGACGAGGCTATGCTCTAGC). A total of 35,247,345 raw reads were sequenced, and 33,876,153 Passed Filter reads were identified, a rate of 96%. A total of 33,322,759 reads had the expected Illumina index.

Following lookup table library preparation and sequencing, a total of 31,898,661 tag counts were obtained, distributed across 221,158 barcode-tag matches for 98 enhancers. Although, as desired, the distribution of enhancer frequency in this library was fairly uniform (**Fig. S6**), we also observed redundant degenerate tags matched to multiple enhancer barcodes. In addition to the desired intramolecular ligations during look-up table library prep, there are apparent instances of intermolecular ligation, leading to spurious barcode-tag matches. These spurious pairs did not affect our eventual experimental results, as individual reporter tags are physically linked to the enhancers that drive their expression, but they did affect the creation of the lookup table, potentially impacting our ability to map reporter tags back to the enhancers that drive their expression in an unambiguous manner. To investigate the origin of these spurious barcode-tag pairs in more detail, tags for a given enhancer were clustered according to Levenshtein distance, which accounts for insertions, deletions, and substitutions between two strings. For example, for the enhancer ChIPCRM5405-S, clustering of all the observed degenerate tags followed by tree-cutting to 320 groups (based on the number of expected barcode-tag pairs) revealed two predominant clusters and 318 other low-frequency groups (**Fig. S7**). Each of the two predominant clusters contained variants of one or the other of the expected tags for this enhancer. Thus, they represented potential sequencing errors, or mutations introduced during the library preparation step. The other clusters correspond to expected tags for other enhancer barcodes and were assumed to be derived from spurious intermolecular ligations. In general, we expect that clusters with many members correspond to a true barcode-tag pair, while minority clusters are spurious pairings. Thus, for each enhancer, a consensus sequence can be generated for each predominant tag cluster to obtain the barcode-tag pair. Mismatches that may be present in tags in the actual enhancer-reporter library can be dealt with at later analysis stages by allowing mismatches when mapping reporter RNA-seq reads back to tags in the look-up table, as described below. By virtue of having cloned this library in parallel, we also had a set of expected barcode-tag pairs. In this filtered, expected set, 26,891,515 tag counts were observed, distributed across 320 barcode-tag matches for 94 enhancers.

Using the expected barcode-tag lookup table, we sought to determine the per-enhancer tag distribution; in other words: how evenly distributed was a barcode’s total abundance across its constituent tags? Overall the distribution was fairly even (**Fig. S8**), although there are examples where a single tag dominates, likely due to a combination of quantification and pipetting errors during library pooling.

**Injection details**

For injections, 275 uL of 1.43 ug/uL plasmid library were submitted to Rainbow Transgenic Flies for injections. Thirty rounds of injection were performed over a tight time-window of approximately 10 days, and 6375 injections were performed, of which 3951 larvae hatched, for a viability rate of 62%. This viability rate is consistent with previous commercial injections.

**Fly husbandry and FACS**

The QeFS library was injected into flies from the strain *w- nos-ΦC31; attP40*. This strain drives the ΦC31 integrase under control of the *nanos* promoter leading to expression during oogenesis, resulting in mRNA deposition in the egg prior to fertilization. This strain also contains an attP integration site (recognized by the ΦC31 integrase) on the second chromosome. Recombination between the attP site in the fly genome and the attB site present in the pQeFS vector leads to stable integration of the enhancer-reporter into the fly genome and conversion of the recognition sites into attL and attR sites, thus preventing further recombination events. Note that the attB/P and attL/R sites for Gateway cloning are separate and distinct from the ΦC31 integrase recognition sites. Thus, in the germline of the injected embryo, two integration events are possible in each primordial germ cell, and the haploid gametes will contain a single integrated enhancer-reporter (if any), thus the progeny of each gamete will have a single enhancer-reporter element in the genome of every cell, and successful transformant progeny will be marked by *w+*.

Viable larvae from injected embryos were reared to adulthood, and male flies were crossed with *yw* virgin females. Transformed, *w+* male progeny from this cross were then crossed to virgin females from a strain with cell type-specific expression of a rat CD2 cell-surface marker. This cell type-specific expression of the cell-surface marker enables purification of a given cell type of interest through the use of FACS. In principle, any fly population of interest could be purified using this method, as long as a cell type-specific enhancer is available. For our experiments, we used the promoter region for the TF *twist* (*twi)*, which enables isolation of whole mesoderm at embryonic stage 11 and 12. We also used the *Mef2-I-E_D5_* enhancer for purification of fusion-competent myoblasts, a mesodermal subset from the same developmental stage. This cross between virgin females from the CD2 driver line and male progeny from the injected population was performed in 10-cm diameter population cages. Flies were allowed to lay eggs on molasses plates for two 2 hour collections. After each laying period, plates were aged for 10-11 hours at 18 °C or 5.5 hours at 25 °C, to obtain embryos in developmental stage 11-12. After aging, embryos were collected off plates, dechorionated, and single cell-suspensions were prepared for FACS. Collections were performed each morning on Wednesday, Thursday, and Friday. Two weeks of collections were performed for *twi:*CD2 crosses followed by two weeks for *mef2:*CD2 crosses.

Single cell suspensions were stained with Alexa647 conjugated anti-Rat CD2 antibody (AbDSerotec. #MCA154A647) diluted 1:40 in Schneider medium with 2 ug/mL DAPI stain, and washed once in Schneider’s medium with 8% FBS. Cell suspensions for embryos from *yw* and *twi:*CD2 or *mef2:*CD2 flies were prepared at the same time to serve as FACS controls. During FACS, gates were first set using *yw* cells to account for auto-fluorescence and to identify live and dead cells, and gates were then set on the CD2 driver line to distinguish CD2+ and CD2- populations. Cells were then sorted using these gates (**Figure S9**). This yielded approximately 2 to 4 million cells per collection for *twi*:CD2+ cells (**Table S2**). Both collections for each day were pooled, spun down gently, resuspended in 500 uL TRIzol, and flash frozen in liquid nitrogen before storage at -20 C.

**Table S2. Cell counts for FACS collections.**

| Date (CD2 driver) | Early collection |  | Later collection |  |
| --- | --- | --- | --- | --- |
|  | CD2+ | CD2- | CD2+ | CD2- |
| 10-25-17 (*twi*) | 2609K | 546K | 2465K | 444K |
| 10-26-17 (*twi*) | 2131K | 530K | 1848K | 476K |
| 10-27-17 (*twi*) | 1651K | 477K | 1587K | 463K |
|  |  |  |  |  |
| 11-01-17 (*mef2*) | 78K | 4282K | 78K | 5034K |
| 11-02-17 (*mef2*) | 50K | 3121K | 46K | 3261k |
| 11-03-17 (*mef2*) | 132K | 6934K | 95K | 5478K |
|  |  |  |  |  |
| 11-08-17 (*mef2*) | 78K | 5847K | 52K | 5256K |
| 11-09-17 (*mef2*) | 62K | 5422K | 71K | 5227K |
| 11-10-17 (*mef2*) | 77K | 4580K | 91K | 5247K |

**Library preparation**

Since we believed there would be a range of enhancer-driven expression, including the possibility of enhancers with either no activity or undetectable activity, we sought to simultaneously purify reporter transcript RNAs (giving a read-out of activity) and the reporter DNA elements (giving a read-out of the relative abundance of each enhancer in the population of cells). With these data, reporter transcripts could be scaled by overall reporter abundance, providing a normalization factor for the signal and enabling the identification of enhancers which were inactive or undetectable. For each sample in TRIzol, RNA was purified using standard acid phenol:chloroform extraction of the aqueous phase, followed by concentration on a ZYMO RNA Clean and Concentrator 5 column. DNA was purified by double back extraction of the organic phase using TNES-6U buffer (10 mM Tris-Cl, pH 7.5, 125 mM NaCl, 10 mM EDTA pH 8.0, 1% SDS, 6 M Urea), followed by phenol:chloroform extraction and ethanol precipitation.

An important consideration in the design of custom sequencing approaches is the ability to successfully distinguish clusters on the Illumina sequencing chip. If there is insufficient nucleotide complexity within the first ~6 cycles of sequencing, cluster identification by the Illumina processing software fails, and overall yield can suffer dramatically or the run can fail entirely. To address this, we incorporated a UMI tag into the library preparation primers, which would not only introduce complexity into the first few bases sequenced, but also enable direct quantification of RNA transcripts, thus controlling for the potential introduction of bias that can occur through runaway amplification during library construction.

The overall strategy was as follows (**Fig. S10**): simultaneously purify RNA and DNA from the samples in TRIzol using the back extraction method for DNA, TURBO DNase treat the RNA fraction to eliminate any contaminating DNA, purify on a Zymo RNA Clean and Concentrator 5 column, and reverse transcribe the RNA using a nested primer (QeFS_RT_oligo, GTTCAGAGTTCTACAGTCCGA). After reverse transcription and cDNA purification, a single round of primer extension was performed to label the second strand with the UMI tag, this was performed with KAPA polymerase and a primer that runs (5’ to 3’): Illumina P5 cluster generation primer, Illumina read 1 sequencing primer, 8-base degenerate UMI sequence, QeFS complement (P5_Rd1_UMI_QeFS, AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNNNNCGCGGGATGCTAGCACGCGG). This primer incorporated both the Illumina P5 cluster generation primer and the standard Illumina sequencing primer. Sequencing begins with the 8-base UMI sequence, then runs through a 20-base constant sequence, and finally into the 20-base degenerate tag. Following primer extension, the second-strand DNA was purified using a 0.9x beads:sample SPRI purification, and PCR was performed using P7_IndexN_IndexSeq_SQ6, which binds internally to the QeFS_RT_oligo, and a universal primer that contains the Illumina P5 sequence and the Illumina read 1 sequencing primer (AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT). This universal primer maintained the UMI tag present on each second strand DNA and in combination with the 0.9x SPRI purification, prevented rewriting of UMI tags or retagging of cDNAs. The structure of the resulting amplicon is shown in **Fig. S11**.

UMI counts for DNA and RNA, or the final scaled expression measurement were not heavily biased by the distribution of tags in the initial input library (**Fig. S13**). Correlating the tag counts from the lookup table with any of these three measures returns a Pearson’s r of -0.07 to 0.09 for the first day of the *twi*:CD2+ collections. Although we did not see an overall correlation of enhancer representation in the experimental library with the input (injected) library, we also did not see full representation of the input library in the experimental library. For instance, our lookup table library (a proxy for the injected library) contained 320 tags, but the largest number of tags present on any given day in the experimental library is 287, suggesting that there were dropout events that occured due to variation in the fly population over the month-long experiment.

Although the trends are largely consistent between the two weeks, there was some variability in which changes are called as significant, likely due to variability in tag representation between the two weeks (due to changes in the fly population over time) and to differences in sequencing depth. For example, in the week 1 collection, a significant loss in activity was observed following Deaf1 site mutations in ChIPCRM5432 (*P* = 0.028), while a loss of activity was also observed in the week 2 collection, it was not called significant by the Conover-Iman test.

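In week 1 of mef2:CD2- collections, ChIPCRM5432-D had 0.636 of the wildtype activity (adjusted p = 0.112, permutation test), and in week 2 it had 0.578 (adjusted p = 0.223, permutation test). With the t distribution of the Conover-Iman test, the adjusted p in week 1 was 0.0231. The filters left 651 observations of 83 constructs in week 1 and 641 observations of 82 constructs in week 2.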

How the deposited data were processed for this re-analysis (not part of the article)

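QeFS activity was measured in sorted embryonic cells that carried a pool of reporter constructs, each tagged with several short sequences of 19 to 20 bases. The constructs were 88 wildtype and motif mutant versions of 12 enhancers and 5 control constructs of the Act57B and β3Tub60D enhancers. Each enhancer series combines mutations of 3 of the 4 motifs Deaf1, CG12236-PB, Schlank and ZIPIC, in up to 8 constructs. The samples were 3 collections of twi:CD2+ cells and 6 collections of mef2:CD2- cells, the latter from 2 weeks, with 1 RNA library and 1 DNA library per collection.

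The authors deposited 1 table per library with the count of UMIs and the count of reads on each tag. According to the paper's methods, they took the first 8 bases of each read as the UMI, trimmed the constant regions with cutadapt, aligned the remaining tag with bowtie to an index of the tags in their lookup table, and counted reads and different UMIs per tag with their own programs. The deposited counts are whole numbers without normalization, and no tag was assigned to more than 1 construct. Alignment and UMI counting are part of the files and could not be varied. All names of constructs are those of the files, in which the suffix D stands for mutated Deaf1 sites, 1 for CG12236-PB, Z for ZIPIC and S for Schlank sites.

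From these counts, the activity of each tag in each collection was computed as the ratio of its share of RNA UMIs to its share of DNA UMIs. The minimum of 65 DNA UMIs, the minimum of 4 observations per construct and the threshold of 0.1 were taken from the paper. The DNA minimum left 705 observations in twi:CD2+ cells and 1341 in mef2:CD2- cells, and the minimum per construct reduced them to 687 and 1340. All activities were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

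Constructs of 1 enhancer were compared within a population by a Kruskal-Wallis statistic with 100000 permutations and, where its p was under 0.1, by a two-sided permutation test of the difference in mean rank for each pair of constructs. The ranks were taken over the whole series, the permutation distribution was enumerated exactly, and the p-values were adjusted by the Benjamini-Hochberg method over the pairs of the series. Where the paper used the t distribution, permutations were used in its place, since most constructs have fewer than 10 observations in twi:CD2+ cells. Correlations were tested by permutation, exactly for the 9 enhancers with a Deaf1 site mutant in twi:CD2+ cells and with 10000 shuffles for pairs of tags. Interactions were tested with 100000 permutations of the residuals of the linear model without the interaction term. Single interactions and correlations were judged at a p of 0.05, and counts of interactions at an adjusted p of 0.1 within a population.

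The activity of each construct in twi:CD2+ cells was compared with that in mef2:CD2- cells by edgeR's quasi-likelihood test with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. UMI counts were summed over the tags of a construct, and 90 constructs with at least 10 counts in every library were tested. The model had a term for each collection, which pairs its RNA and DNA library, a term for RNA and a term for RNA in twi:CD2+ cells, with TMM normalization and a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The difference of a mutation effect between the populations was tested on the log2 fold change of each collection, by an exact permutation test of 3 against 6 collections.

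The RNA and the DNA library of a collection come from the same cells, as the paper and the sample labels state, so that they are paired by origin. This was also checked in the counts: across constructs, the deviations of the RNA and the DNA library from the means of their group had a correlation of 0.253 to 0.612 (median 0.499) over the 9 collections. Collections of twi:CD2+ and mef2:CD2- cells share replicate numbers but were not made together, and no pairing between them was used.

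The tests were tried on simulated data made from the real numbers of tags and observations, in 20 runs each. Fold changes of 0.25 or 4 were first set for a part of the mutants, with independent observations. There, 140 of 192 changed mutants were called in twi:CD2+ cells and 198 of 206 in mef2:CD2- cells. In the same runs, 1.7 and 2.3 unchanged mutants per run were called, respectively. Recovery with tags that differ was not simulated. With no mutation effect and independent observations, 0.95 mutants per run were called in twi:CD2+ cells and 0.7 in mef2:CD2- cells. With no mutation effect and tags that differ as in the data, there were 2.5 and 9.9 calls per run, respectively. A simulated interaction of −3 on the log2 scale, with independent observations, was estimated at −2.93 in twi:CD2+ cells and −2.89 in mef2:CD2- cells. On simulated counts of 93 constructs, edgeR's test recovered all 20 changed constructs and called 2 unchanged ones.

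The constructs and comparisons named in the text are those that the paper names in its results or in Figs. 2A, 2B, 4 and 5, apart from RT-qPCR. To these were added, in each population, the 3 constructs with the largest fold change against wildtype among those called and shifted the same way in every collection, and, for the comparison of the populations, the 3 highest and 3 lowest constructs past the threshold. Constructs outside this rule are said to have been chosen after their values were seen.

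Alternatives covered DNA minimums of 20 and 200 UMIs, read counts in place of UMI counts, a correction of UMI counts for collisions, tags absent from the RNA library counted as 0.5 UMIs, scaling by the median over tags, tags as the units of the test, a threshold of 0.05, a minimum of 2 tags and 6 observations, the median over observations, a block for the collection, the t distribution of the paper, each week alone, and fits that left out each collection or each tag. For the comparison of populations, they were DESeq2 1.42.0, no TMM normalization, no filter on low counts and tests of single tags. Outside the control enhancers, exact tests of tag means cannot give an adjusted p under 0.133, and ranges of p over alternatives leave them out there. RT-qPCR, stained embryos, protein binding and the other experiments of the paper have no files among the deposited counts and were left out.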

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

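All tests of explanations in the paragraphs that follow were chosen only after the results were seen. Differences between the populations and signals in constructs that the paper does not discuss are given first, each with the technical explanations that the counts can address.

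By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of 90 constructs had another activity in twi:CD2+ cells than in mef2:CD2- cells (20 constructs at an unadjusted p under 0.05). Activity rests on shares of a library, so that a change common to all constructs cannot be seen. Higher and lower here mean relative to the other constructs. The wildtype control enhancers, which the paper describes as restricted to mesoderm, had values of 0.15 for Act57B and −0.58 for β3Tub60D (adjusted p = 0.895 and 0.352 from edgeR). CG7759_33-DZ was higher in twi:CD2+ cells, by 1.84 on the log2 scale (standard error 0.25, adjusted p = 3.70e-05 from edgeR), although 1 of its 3 tags showed almost no change. ChIPCRM3407-Z was lower, with a value of −2.10 (standard error 0.33, adjusted p = 1.77e-04 from edgeR). The same held for ChIPCRM2000-Z1, at −1.81 (standard error 0.24, adjusted p = 3.70e-05 from edgeR), and ChIPCRM2000-D1, at −1.58 (standard error 0.40, adjusted p = 0.0207 from edgeR). For each of these 4 constructs, the 3 collections of twi:CD2+ cells lay on one side of all 6 collections of mef2:CD2- cells. ChIPCRM2000-D1 was no longer past the threshold in 6 of 17 alternatives, where its adjusted p ranged from 0.00146 to 0.230. These were library totals without TMM, week 1 alone (−1.17), no pairing of RNA and DNA libraries, and the fits without twi:CD2+ replicate 1 (−1.32), without twi:CD2+ replicate 3 (−1.62) and without mef2:CD2- week 2 replicate 3 (−1.44).

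Of the 84 ways to choose 3 of the 9 collections, 2 gave at least 4 constructs past the threshold, the real one included, which argues against a random grouping of the collections. The other one set week 2 of mef2:CD2- cells apart from all other collections, with 4 constructs past the threshold (16 unadjusted), 1 of them shared with the comparison of the populations. Between week 2 and week 1 of mef2:CD2- cells, 0 constructs were past the threshold (17 unadjusted). Against twi:CD2+ cells, week 1 alone gave 6 constructs and week 2 alone gave 11. The twi:CD2+ collections share no week with the mef2:CD2- collections, so that week and population cannot be told apart as the source of the difference. A difference between whole mesoderm and cells other than fusion-competent myoblasts stays open, as untested.

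ChIPCRM2000-Z1 and ChIPCRM2000-D1 were each measured with 2 tags. Both tags of both constructs were lower in twi:CD2+ cells, with ratios to mef2:CD2- cells of 0.185 to 0.392, which argues against 1 aberrant tag. The wildtype ChIPCRM2000 enhancer was also lower, by a value of −0.90 that did not pass the threshold (adjusted p = 0.341 from edgeR), and each of the other 3 constructs of the series that were tested had a value below 0. The effects of the mutations were lower in twi:CD2+ than in mef2:CD2- cells by values of −1.02 for ChIPCRM2000-D1 (p = 0.286) and −1.08 for ChIPCRM2000-Z1 (p = 0.214, exact permutation tests of 3 against 6 collections). They are thus not shown to differ, and differences of this size are not excluded. A lower activity of the whole enhancer relative to the other constructs in twi:CD2+ cells, another effect of the mutations there and a difference between the weeks all stay open.

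The effect of the ZIPIC site mutations in ChIPCRM3407, on the log2 scale, was −2.73 in twi:CD2+ cells relative to mef2:CD2- cells (exact permutation test, p = 0.0238, the smallest that 3 against 6 collections allow, and 0.786 adjusted over 66 mutants). Without twi:CD2+ replicate 1, the p was 0.0714, since 2 against 6 collections then remain. The construct has 2 tags. In mef2:CD2- cells, 1 tag lay above wildtype, while the other had 0.894 of the wildtype activity. This goes with an origin of the effect in mef2:CD2- cells in 1 of the 2 tags. Without the high tag, the difference between the populations was −1.11 (exact permutation test, p = 0.286). Only 2 against 6 collections then remain, where the smallest possible p is 0.0714. This test therefore cannot tell whether a difference between the populations is left. Low DNA depth of the high tag is argued against, since 76.8% of the tags in mef2:CD2- cells had fewer DNA UMIs. A tag assigned to the wrong construct might carry the activity of another construct. The observations of the high tag ranged from 0.861 to 3.33 in mef2:CD2- cells and from 0.251 to 0.357 in twi:CD2+ cells. Of 84 other constructs, 0 had mean activities within both ranges. ChIPCRM2000-D1, with the lowest ratio of the populations among them, had 0.136 and 0.0351, far below the tag. Of 235 other tags, 1 lay within both ranges, with 1.02 and 0.269. It belongs to CG7759_33-SZ, singled out after its values were seen, whose mean activities were 0.958 and 0.522. As tags of 1 construct differ this much, a wrong assignment and a property of this copy of the mutant enhancer cannot be told apart from the counts. Outside the counts, the paper cites imaging of the ChIPCRM3407 series for 1 mutant on which QeFS and RT-qPCR disagreed. It calls that case a false positive of QeFS, without naming the mutant in its text.

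The effect of the combined Deaf1 and ZIPIC site mutations in CG7759_33 was 2.24 higher, on the log2 scale, in twi:CD2+ than in mef2:CD2- cells (exact permutation test, p = 0.0238, the smallest possible, and 0.786 adjusted over 66 mutants). In twi:CD2+ cells, the 3 tags of CG7759_33-DZ had 1.79, 0.174 and 0.512 times the wildtype activity. The ratios of twi:CD2+ to mef2:CD2- activity of these tags were 4.69, 0.977 and 1.97. Without the highest tag, the difference was 1.22 (exact permutation test, p = 0.0238), which argues against that tag as the whole source of the difference in the effect. Of this value, 0.58 came from the other 2 tags of the mutant (exact permutation test, p = 0.167) and the rest from the wildtype CG7759_33 enhancer, which was lower in twi:CD2+ cells by a value of −0.64 (exact permutation test, p = 0.119; −0.73 with an adjusted p of 0.0806 from edgeR). The higher activity of CG7759_33-DZ itself is thus not shown without the highest tag, which goes with an origin in 1 of the 3 tags. A difference between the populations or the weeks stays open.

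The effect of the Deaf1 site mutations in ChIPCRM2497 was 0.43 higher, on the log2 scale, in twi:CD2+ than in mef2:CD2- cells (exact permutation test, p = 0.0476, and 0.786 adjusted over 66 mutants). It was one of 3 mutants with an unadjusted p under 0.05, where 3.14 are expected by chance among 66 tests, and 0 mutants had an adjusted p under 0.1. The number of tests may therefore account for these 3 differences as a set. With 3 against 6 collections and 66 tests, a single difference at the smallest possible p of 0.0238 cannot pass the adjustment on its own.

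The paper does not discuss ChIPCRM5432-DZ1, in which the Deaf1, ZIPIC and CG12236-PB sites are mutated, and the construct was singled out after its values were seen. Its activity was 203 times that of ChIPCRM5432-D1 in twi:CD2+ cells (adjusted p = 2.88e-04, exact permutation test) and 164 times in mef2:CD2- cells (adjusted p = 3.18e-09, permutation test), higher in all 3 and all 6 collections. With ZIPIC sites mutated, the interaction of Deaf1 and CG12236-PB site mutations was 0.20 on the log2 scale in twi:CD2+ cells and 0.05 in mef2:CD2- cells, against −6.73 and −6.60 with ZIPIC sites intact. A single aberrant tag is argued against, since all 3 tags of ChIPCRM5432-D1 were low, with at most 0.00410 of the wildtype activity in either population. Low DNA depth is argued against as well, since each of its tags had more DNA UMIs than at least 76.6% of the tags. A defect shared by all copies of ChIPCRM5432-D1, such as an error in synthesis or in the reporter, could give the same values. The paper reports that constructs were cloned separately and checked by Sanger sequencing before pooling. Tag counts cannot show the sequence of the copies. The difference between the constructs was 7.84 on the log2 scale in twi:CD2+ cells. From the counts alone, such a defect and an effect of the ZIPIC sites cannot be told apart as its source.

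CG7759_33-DSZ, with Deaf1, Schlank and ZIPIC sites mutated, is not discussed in the paper either and was chosen after its values were seen. It had 3.52 times the wildtype activity in mef2:CD2- cells (adjusted p = 6.74e-06, exact permutation test, n = 6 observations) and was higher in 6 of 6 collections. All observations came from 1 tag. With tags as the units and their spread pooled over all constructs, an alternative chosen after the data were seen, the adjusted p was 0.156, the highest over 18 alternatives, where the lowest was 1.34e-08. With 1 tag, the spread between tags and an effect of the mutations cannot be told apart.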

How the results depend on the processing

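The alternatives were set before the data were examined, apart from 4 groups chosen after the data were seen. These are the tag means with pooled residuals, each week alone and the t distribution of the paper for single constructs, and all alternatives for the difference of a mutation effect between the populations. Table S4 of the paper, which lists its tests, had been read when the alternatives were set. The tests of explanations given here were chosen only after the results were seen.

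Each result was recomputed with 1 choice changed at a time. Of the values that answer a comparison, 323 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the reported count. A further 31 kept their direction but were no longer past the threshold, 37 counts moved further and 1 value changed its sign. Among the values of single constructs and pairs of constructs, 695 were unchanged in this sense, 75 were no longer past the threshold, 14 were newly past it and 14 changed direction. Tests of tag means that could not pass the threshold gave 13 of the 695 and 28 of the 75, which therefore say nothing about stability.

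Some results stayed past their threshold in the same direction in each alternative that was run for them. Among these were the lower activity of the Act57B enhancer with a mutated Mef2 site, that of the β3Tub60D triple site mutant against wildtype and against the Bap site mutant, the correlations between weeks and between tags, and 2 interactions. The interaction of Deaf1 and CG12236-PB site mutations in ChIPCRM5432 ranged from −8.18 to −6.08, and that of Deaf1 and ZIPIC site mutations in CG7759_33 from −3.81 to −2.99. The fold changes of the Act57B mutant and the β3Tub60D triple site mutant in twi:CD2+ cells ranged from 0.142 to 0.255 and from 0.0675 to 0.324, and the differences in activity between the populations of CG7759_33-DZ, ChIPCRM2000-Z1 and ChIPCRM3407-Z also held in 17 of 17 alternatives each. The correlation between weeks ranged from 0.933 to 0.955 and that between tags from 0.786 to 0.828.

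With a DNA minimum of 20 UMIs, 3 interactions were past the threshold in twi:CD2+ cells, against 5, and the fold change of the Bap site mutant in mef2:CD2- cells was 0.827 and not called. With a minimum of 200, this fold change was 0.639 and not called either, 5 interactions were past the threshold in mef2:CD2- cells, against 8, and the difference in the effect of ChIPCRM2497-D between the populations was 0.42 (exact permutation test, p = 0.0714). The cause was not tested. The depth of the DNA libraries limits what a high minimum leaves, since the median observation had 384 DNA UMIs in mef2:CD2- cells and 1650 in twi:CD2+ cells.

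With read counts in place of UMI counts, the correlation of the number of Deaf1 sites with the fold change was −0.675 (exact permutation test, p = 0.0515), the Bap site mutant was not called, at 0.713, and the fold change of CBP2862-Z in twi:CD2+ cells turned to 1.11. With tags absent from the RNA library counted, the interaction of Deaf1 and CG12236-PB site mutations in ChIPCRM2847 was 1.55 and no longer past the threshold, and the ratio of ChIPCRM2847-D1 to ChIPCRM2847-1 turned to 0.908. With the median over observations, this ratio was 0.684, and the correlation with the number of Deaf1 sites was −0.625 (exact permutation test, p = 0.0790). That correlation was −0.447 in mef2:CD2- cells. Over its 14 alternatives, its p ranged from 0.0177 to 0.229. In these cases, the cause was not tested.

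Scaling by the median over tags left 18 mutants called in twi:CD2+ cells, 15 lower and 3 higher as before, of which 17 were shared. It called ChIPCRM5432-D, which made 3 Deaf1 site mutants, and did not call ChIPCRM3407-DZ. In mef2:CD2- cells, all 38 calls were shared. With DESeq2's size factors, 7 constructs differed in activity between the populations, 1 higher and 6 lower in twi:CD2+ cells, against 1 higher and 3 lower with edgeR. Without TMM normalization there were 3, of which 1 was higher and 2 were lower. The cause was not tested.

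At a threshold of 0.05, 10 mutants were called in twi:CD2+ cells and 1 CG12236-PB site mutant among them, and the Bap site mutant, with its fold change of 0.719, was not called. The stricter threshold itself is the cause here. With at least 2 tags and 6 observations per construct, 1 Deaf1 site mutant was called lower in twi:CD2+ cells, since the wildtype CBP2862 enhancer, with 4 observations, could not be tested.

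With each tag averaged over its collections, 2 mutants were called in twi:CD2+ cells and 2 in mef2:CD2- cells, and 0 Deaf1, CG12236-PB, Schlank or ZIPIC site mutants were called in twi:CD2+ cells (0 at an unadjusted p under 0.05). Outside the control enhancers, exact tests of 1 to 4 tags cannot give an adjusted p under 0.133, so that these counts say nothing about stability and this alternative is left out of the ranges of p for single constructs. The fold change of the Bap site mutant was 0.951. In the linear model of tag means, 1 interaction was past the threshold in twi:CD2+ cells and 3 were in mef2:CD2- cells, and the interaction of Deaf1 and Schlank site mutations in CBP2862 was 2.15 (permutation test, p = 0.0852). The cause was not tested.

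Tag means were also tested against residuals pooled over all constructs of a population, an alternative chosen after the data were seen. It called 12 mutants in twi:CD2+ cells, of which 9 were shared with the 18 reported, and 11 in mef2:CD2- cells, all of them shared with the 38 reported. In twi:CD2+ cells, 3 Deaf1, 1 CG12236-PB, 1 Schlank and 0 ZIPIC site mutants were called (0 ZIPIC site mutants at an unadjusted p under 0.05). The Schlank site mutant was ChIPCRM5857-S, and CG7759_33-S was not called. The Bap site mutant was not called, at 0.804. Fold changes turned to 0.728 for ChIPCRM5857-D and to 0.959 for the Bap site mutant in twi:CD2+ cells. These fold changes are ratios of means on the log scale, and the cause of their turn was not tested. In simulations without mutation effects, in which tags differed as much as in the data, a run had at most 7 calls in twi:CD2+ cells and 17 in mef2:CD2- cells. This argues against the spread between tags as the source of all 18 and 38 calls, but it may account for a part of them.

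With each tag left out in turn, 17 to 20 mutants were called in twi:CD2+ cells and 35 to 39 in mef2:CD2- cells. Interactions past the threshold ranged from 3 to 8 in twi:CD2+ cells, and the correlation with the number of Deaf1 sites ranged from −0.768 to −0.565, where its p was 0.118 (exact permutation test). The number of Schlank site mutants called higher ranged from 0 to 2 and that of ZIPIC site mutants from 0 to 1. The count of 0 comes from fits in which CG7759_33-S or CG7759_33-Z fell below 4 observations, since each was called in all 18 fits in which it could be tested. The fold change of the Bap site mutant rose to 0.943 and was not called. The interaction of Schlank and ZIPIC site mutations in CBP2862 ranged from −0.83 to 0.31. Other ranges that crossed 1 were 0.767 to 1.02 for CBP2862-Z, 0.895 to 1.04 for ChIPCRM2497-D and 0.906 to 1.30 for ChIPCRM2847-D1 against ChIPCRM2847-1 in twi:CD2+ cells, and 0.894 to 9.73 for ChIPCRM3407-Z and 0.918 to 1.61 for CG7759_33-D in mef2:CD2- cells. Apart from the counts of 0, the cause was not tested here.

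Across the 3 fits that each left out 1 collection of twi:CD2+ cells, 6 to 15 mutants were called, 6 without replicate 1, 9 without replicate 2 and 15 without replicate 3. Deaf1 and CG12236-PB site mutants called lower numbered 1 to 2 each, with CBP2862-D not tested in these fits, and Schlank and ZIPIC site mutants called higher 0 to 1 each. The counts of 0 arose without replicate 1 and without replicate 2, with 1 Schlank and 0 ZIPIC site mutants at an unadjusted p under 0.05 in both fits. Interactions past the threshold ranged from 2 without replicate 1 to 6 without replicate 3. The correlation with the number of Deaf1 sites ranged from −0.740 to −0.558, with a p of 0.0548 without replicate 1 and 0.160 without replicate 3 (exact permutation tests with n = 8 enhancers, as CBP2862 is missing). Fold changes that crossed 1 ranged from 0.906 to 1.08 for ChIPCRM2497-D, highest without replicate 1. Those lowest without replicate 2 ranged from 0.869 to 2.19 for ChIPCRM5857-D, from 0.961 to 2.04 for ChIPCRM2847-D1 against ChIPCRM2847-D and from 0.670 to 1.25 for ChIPCRM2847-D1 against ChIPCRM2847-1. Each fit has fewer observations, but why the fits without replicates 1 and 2 gave fewer calls than that without replicate 3 was not tested.

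Across the 6 fits that each left out 1 collection of mef2:CD2- cells, 29 to 34 mutants were called. The fold change of the Bap site mutant ranged from 0.580 to 0.791 and was called in 1 of these fits, without week 1 replicate 1. Over its 23 alternatives, its adjusted p ranged from 0.0143 to 0.886 and it was not called in 13. In week 1 alone, it was 0.836 and not called. Week 1 alone gave 24 called mutants and week 2 alone 15, and 11 constructs differed between week 2 and twi:CD2+ cells, against 4 for both weeks. The cause was not tested. Across all 9 fits without 1 collection, 4 to 6 constructs differed between the populations.

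The difference in the effect of ChIPCRM2497-D between the populations ranged from 0.30 to 0.56 across these 9 fits (exact permutation tests, p = 0.0357 to 0.143). Its p was under 0.05 in 1 fit, without mef2:CD2- week 2 replicate 1. For ChIPCRM3407-Z, the difference ranged from −2.82 to −2.53, and its p was above 0.05 in 1 of 7 fits, without twi:CD2+ replicate 1. For 2 against 6 collections, the smallest possible p is 0.0714, so that fits without a twi:CD2+ replicate say nothing about stability.

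With a replicate block, in which labels were permuted only within a collection, 18 mutants were called in twi:CD2+ cells and 39 in mef2:CD2- cells. Of the calls against wildtype, 3 changed. ChIPCRM5432-D was called in twi:CD2+ cells at an adjusted p of 0.0578 (exact permutation test, with 0.0147 to 0.571 over 15 alternatives), ChIPCRM3407-DZ was not, and CBP2862-S was called in mef2:CD2- cells. ChIPCRM3407-DZ and CBP2862-S were named after the values were seen. The block changed no other call against wildtype, and 9 interactions were past the threshold in mef2:CD2- cells, against 8. In the comparison of the populations, the pairing of the RNA and DNA library of a collection was part of the model. Without it, 3 constructs differed, and ChIPCRM2000-D1 was no longer past the threshold, at −1.51.

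No value could be had for CBP2862 mutants against wildtype and interactions in CBP2862 without any 1 replicate of twi:CD2+ cells, for CBP2862-DSZ against CBP2862-DZ without replicate 1 or 2, for ChIPCRM2847-DS against ChIPCRM2847-D without replicate 1, for CBP2862-DSZ against wildtype in mef2:CD2- cells with a minimum of 200 DNA UMIs, or for the difference in the effect of ChIPCRM3407-Z without twi:CD2+ replicate 2 or 3. Leaving out a tag of either construct compared gave no value for ChIPCRM2497-1 against wildtype or ChIPCRM2847-DS1 against ChIPCRM2847-D1. In the 15 fits without a tag in which ChIPCRM2497-1 could be tested, it was called in all 15 (adjusted p = 0.0433 to 0.0824, exact permutation tests). The multiplicative expectation of mean fold changes has no test, so that it was computed for single interactions and not for their count.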

Differences from the paper's values

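The comparisons in this part were made only after the results were seen. For the β3Tub60D triple site mutant against the Bap site mutant in mef2:CD2- cells, the adjusted p of the Conover-Iman test from the t distribution was 2.55e-07, against the 0.0001 in the paper's text. Table S4 of the paper lists a t of 5.86 for this pair with an adjusted p of 0, and t was 5.86 here, so that the difference is with the p in the text alone. None of the alternatives set before the data were examined closed the gap. The nearest values were 6.39e-04 with a minimum of 200 DNA UMIs and 1.00e-05 without mef2:CD2- week 1 replicate 1.

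The paper gives the p of the interaction of Deaf1 and CG12236-PB site mutations in ChIPCRM5432 in twi:CD2+ cells as a limit, whose negative decimal logarithm lies above 15. From the t distribution of the linear model with 31 observations, this logarithm was 10.2. None of the alternatives set before the data were examined closed the gap, with values from 5.87 to 11.5. The same term in mef2:CD2- cells, with 61 observations, had a p of 2.72e-20 from the t distribution, which is past the paper's limit.

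The highest number of reads in a library was 39.8 M here, against the paper's 25 M. The deposited counts were summed over tags, and no alternative applies to this value.

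The paper describes a lower activity of ChIPCRM5432-D than of its wildtype enhancer in twi:CD2+ cells and counts it among the affected Deaf1 site mutants. Here its fold change was 0.409 (adjusted p = 0.105, exact permutation test, lower in 3 of 3 collections), so that it was not called and 2 Deaf1 site mutants were called lower. It was called with read counts (adjusted p = 0.0612), with UMI counts corrected for collisions (0.0783), with scaling by the median over tags (0.0933), with a replicate block (0.0578) and without twi:CD2+ replicate 3 (0.0455), all by exact permutation tests. It was also called in 5 of the 22 fits that left out 1 tag of the series. The one-sided t distribution of the Conover-Iman test, which the paper used, gave an adjusted p of 0.0147. Tag means with pooled residuals, chosen after seeing the values, gave 0.0861. Over its 15 alternatives, the adjusted p ranged from 0.0147 to 0.571.

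Deaf1 site mutants of 6 of 10 enhancers were called lower in at least 1 population here, and the paper counts fewer. The number was 6 with the t distribution as well. One of these mutants is ChIPCRM2000-D, measured with 1 tag in mef2:CD2- cells, for which the paper mentions no QeFS data in a paragraph on twi:CD2+ cells. Without it the number was 5, the paper's count.

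The paper presents the effect of Deaf1 site mutations in ChIPCRM2497 as present in cells other than fusion-competent myoblasts and absent from whole mesoderm. The difference between the populations was 0.43 on the log2 scale here (exact permutation test, p = 0.0476, and 0.786 adjusted over 66 mutants). With 3 against 6 collections, no single mutant could pass this adjustment on its own, so that the adjusted p does not decide the question.

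In the sheet of Table S4 for twi:CD2+ cells, 237 of 241 pairs of constructs had the t statistic computed here. The other 4 pairs, those of the control enhancers, hold the values of mef2:CD2- cells up to the sign. For the Act57B enhancer, the sheet lists a t of −6.46, and the counts of twi:CD2+ cells give −7.55. For the Bap site mutant against the wildtype β3Tub60D enhancer, it lists −1.99, and these counts give −0.43. In the sheet for mef2:CD2- cells, 249 of 269 pairs had the same t. The other 20 belong to the ChIPCRM2613 series, in which 1 observation of ChIPCRM2613-D with 65 DNA UMIs was used here and is not in the table.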

Other observations

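All tests of explanations in this part were chosen only after the results were seen. The control enhancers in twi:CD2+ cells were singled out after their values were seen, since the paper reports them for mef2:CD2- cells. The Act57B enhancer with the mutated Mef2 site had an activity of 1.27 ± 0.527 (SD, n = 11 observations) against 6.23 ± 2.58 (SD, n = 10) for wildtype, a fold change of 0.203 (adjusted p = 5.67e-06, permutation test), lower in 3 of 3 collections. The β3Tub60D triple site mutant had 0.0731 ± 0.0671 (SD, n = 10) against 0.706 ± 0.488 (SD, n = 12), a fold change of 0.103 (adjusted p = 2.32e-05, permutation test), lower in 3 of 3 collections. The Bap site mutant had 1.00 ± 0.880 (SD, n = 9), a fold change of 1.42 (adjusted p = 0.736, exact permutation test), higher in 3 of 3 collections.

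Tags of 1 construct differed from each other by more than chance gives. Differences between tags made up 49.7% of the variance within constructs in twi:CD2+ cells, against 35.7% with the observations of a construct shuffled among its tags within each collection (p = 0.00150, permutation test). In mef2:CD2- cells, they made up 43.3% against 19.6% (p = 1e-04, the smallest that the permutations can give). Counting noise is argued against as the source, since it accounts for 2.87% of the variance within constructs in twi:CD2+ cells and 3.30% in mef2:CD2- cells. GC content of the tag as the main source is argued against as well. Its Spearman correlation with the deviation of a tag from its construct was 0.0918 in twi:CD2+ cells (p = 0.244, permutation test) and 0.194 in mef2:CD2- cells (p = 0.0118, permutation test), so that in mef2:CD2- cells a small part stays open. A lasting property of the tag or of its copy of the construct is a candidate explanation. The deviations of 237 tags correlated between the populations, with Pearson's r of 0.255 (p = 0.0159, permutation test) and Spearman's ρ of 0.176 (p = 0.0359, permutation test). No biological explanation was tested.

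Across 66 mutants measured in both populations, the log2 fold changes against wildtype correlated with Pearson's r of 0.897 and Spearman's ρ of 0.777, and 80.3% of the mutants lay on the same side of wildtype in both. Mutants of a series share their wildtype enhancer and are carried by largely the same tags in both populations, which could give such a correlation without mutation effects. With tags shuffled among the constructs of a series, the medians were 0.513 for ρ, 0.589 for r and 66.7% of the mutants on the same side. The observed ρ was above almost all shuffles (p = 0.0120, permutation test). This argues against shared wildtypes and tags as the whole source. Mutation effects common to both populations stay open as a hypothesis.

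The number of reads per UMI rose with the UMI count of a tag in the 9 RNA libraries. Tags with many UMIs had 1.75 times the reads per UMI of tags with few (median, range 1.61 to 2.16). A candidate explanation is that different molecules with the same UMI are counted once. After a correction for such collisions, the median ratio was 1.39 (range 1.32 to 1.52), so that the ratio fell but stayed above 1. The correction takes all UMIs as equally frequent, which the counts cannot show, and UMIs of unequal frequency would collide more often. UMI collisions as the whole source and a further source therefore cannot be told apart, and no biological explanation was tested.

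Among 72 mutants with 4 to 6 collections of mef2:CD2- cells, 1 had a collection far from the others by Dixon's criterion, where 3.6 are expected by chance. This was ChIPCRM5857-D1, named after its values were seen, whose log2 fold change was −1.03 in week 1 replicate 3 and 0.50 to 1.02 in the other collections. None of the 13 mutants whose fold change in these cells was followed through the alternatives had such a collection. These 13 were named by the paper or by rule, apart from CG7759_33-DSZ, which was chosen after its values were seen. CBP2862-D, ChIPCRM2613-D, ChIPCRM2000-D and CG7759_33-S, whose values are also given for these cells, had no such collection either.

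Of the motif pairs with an interaction past the threshold, 5 were shared by both populations. In ChIPCRM2000, for which the paper reports RT-qPCR, the interaction of Deaf1 and CG12236-PB site mutations in mef2:CD2- cells was −0.49 on the log2 scale (standard error 0.68, permutation test, p = 0.476), with the Deaf1 site mutant measured by 1 tag.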
